# Genetics of flight in spongy moths (*Lymantria dispar* ssp.): functionally integrated profiling of a complex invasive trait

**DOI:** 10.1186/s12864-023-09936-8

**Published:** 2024-05-31

**Authors:** Gwylim S. Blackburn, Christopher I. Keeling, Julien Prunier, Melody A. Keena, Catherine Béliveau, Richard Hamelin, Nathan P. Havill, Francois Olivier Hebert, Roger C. Levesque, Michel Cusson, Ilga Porth

**Keywords:** GWAS, Inbred lines, Transcriptomics, Biological invasion, Biosurveillance, Spongy moth

## Abstract

**Background:**

Flight can drastically enhance dispersal capacity and is a key trait defining the potential of exotic insect species to spread and invade new habitats. The phytophagous European spongy moths (ESM, *Lymantria dispar dispar*) and Asian spongy moths (ASM; a multi–species group represented here by *L. d. asiatica and L. d. japonica*), are globally invasive species that vary in adult female flight capability—female ASM are typically flight capable, whereas female ESM are typically flightless. Genetic markers of flight capability would supply a powerful tool for flight profiling of these species at any intercepted life stage. To assess the functional complexity of spongy moth flight and to identify potential markers of flight capability, we used multiple genetic approaches aimed at capturing complementary signals of putative flight–relevant genetic divergence between ESM and ASM: reduced representation genome–wide association studies, whole genome sequence comparisons, and developmental transcriptomics. We then judged the candidacy of flight–associated genes through functional analyses aimed at addressing the proximate demands of flight and salient features of the ecological context of spongy moth flight evolution.

**Results:**

Candidate gene sets were typically non–overlapping across different genetic approaches, with only nine gene annotations shared between any pair of approaches. We detected an array of flight–relevant functional themes across gene sets that collectively suggest divergence in flight capability between European and Asian spongy moth lineages has coincided with evolutionary differentiation in multiple aspects of flight development, execution, and surrounding life history. Overall, our results indicate that spongy moth flight evolution has shaped or been influenced by a large and functionally broad network of traits.

**Conclusions:**

Our study identified a suite of flight–associated genes in spongy moths suited to exploration of the genetic architecture and evolution of flight, or validation for flight profiling purposes. This work illustrates how complementary genetic approaches combined with phenotypically targeted functional analyses can help to characterize genetically complex traits.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09936-8.

## Background

The spread of invasive alien species (IAS) around the world has accelerated over the past century [1], with devastating consequences for natural ecosystems [2–7] and global commerce [7–9]. These impacts have prompted increased efforts to strengthen detection and intervention of IAS to limit their movement from place of origin, dispersal, establishment in novel habitats, and population expansion [10–15]. Species–specific traits that strongly affect the risk or extent of biological invasion (“invasive traits”) [16] offer potentially powerful tools for this purpose because they present a means to strategically confront individual IAS on multiple aspects of the invasion process: profiling intercepted specimens in terms of their origin or invasive potential; identifying habitat features or geographic regions that are most vulnerable to invasion, and; directly targeting invasive traits to limit IAS ecological success [17–20].

In this study, we assessed the potential to apply these management tools to spongy moths, *Lymantria dispar* ssp., through the identification of candidate genes for female flight capability. Our approach was to compare two members of the flight–capable Asian spongy moth subspecies group, *L. d. asiatica* and *L. d. japonica* (for shorthand, ASM), with a sister subspecies, the European spongy moth (ESM, *L. d. dispar*), which features typically flightless adult females (Fig. 1) [21–23]. ESM and ASM are among the most destructive IAS globally [24]. Larvae of both forms are capable of feeding on a wide array of deciduous and coniferous host species around the world [22, 25–29], and population outbreaks can lead to substantial losses in natural, commercial, or urban forest stands [27]. ESM has spread across eastern North America since its accidental introduction from Europe in 1869, in part through natural dispersal of larvae but also via incidental transport of egg masses on motor vehicles or their cargo. ASM is not established in North America but is frequently detected on shipping materials or vessels at coastal ports of entry, and occasionally inland from those sites [30]. Importantly, differential flight capability between ESM and ASM adult females across most of their respective ranges results in strongly contrasting natural adult dispersal rates of the two forms, from meters (ESM) [31] to potentially kilometers per generation (ASM) [22, 32, 33]. Identification of candidate genes mediating spongy moth flight would help forge a vital management tool that is suitable for rapid flight–profiling of spongy moths intercepted outside of their natural ranges. The tool would enhance resource–limited IAS management efforts by helping to gauge the risk of spread posed by moths that potentially exhibit a wide range of flight capabilities [34–36]. Moreover, it would permit this assessment independent of the geographic origin, taxonomic status (i.e., ESM, ASM, or their hybrids), or developmental stage of intercepted specimens (adults, larvae, or egg masses) due to its ability to directly measure the invasive trait of concern.

**Fig. 1:**
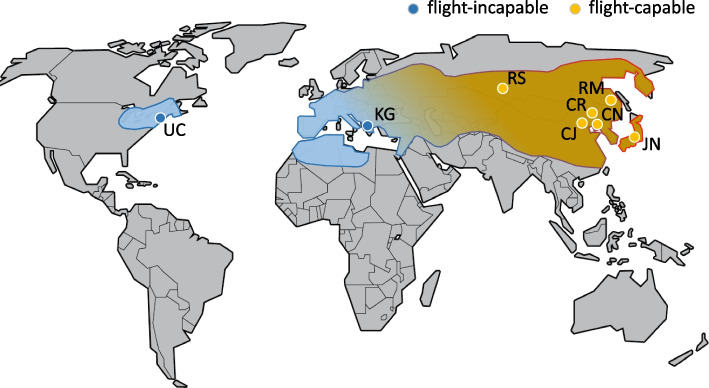
Spongy moth global range and sample colony locations. The outline represents the known global range of spongy moths *Lymantria dispar* ssp. Coloration approximates the global transition in reported adult female flight capability from *L. d. dispar* (blue: typically flight–incapable) to *L. d. asiatica*, *L. d. japonica* and other members of Asian spongy moth (orange: typically flight–capable) across a broad hybrid zone in Europe. Strain locations are shown with two–letter codes

Flight is a highly complex trait, integrating aspects of body form, metabolic output, and sensory processing [37–40]. As a result of the greater dispersal capacity and resource access it enables, flight can also strongly interact with life history characteristics such as foraging, habitat choice, dispersal, mating, and oviposition [41–43]. Evolution of flight capability may therefore involve a wide array of features. In the focal taxa considered here, this may also include daily fluctuations in female flight motivation and, in ESM, sexually dimorphic flight expression [26, 34, 44]. Previous research on spongy moth flight genetics has assessed flight inheritance [23], flight–relevant functional differentiation among ASM forms [45], and subsets of functionally compelling genes that may influence ESM and ASM flight divergence [46, 47]. However, comprehensive genome–wide surveys of multiple flight–relevant functional domains are needed to assess the breadth of traits affected by flight [48]. As a result of the diverse traits that may shape spongy moth flight, we anticipated multiple genetic flight associations to emerge from comparisons of ESM and ASM. We used several genetic approaches and a novel, explicitly flight–targeted candidate gene ranking approach to address this complexity.

We employed three genetic approaches (for shorthand, “flight analyses”) that provide complementary insights into the genetics of flight differentiation in spongy moths. First, we performed genome–wide association studies (GWAS) of adult female flight capability and forewing length across multiple populations of ESM and ASM, with the aim to survey flight–associated genotypic variants across the global range of the two subspecies. Female flight capability represents our specific trait of interest and was measured directly using ecologically relevant behavioral assays; forewing length is a morphological correlate of spongy moth flight capability [49] that we incorporated as an additional and more precisely measurable flight proxy. We also conducted an analysis of inbred female moths of contrasting flight capability deriving from repeated generations of full–sib mating from an ESM × ASM parental cross. This latter method allowed us to compare flight capability with genotypic variation at the resolution of whole–genome sequences, across individuals with relatively reduced genome–wide heterozygosity. Finally, an analysis of differential ESM and ASM gene expression across pupal development provided a means to survey the transcriptome for gene activity that distinguishes the two subspecies across a key developmental period for flight morphology.

We assessed genetic associations and gene expression differences between ESM and ASM in terms of a broad set of manually defined flight–relevant functional categories. This illuminated genome–wide functional themes that broaden our understanding of potential sources of selection shaping or influenced by spongy moth flight capability, and conversely strengthened the candidacy of individual putative flight–relevant genes. We also corroborated our findings based on flight–related research activity across an extensive literature search, and on more direct evidence for flight–relevance in a sample of the insect flight genetics literature. Our results highlight multiple functional categories associated with flight divergence between ESM and ASM. They also expose a suite of candidate genes identical or functionally parallel to those previously reported from other taxa with flight–relevant functions, including several with demonstrated selection effects in relation to flight evolution in other insects [50]. Collectively, our results suggest that flight differentiation in spongy moths has involved a broad network of traits.

## Results

### Genome–wide association study

The sequencing effort returned 521.1 million reads (range per individual: 0.3–11.0 million) across 297 individuals, representing 79 ESM (40 UC, 39 KG) and 218 ASM (60 CJ, 49 CR, 30 CN, 30 RS, 30 RM, 19 JN) (for sample origins, see Table S1). The Fast–GBS pipeline identified 94916 variants, of which 8919 variants across 2507 contigs and 294 individuals were retained following quality filtering. See Additional file 1 for a detailed summary of SNP variants (Fig. S1), GWAS model setup (Fig. S2), and output (Fig. S3).

Flight data (Table S2) were available for 292 individuals, representing 75 ESM (38 UC, 37 KG) and 217 ASM (60 CJ, 49 CR, 30 CN, 29 RS, 30 RM, 19 JN). Flight capability scores were predominantly “0” or “5” across all individuals (Fig. 2a). We therefore binned all scores into “no flight” (flight codes 0–2) or “flight” (flight codes 3–5) and modeled the data using a binomial error link. We selected a four–PC model for downstream analysis, which represented the highest number of PCs explored among flight capability models that resolved statistically. Our results indicate that the four PCs captured a large proportion of genome-wide structure across the study system (0.36; Fig. S2a) and a quantile–quantile plot confirmed that the four–PC model successfully controlled for most or all kinship and kin-corrected geographic structure while exposing a subset of loci potentially relevant to flight capability (Fig. 2a). Specifically, the flight capability GWAS model detected 393 outlier SNPs across 303 contigs at *p* < 0.05 and one SNP at a *p*–value adjusted for multiple comparisons (p_adj_ < 0.05).

**Fig. 2:**
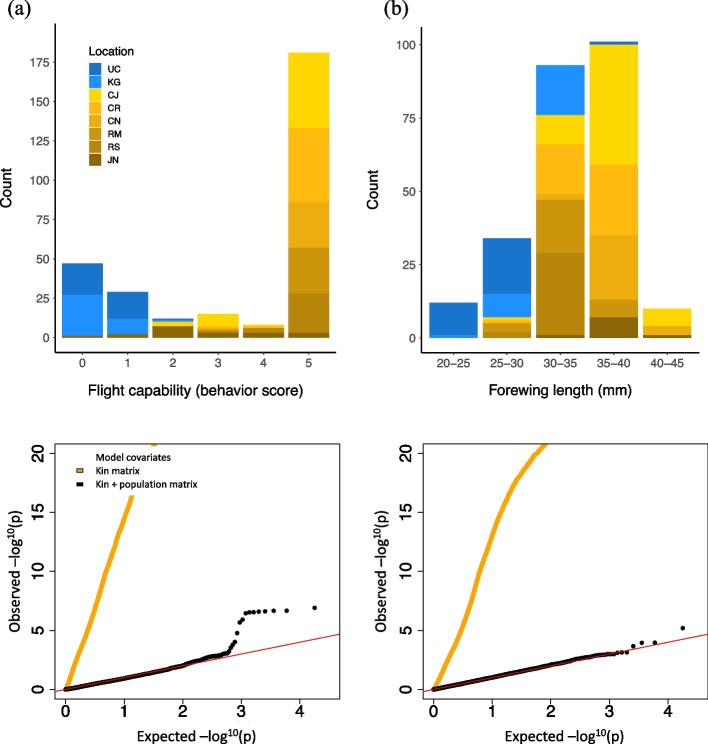
Phenotypic distributions and quantile–quantile plots of two GWAS models. **a** Flight capability (**b**) Forewing length. Strain locations are shown with two–letter codes. Blue and orange color classes follow Fig. 1, while arbitrary shades within each class distinguish individual strain locations

Forewing lengths (Table S2) were available for 250 individuals, representing 57 ESM (31 UC, 26 KG) and 193 ASM (58 CJ, 42 CR, 27 CN, 30 RS, 27 RM, 9 JN). Forewing lengths were approximately normally distributed (Fig. 2b) so we modeled them using a Gaussian error link. All forewing length models we explored resolved statistically. We chose for downstream analyses output from the 10–PC model–the highest number of PCs explored, (genome-wide structure explained: 0.45; Fig. 2b), although results for all models incorporating six or more PCs were highly correlated (Fig. S3d). The forewing length GWAS model detected 494 outlier SNPs across 370 contigs at *p* < 0.05 and none at p_adj_ < 0.05.

### Inbred lines

The whole–genome sequencing effort yielded high quality reads averaging 39$$\times$$ coverage across the ESM female parent, ASM male parent, four progeny showing strong flight capability, and four progeny showing little or no flight capability. We detected 1.38 million SNPs with high coverage and low missing rate across 14917 contigs, representing 85% of the ASM genome assembly. We identified 250 SNPs across 102 contigs that featured homozygous genotypes in all ASM parent and female progeny showing strong flight capability (average score = 5), while exhibiting opposite homozygous genotypes or only occasional heterozygotes in the ESM parent and non–flying female progeny (average score=1.25). This resulted in an average allele frequency difference between flying and non–flying groups of 0.57 (SD = 0.08).

### Gene expression during pupal development

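Female pupae were homogenised individually and polyadenylated RNA was sequenced on an Ion Proton instrument, so that each library is 1 whole pupa. ESM pupae came from a single colony and ASM pupae from another, and the larval diet held 0.13 g of iron phosphate per litre for ESM and 0.21 g for ASM. Strain, colony and diet therefore cannot be separated in these samples. The authors trimmed the reads, aligned them to the draft ASM genome and separately to the genome of an iflavirus, whose content they filtered out, and counted reads per gene. The deposited values are these counts divided by library size factors and put on a log2-like scale with the variance-stabilising transformation of DESeq2, where a count of 0 is a constant lowest value of -0.52. Counts were recovered from the deposited values by inverting the curve that all 30 libraries share. In each library, 99.8 to 100% of the recovered values lay within 0.05 of a whole number. The recovered libraries held 2638460 to 10831530 reads, with a median of 5205572, and the median per group ran from 2839585 in ESM pupae of day 5 to 6581230 in ASM pupae of day 8. Transcript levels are given below as normalised counts (recovered counts divided by the size factor), and differences between groups as differences of the deposited values, in VST units. A VST unit is not a log2 unit. A doubling of the normalised count is 0.847 VST units at a count of 10, 1.51 at 100, 1.70 at 200, 1.24 at 1000 and 0.653 at 10000, so fold changes are to be read from the counts. A count of 0 was read as allowing up to 3 reads per library. Intervals and limits of this kind cover counting error only. Differences were tested with limma, with a mean for each of the 10 groups of strain and day and a spread per gene shared by all groups, and p was adjusted by the Benjamini-Hochberg method within each comparison. The 19652 genes above the lowest value in at least 3 libraries were tested, and a gene was called at an adjusted p under 0.05.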

Thirty samples were sequenced for expression analysis, comprising three replicate female pupae of each strain (ESM, ASM) sampled at one, three, five, eight and 11 days post pupation. After quality trimming, there were 6.6–20.4 million reads per sample. Of these reads, 29–64% mapped to the ASM genome (Table S3). 

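Of the reads in each library, the share that aligned in Table S3 was 47.0% ± 6.08 (SD, n = 15) in ASM pupae and 37.9% ± 5.86 (SD, n = 15) in ESM pupae. The means and the test were computed from the paper's value for each library. The difference was 9.01 percentage points (two-sided permutation test with the strain labels permuted within days, 1e+05 draws, p = 0.00011). The genome used for both strains was that of ASM. For the number of trimmed reads per library, the same permutation test between the strains gave p = 0.56. The reads recovered per library from the deposited values were 91.1 to 100% of the aligned reads of Table S3.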

Contamination of RNA with the L. d. iflavirus 1 (LdIV1, NCBI accession KJ629170) [51] is common in spongy moths [52] and accounted for 5–23% of unmapped reads across individuals in the present study. This content was filtered prior to further analyses.

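The iflavirus share of Table S3, which the paper's text gives as a share of unmapped reads, was higher in ESM pupae, at 15.0% ± 4.02 (SD, n = 15), than in ASM pupae, at 10.9% ± 3.94 (SD, n = 15). The means were computed from the paper's percentage for each library. The difference of ASM minus ESM was -4.04 percentage points (two-sided permutation test within days, p = 0.0027). By group, the mean share was lowest in ASM pupae of day 5, at 8.84% ± 0.355 (SD, n = 3), and highest in ESM pupae of day 11, at 19.9% ± 4.21 (SD, n = 3).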

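The trend of transcript level over the 5 sampling days, averaged over the strains, was tested for each gene in VST units per day. It was called in 12205 genes (62.1% of those tested), of which 5880 rose and 6325 fell. Descriptions were taken from Tables S4 and S9 only, whose genes the study chose in part on these samples. Among the genes so described that changed the same way in both strains, the steepest rise was that of Lda.37310. This putative pupal cuticle protein C1B rose by 1.40 per day (standard error 0.07). Its normalised count was 2.23 ± 1.94 (SD, n = 3) in ASM pupae of day 1 and 10900 ± 9210 (SD, n = 3) in those of day 8, and in ESM pupae it was 11400 ± 1680 (SD, n = 3) on day 8. The steepest fall was that of Lda.21287, a putative hemicentin, at -1.04 per day (standard error 0.03). Its normalised count went from 1650 ± 85.6 (SD, n = 3) on day 1 to 36.3 ± 32.8 (SD, n = 3) on day 11 in ASM pupae, and from 2200 ± 749 (SD, n = 3) to 6.60 ± 0.988 (SD, n = 3) in ESM pupae.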

Of 19,654 expressed genes detected, many showed significantly different transcript levels across pupal development: 3995 were up–regulated, and 4706 were down–regulated by day (p_adj_ < 0.05). Changes between days 5 and 8 were most apparent (Fig. 3a,c). 

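Between consecutive sampling days, averaged over the strains, the number of genes called was 2725 from day 1 to day 3, 4555 from day 3 to day 5, 7370 from day 5 to day 8 and 3009 from day 8 to day 11. The first pair of these steps spans 2 days each and the later pair spans 3 days each. From day 5 to day 8, 3820 genes rose and 3550 fell. The share of called genes that rose depended on how the libraries were scaled. It was 51.8% from day 5 to day 8 and became 42.8% when every library was shifted to the same median, and for the other steps it moved from 44.8% to 55.8%, from 53.2% to 42.2% and from 41.0% to 55.3%, in the order of the days. This shift moved the median of the libraries by 0.12 VST units from day 5 to day 8. In a principal component analysis of the 5000 genes with the highest mean value, PC1 held 45.8% of the variance and PC2 held 20.1%. Mean PC1 scores on days 1, 3, 5, 8 and 11 were -59.3, -66.6, -14.7, 60.4 and 66.9 in ASM pupae. In ESM pupae they were -57.0, -53.4, -6.36, 62.6 and 67.5.

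**Figure D1:**
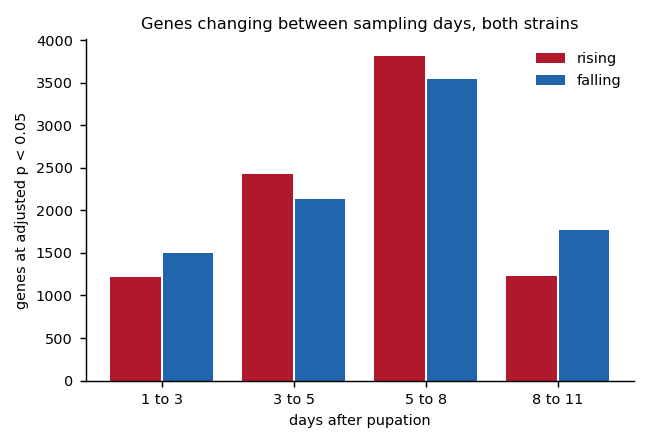
Number of genes rising (red) and falling (blue) at an adjusted p under 0.05 from limma between consecutive sampling days, averaged over the strains. The bars from day 5 to day 8 are the tallest, at 3820 rising and 3550 falling, although with libraries shifted to a common median fewer than 43% of the called genes rise in that step.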

We found 357 transcripts more abundant in ASM than ESM, and 492 less abundant (Fig. 3b,c). 

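The difference between ASM and ESM pupae, averaged over the 5 days with equal weight, was called in 4589 genes (23.4% of those tested), of which 2441 were higher in ASM and 2148 lower. With the iflavirus share as a covariate, which itself differs between the strains, 2108 were called. Reads of both strains were aligned to the ASM genome, and a smaller share of the ESM reads aligned. Poorer alignment of ESM reads would lower the count of a gene in ESM, which was not tested for the genes called here. Which strain held most of the calls depended on the model, since 49.5% of the called genes were higher in ASM with voom on the recovered counts, against 53.2% here. With day as a number the strain term is another quantity, the difference at day 0 and not the average over the days. Its interaction is a difference of slopes. Of the genes called for that strain term, 41.9% were higher in ASM. Values with day as a number below are to be read in this way. The absolute difference had a median of 0.68 VST units among called genes, and 1119 of them differed by at least 1 VST unit. In log2 of the normalised count + 1 the median was also 0.68 for these genes, and 1446 differed by at least 1. A total of 2902 had the same sign on all 5 days, and 3067 were also called for the trend over days. Among genes described in Tables S4 or S9 with the same sign on all days, the largest excess in ASM was that of Lda.6669. This putative fragile X mental retardation protein 1 homolog differed by 4.81 VST units (standard error 0.19, adjusted p = 1.38e-14 from limma). Its normalised count on day 5 was 185 ± 4.25 (SD, n = 3) in ASM and 7.97 ± 4.14 (SD, n = 3) in ESM pupae. Lda.25547, a putative myrosinase 1, differed by 4.01 (standard error 0.24) and had 372 ± 60.7 (SD, n = 3) against 72.5 ± 10.3 (SD, n = 3) normalised counts on day 1. The largest deficit in ASM was that of Lda.5534, a putative cytochrome P450 6k1, at -4.04 (standard error 0.77, adjusted p = 0.000458 from limma). On day 1 it had 1.87 ± 2.32 (SD, n = 3) normalised counts in ASM and 332 ± 131 (SD, n = 3) in ESM, whereas on day 8 it had 227 ± 70.2 (SD, n = 3) and 264 ± 79.3 (SD, n = 3). Lda.11807, a putative hemolymph lipopolysaccharide-binding protein, differed by -3.68 (standard error 0.32). Its normalised count on day 3 was 840 ± 464 (SD, n = 3) in ASM and 20900 ± 6640 (SD, n = 3) in ESM. Genes without a description in Tables S4 or S9 had larger differences, led by Lda.1040 (6.29, standard error 0.81) and Lda.28289 (5.34, standard error 0.48) toward ASM and by Lda.20980 (-6.59, standard error 0.66) and Lda.22692 (-5.35, standard error 0.77) toward ESM. Lda.22692 was not called with day as a number (adjusted p = 0.0698).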

There was a significant strain × day interaction in transcript levels for 170 genes (Fig. 3b,c, Table S4).

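A strain difference that varied among the 5 days (moderated F test of limma on 4 contrasts against day 1) was called in 718 genes, of which 326 were also called for the strain difference over all days and 392 were not. At single days, 721 genes were called on day 1, 1684 on day 3, 488 on day 5, 1249 on day 8 and 963 on day 11. Across these, 3800 genes were called on at least 1 day, 2974 of them on exactly 1 day, and 54 on all 5 days. On day 5, another split of the same 6 pupae into groups of 3 gave more calls, 1058. Many of these counts rest on the model or on single libraries. With each day fitted alone, 82 genes were called on day 1, 191 on day 3, 41 on day 5 and 169 on day 11, and with voom 177 on day 5. The interaction was called in 286 genes with voom, in 325 with the filter of all libraries and in 43 with day as a number. Leaving out a single library took day 1 to as few as 464 genes, day 3 to 701, day 5 to 311 and day 8 to 669, and with the iflavirus share as a covariate day 3 had 467. On day 11, 1818 genes were called without the ASM pupa of replicate 2 and 354 without the ESM pupa of replicate 2. The interaction was called in 1216 genes without the day 3 ESM pupa of replicate 3, and in 471 and 469 without the day 3 ESM pupae of replicates 1 and 2. Lda.26736, a putative clavesin 1, had an interaction at an adjusted p of 3.83e-05 from limma. On day 3 its normalised count was 66.8 ± 11.8 (SD, n = 3) in ASM and 1210 ± 794 (SD, n = 3) in ESM pupae, and on day 8 the order was the opposite, at 426 ± 96.8 (SD, n = 3) and 150 ± 58.7 (SD, n = 3). For Lda.3881, a putative serine protease gd, the count on day 1 was 219 ± 15.7 (SD, n = 3) in ASM and 21.5 ± 3.79 (SD, n = 3) in ESM, and on day 8 it was 11.8 ± 2.57 (SD, n = 3) and 11.0 ± 3.38 (SD, n = 3) (interaction, adjusted p = 0.000511 from limma). Both interactions were also called in every other setting that gives one, single libraries left out included, except with day as a number (adjusted p = 0.735 and 0.350).

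**Figure D2:**
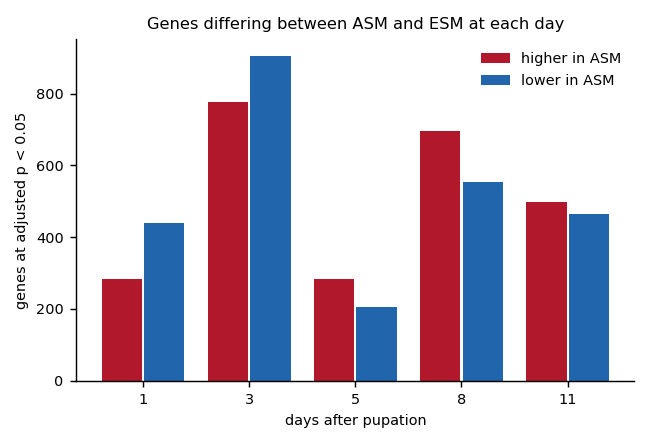
Number of genes higher (red) and lower (blue) in ASM than in ESM pupae at each sampling day, at an adjusted p under 0.05 from limma with 3 pupae per group. In this fit day 3 has the most calls, 778 higher and 906 lower in ASM, and day 5 the fewest, 283 higher and 205 lower, although on day 5 voom places fewer than 42% of its calls higher in ASM. The order depends on the model. With the iflavirus share as a covariate day 8 has the most (1316) and day 11 the fewest (354), and with each day fitted alone day 8 has the most (900).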

**Fig. 3:**
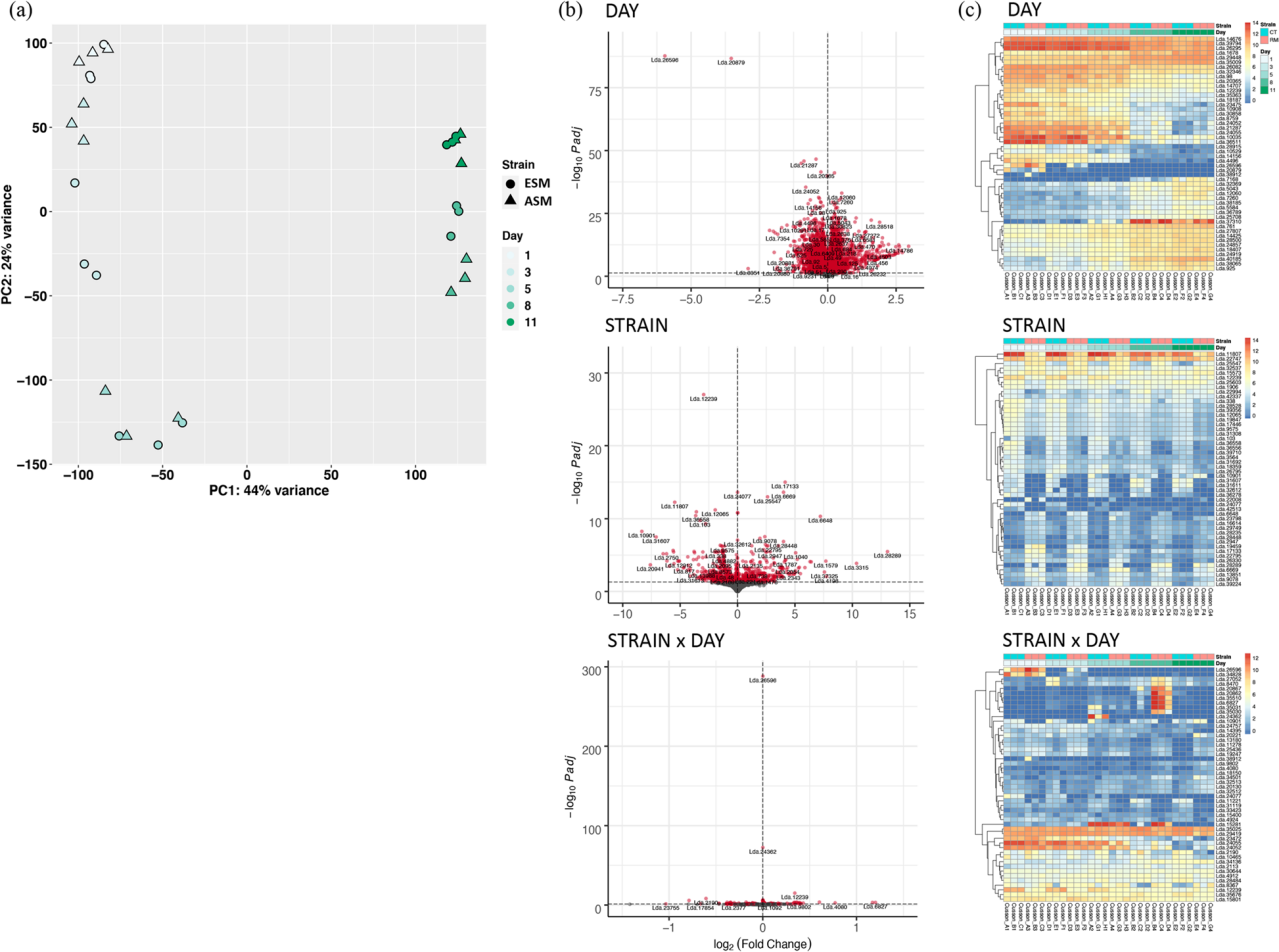
Differential gene expression between ASM and ESM pupae. **a** PCA plot based on the top 5000 most abundant transcripts (ASM: circles; ESM: diamonds). **b** Volcano plots representing differential transcript levels. Each dot represents a gene (red: significant [p_adj_ ≤ 0.05] difference in transcript levels; grey: non–significant difference). **c** Heatmaps of gene expression patterns for 50 most significant genes across all samples. Transcripts were clustered based on the Euclidean distance of their variance–stabilized counts

We used qPCR to confirm differential expression between the two strains of three potentially flight–relevant genes that we detected via the NCBI invertebrate RefSeq protein annotations (below): one *takeout* (Lda.26596) [53] and two *Osiris* genes (osiris 18 [Lda.35031] and osiris 20 [Lda.35510]) [54–57]. The *Osiris* genes were over 1000 times more abundant on day 8 in ASM than in ESM (Fig. S4). The *takeout* gene showed higher transcript levels in ASM on the first two sample points after pupation, particularly on day 3 when transcripts in that strain were more than 500 times more abundant than in ESM (Fig. S4). We examined approximately 2000 bp upstream of these genes for haplotypic differences between ESM and the *L. d. asiatica* and *L. d. japonica* genome builds of Hebert et al. [45]. We found several distinct SNPs in ESM compared to both genomes, but none within the regulatory regions of the promoters (Fig. S5).

### Gene candidacy

#### Candidate gene definition and overlap across analyses

To undertake flight–targeted functional analyses, we considered all gene expression candidates above (defined at p_adj_ < 0.05) but relaxed our candidate gene definition for the other flight analyses to include: (1) all annotated genes in strong LD (r ≥ 0.90) with GWAS loci exhibiting *p* < 0.05, and; (2) all annotated genes in strong LD (r ≥ 0.90) with inbred line loci showing strong allele segregation between flying and non–flying inbred individuals. We employed these criteria simply for the purpose of supplying a sample of top–ranked genes from each flight analysis to explore functional patterns, and we do not imply that any of the three gene sets are either confirmed flight genes or an exhaustive list of top candidates.

We based functional analyses on a reference gene annotation created using the UniProtKB/Swiss–Prot database and comprising 24,019 gene models (69% of those queried). We focused on GO “Biological Processes” annotations for all functional analyses. This furnished 435 annotated genes across 508 outliers in total, representing 274 (26.9%) gene expression outlier gene models, 124 (25.1%) forewing length GWAS outlier SNPs, 89 (22.6%) flight capability GWAS outlier SNPs, and 36 (14.4%) inbred line outlier SNPs (Fig. S6). 

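The authors' lists were compared with the calls made here, as a check of the processing, since both come from the same pupae. Table S9 gives 149 genes with a single gene model and a Strain p_adj under 0.05. Of these, 115 were called for the strain difference, 44 of them higher in ASM and 71 lower. With day as a number, 81 were called. Of 33 single-model genes with a Strain × Day p_adj under 0.05, 16 were called for the interaction, and none with day as a number. In Table S4, 51 of 67 genes with a Strain p_adj under 0.05, 87 of 96 with such a Day value and 28 of 52 with such an interaction value were called for the same term. With day as a number these counts were 49, 83 and 14.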

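Genes that Table S9 lists for the other analyses with a single gene model were looked up in the pupal expression data. Of 78 genes measured from the flight capability GWAS, 19 (24.4%) were called for the strain difference in pupae. Of 115 from the forewing length GWAS, 28 (24.3%) were called, and of 27 from the inbred lines, 7 (25.9%). Among the other genes tested, the share was 23.3% for each comparison. With the camera test of limma at a preset correlation of 0.01, which asks whether a set's strain differences rank apart from those of other genes, the flight capability set ranked toward higher in ASM at p = 0.048, which is 0.144 after adjustment over the 3 sets. In the same camera test of limma the forewing length set had an adjusted p of 0.405, and the inbred line set one of 0.710. With an estimated correlation, no set passed after adjustment either (0.0809, 0.529 and 0.762). The genes that could have received an annotation are not listed in the tables, so the other genes tested served as the background.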

Candidate gene sets showed limited overlap across pairs of flight analyses, and none were shared among all analyses (Fig. 4a).

**Fig. 4:**
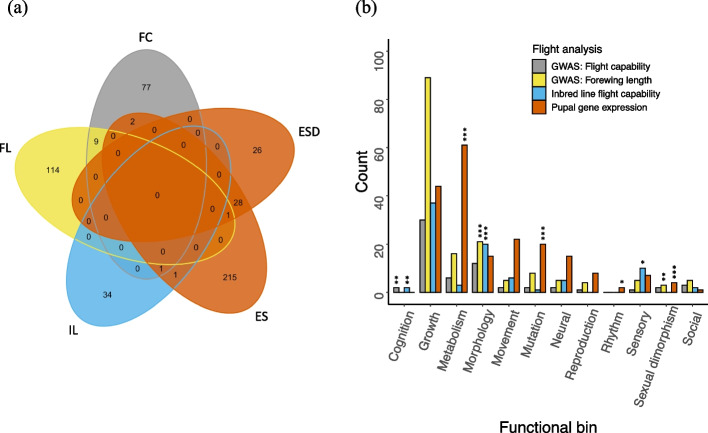
Gene overlap and functional category representation across flight analyses. **a** Numbers reflect all top–ranked genes with GO Biological Process assignments. Letters reflect type of flight analysis (FC: flight capability GWAS; FL: forewing length GWAS; IL: inbred line flight capability; ES, ESD: pupal gene expression strain, strain × day model terms, respectively). **b** Functional categories show representation by significantly enriched GO terms (*p* < 0.05). Asterisks reflect significant over–representation within each flight analysis compared to background representation in the reference annotation (binomial test, adjusted for multiple comparisons: * p_adj_ < 0.05, **, p_adj_ < 0.01, *** p_adj_ < 0.001)

#### Functional themes across candidate genes

Enrichment analyses revealed significant (*p* < 0.05) GO term representation of annotated candidates from each of the three flight genomics analyses. Manual inspection of prominent GO term definitions allowed us to classify many terms into 12 functional categories potentially relevant to the biology of flight in spongy moths: cognition, growth, metabolism, morphology, movement, mutational mechanisms, neural processes, biological rhythms, reproductive mechanisms or behavior, sensory traits or perception, evidence of sexual dimorphism or conflict (including molecular mechanisms facilitating those processes), and social behavior (Table S5). Enriched terms fell into several of these functional categories within each flight analysis (Fig. 4b). Across analyses, GO term tallies were highest in the functional categories growth, metabolism, and morphology. All functional categories were represented in the reference annotation by more than 10 GO terms (maximum: 1412) except the social category (7 terms). We observed 7 significantly over–represented categories across flight analyses at p_adj_ < 0.05 when compared to proportional category representation in the reference annotation, with three of those being shared across analyses (Fig. 4, Table S6).

The Markov Cluster (MCL) Algorithm returned numerous significant GO term functional clusters. Those including keywords from our flight–relevant categories and receiving relatively strongest functional (10 or more GO terms) or genetic support (at least 5 genes) are summarized in Table 1 (for a summary of all clusters see Table S7). Collectively, the flight–relevant MCL clusters featured all of our manually defined flight–relevant functional categories above (Table S6), as well as most of the GO terms represented in those categories (Fig. S7). Many of the most supported clusters featuring flight–relevant GO terms reflected support for our manually defined functional categories (GWAS forewing length: 2 clusters; inbred lines: 2 clusters; gene expression: 5 clusters). However, in general the clusters frequently either revealed sub–structuring of genes (i.e., multiple clusters) within functional categories or conversely bundled various categories together, in particular with aspects of growth (Table 1). Among smaller clusters (Table S7), these functional bundles included one that implicates morphology, movement, and social functions in the context of wing–mediated mating interactions (flight performance GWAS), and another that implicates movement and social functions in the context of mating (inbred lines). Finally, multiple clusters contained no GO terms detected by our flight–relevant keywords, including 13 clusters represented by at least 5 genes (Table 1). These reflected transcriptional regulation or cellular response to stress (4 clusters); cell death or phase transition (2); protein acetylation or other modification (4), and; intra–cellular signaling (3).

**Table 1:** MCL clusters of enriched GO terms that showed greatest functional or genetic support^a^

Cluster descriptor^b^	Flight category assignments^c^	Unique GO terms	Unique genes^d^
Flight capability GWAS			
Brain, head, central, nervous	Growth (3), Neural (1)	3	7 (6–7)
Transcription, templated, nucleic, rna	Growth (1)	4	5 (3–5)
Forewing length GWAS			
Blood, vessel, vasculature, labyrinthine	Growth (4), Reproduction (1)	4	5 (1–5)
Bulb, interneuron, olfactory, tangential	Growth (2), Neural (3), Sensory (4), Social (4)	6	1 (1)
Juvenile, hormone, fate, regulation	Growth (13), Metabolism (6)	25	59 (1–59)
Pole, duplication, septin, body	Growth (2), Morphology (3), Sexual dimorphism (3)	15	31 (1–31)
Stimulus response cellular	n/a	2	36 (28–36)
Vascular, smooth, differentiation, muscle	Growth (9), Morphology (8)	9	2 (1–2)
Inbred lines flight capability			
Action, potential, cardiac, muscle	Morphology (10)	17	1 (1)
Eye, death, programmed, retinal	Growth (11), Sensory (6)	15	7 (1–7)
Modification, phosphorylation, phosphorus, phosphate	Metabolism (2)	7	9 (6–9)
Pupal gene expression			
Cytotoxicity, immune, mediated, adaptive	Growth (4), Mutation (2)	27	21 (4–21)
Diameter, vasoconstriction, blood, size	Morphology (1)	8	11 (4–11)
Endopeptidase, cysteine, type, activity	Movement (4)	4	5 (4–5)
Erythrocyte differentiation myeloid hemopoiesis	Growth (4)	5	5 (4–5)
Extrinsic absence ligand apoptotic	n/a	5	5 (4–5)
G1 transition phase cycle	n/a	4	5 (4–5)
Growth, cell, negative, regulation	Growth (2)	2	7 (5–7)
Import, chaperone, autophagy, process	Growth (3), Metabolism (37), Mutation (3), Reproduction (4)	73	252 (2–223)
Internal acetylation lysine peptidyl	n/a	6	8 (4–8)
Mannose, hexose, monosaccharide, metabolic	Metabolism (3)	3	5 (3–5)
Mitochondrion targeting intracellular protein	n/a	9	5 (4–5)
Modification protein process cellular	n/a	2	38 (38)
Nutrient levels starvation extracellular	n/a	3	9 (6–9)
Perception, sensory, smell, chemical	Sensory (3)	3	10 (5–10)
Permeability lysosomal lytic membrane	n/a	8	5 (4–5)
Polymerization, microtubule, supramolecular, inclusion	Growth (6), Morphology (4)	28	23 (2–18)
Promoter polymerase II transcription	n/a	3	5 (5)
Proteasomal, ubiquitin, catabolic, proteolysis	Metabolism (11)	12	6 (4–6)
Refolding folding protein regulation	n/a	6	6 (2–6)
Removal conjugation ubiquitination modification	n/a	3	10 (4–10)
Rho ras transduction signal	n/a	3	6 (2–6)
Skeletal, muscle, organ, tissue	Growth (3), Morphology (3)	3	6 (4–6)
Slow, axo, axonal, dendritic	Morphology (1), Neural (2)	4	5 (4–5)
Specialization, maintenance, postsynaptic, structure	Neural (4)	6	5 (4–5)
Topoisomerase, hydrolyzing, isomerase, atp	Movement (6)	6	6 (3–6)
Topologically incorrect unfolded response	n/a	4	5 (4–5)
Transporter, calcium, transmembrane, coupled	Movement (6)	10	5 (3–4)
Viral, genome, modulation, host	Mutation (4)	14	5 (4–5)

^a^Both cluster membership (clusterMaker) and GO enrichment (BiNGO) were assigned at *p* < 0.05. Shown are clusters receiving 10 or more category hits, and/or support from 5 or more genes (for a list of all clusters see Table S7). Results are partitioned by flight analysis

^b^Cluster descriptors reflect the four most common words from across the definitions of GO terms comprising each cluster

^c^Numbers in parentheses reflect the number of GO term hits assigned to flight–relevant functional categories (“n/a”, no GO terms assigned)

^d^Numbers in parentheses reflect the range of genes representing individual GO terms within a given cluster

We conducted an additional search for matches between the pupal gene expression data and NCBI invertebrate RefSeq proteins. This effort revealed several gene models for a cluster of transcripts exhibiting significantly increased abundance in ASM compared to ESM pupae on day 8 (Fig. 3c). 

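The 10 gene models named for this group were chosen by the study on these same samples, so their values are not independent evidence. Over them, the median difference of ASM minus ESM was -0.07 VST units on day 1, -0.38 on day 3, -0.57 on day 5, 8.71 on day 8 and -0.28 on day 11. The day 8 median was 7.66 in log2 units with voom and 7.32 with the log2 of the normalised count + 1. On day 8, 9 were higher in ASM, none was lower and 1 did not pass, also when adjusted over the list alone. The interaction was called in 9 (10 when adjusted over the list alone). With voom on the recovered counts none of the interactions of the Osiris, catalase and zonadhesin genes was called, with adjusted p from 0.110 to 0.345, and with day as a number none was either, since a rise at 1 day is not a slope. Lda.6827 (osiris 18) had a normalised count of 2740 ± 2330 (SD, n = 3) in ASM pupae of day 8 and 11.9 ± 19.4 (SD, n = 3) in ESM pupae, a ratio of 230. For Lda.35031 (osiris 18) the counts were 2580 ± 1940 (SD, n = 3) and 5.56 ± 9.63 (SD, n = 3), a ratio of 464, and for Lda.35510 (osiris 20) they were 2410 ± 2090 (SD, n = 3) and 4.90 ± 8.50 (SD, n = 3), a ratio of 491. Nearly all ESM reads of these 3 genes on day 8 lay in a single pupa. The differences on day 8 were 10.3, 10.7 and 10.6 VST units (adjusted p = 5.86e-10, 5.30e-07 and 2.17e-10 from limma). Lda.35030, another Osiris gene, had 430 ± 331 (SD, n = 3) in ASM and 0.981 ± 1.70 (SD, n = 3) in ESM on day 8, and no ratio is given because its ESM libraries hold too few reads. On day 5, by contrast, Lda.35031 had 108 ± 95.9 (SD, n = 3) in ESM and 9.93 ± 7.85 (SD, n = 3) in ASM, a difference that did not pass (adjusted p = 0.163 from limma) unless the ESM pupa of replicate 2 was left out (0.00103). The catalases Lda.20862 and Lda.20867 had 2130 ± 2150 (SD, n = 3) and 1020 ± 644 (SD, n = 3) in ASM and 12.7 ± 10.9 (SD, n = 3) and 66.9 ± 95.9 (SD, n = 3) in ESM on day 8.

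**Figure D3:**
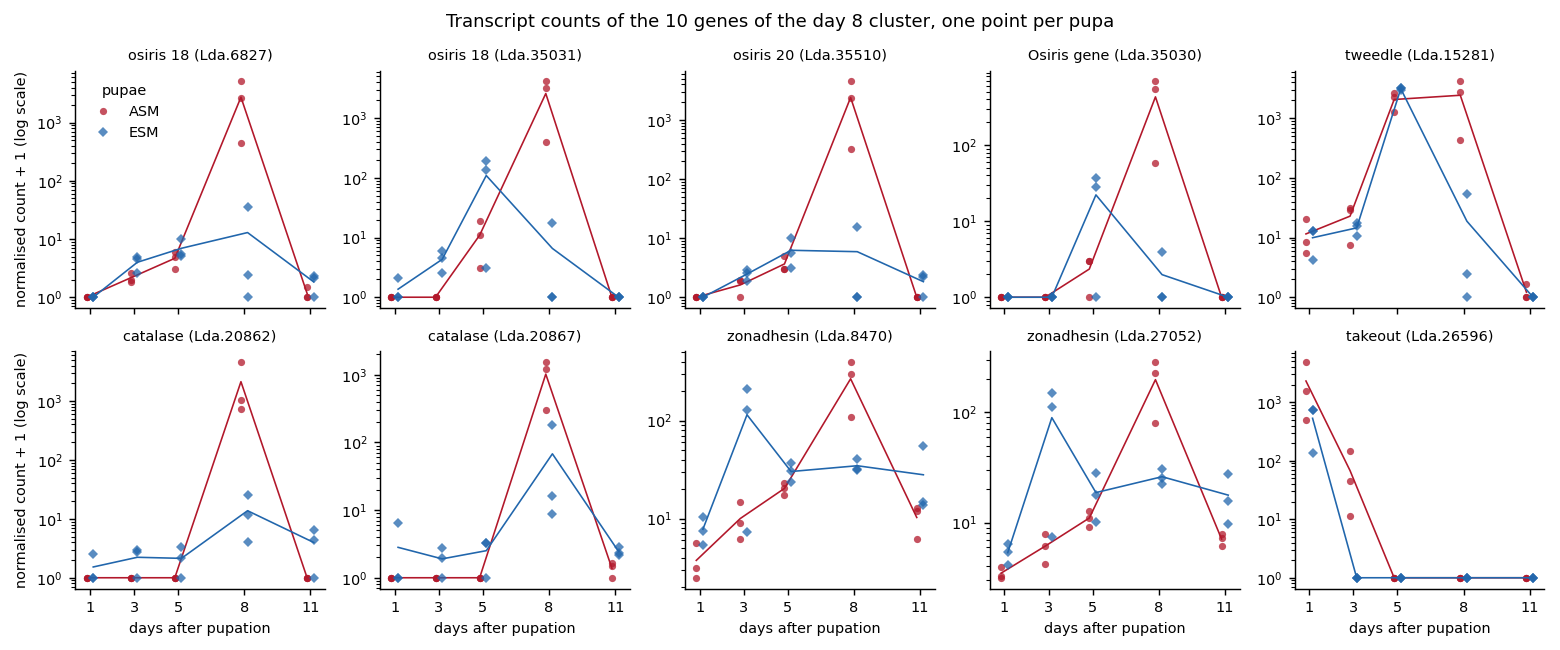
Normalised count + 1 (log scale) of the 10 gene models against days after pupation, a point per pupa (ASM circles, ESM diamonds) and a line through the means of 3 pupae. The Osiris and catalase genes peak on day 8 in ASM, the tweedle gene is high on day 5 in both strains, and takeout (Lda.26596) is read on days 1 and 3 only.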

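The remaining members of this group followed other courses. The tweedle gene Lda.15281 was abundant in both strains on day 5, at 2060 ± 718 (SD, n = 3) normalised counts in ASM and 3130 ± 168 (SD, n = 3) in ESM, and on day 8 it was at 2430 ± 1870 (SD, n = 3) in ASM and 17.8 ± 29.6 (SD, n = 3) in ESM. The zonadhesin genes changed direction between days. On day 3 they were lower in ASM, with differences of -3.36 VST units for Lda.8470 (adjusted p = 0.0284 from limma) and -3.52 for Lda.27052 (adjusted p = 0.00999 from limma). On day 8 they were higher in ASM, by 4.08 and 3.90 VST units (adjusted p = 0.00999 and 0.00568 from limma), although without the day 8 ASM pupa of replicate 2 Lda.8470 no longer passed (0.0739). Their counts on day 8 were 267 ± 146 and 197 ± 106 (SD, n = 3) in ASM against 33.7 ± 4.83 and 25.1 ± 4.13 (SD, n = 3) in ESM. The difference on day 3 rests on 2 of 3 ESM pupae, and without either of them neither gene passed on that day (adjusted p = 0.0901 to 0.220). With the iflavirus share as a covariate neither passed on day 3 (0.0842 for Lda.8470 and 0.0541 for Lda.27052), and with voom Lda.8470 did not (0.0738). The circadian clock-controlled takeout gene Lda.26596 was read on days 1 and 3 only. It had 2320 ± 2300 (SD, n = 3) normalised counts in ASM and 533 ± 346 (SD, n = 3) in ESM on day 1 (adjusted p = 0.15 from limma, but 0.0460 without the ASM pupa of replicate 3). On day 3 it had 66.9 ± 71.2 (SD, n = 3) in ASM and none in ESM, at least 19.5-fold higher in ASM against the limit of 3 reads per library (adjusted p = 0.00311 from limma, but 0.120 with voom). This bound rests largely on a single pupa, and without the highest ASM pupa it is 7.85-fold. It was at 0 in every library of days 5, 8 and 11.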

The genes included putative annotations of zonadhesin (Lda.8470 and Lda.27052), osiris 18 (Lda.6827 and Lda.35031) and osiris 20 (Lda.35510; as well as Lda.35030, another *Osiris* gene), peroxisomal catalase (Lda.20862 and Lda.20867), a circadian clock–controlled protein takeout (Lda.26596), and a putative tweedle cuticular protein (Lda.15281). Genes uniquely showing strain effects clustered with transcripts for putative tweedle cuticular proteins (Lda.20030 and Lda.12768), cuticle protein 19.8 (Lda.23652), and alpha–tocopherol transfer protein (Lda.4455) (Fig. 3c). 

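The tweedle genes Lda.20030 and Lda.12768 were higher in ASM over all days, by 1.42 (standard error 0.50, adjusted p = 0.0406 from limma) and 1.44 VST units (standard error 0.47, adjusted p = 0.0270 from limma). With voom on the recovered counts neither was called (adjusted p = 0.131 and 0.137). With day as a number the strain term, which is the difference at day 0, had the opposite sign (-0.39 and -0.29). In the model without interaction neither was called (0.0716 and 0.0594), and with the iflavirus share as a covariate Lda.20030 was not (0.0619). Their normalised counts on day 8 were 3440 ± 1680 and 2760 ± 1340 (SD, n = 3) in ASM against 372 ± 222 and 283 ± 177 (SD, n = 3) in ESM. Lda.23652, cuticle protein 19.8, was read almost only on day 8, at 3490 ± 2440 (SD, n = 3) in ASM and 1970 ± 1540 (SD, n = 3) in ESM, and no strain difference was called (adjusted p = 0.894 from limma). Lda.4455, the alpha-tocopherol transfer protein, was not called over all days (adjusted p = 0.539 from limma) but had an interaction (adjusted p = 0.00596 from limma), which was not called with voom (0.177) or with day as a number (0.837). On day 3 it had 253 ± 191 (SD, n = 3) normalised counts in ASM and 9740 ± 5590 (SD, n = 3) in ESM, a difference of -6.33 VST units that did not pass with the iflavirus share as a covariate (adjusted p = 0.0606), and on day 5 it reached 23300 ± 7520 (SD, n = 3) and 36400 ± 8590 (SD, n = 3). Adjusted over the list of these 4 genes alone, 2 were called for the strain difference and 2 for the interaction, but the study chose the list on these samples.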

Several of the genes above were also detected earlier using the UniProtKB/Swiss–Prot annotation (Lda.20862, Lda.20867, Lda.4455, and Lda.26596 [shared annotation with Lda.458]).

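Lda.458, annotated as takeout like Lda.26596, had a different course in these pupae. Its normalised count was highest on day 8, at 157 ± 22.2 (SD, n = 3) in ASM and 178 ± 42.5 (SD, n = 3) in ESM, and it was 41.6 ± 26.1 (SD, n = 3) and 56.9 ± 11.1 (SD, n = 3) on day 11. The difference of ASM minus ESM over all days was -0.30 VST units (standard error 0.30, adjusted p = 0.512 from limma) and did not pass.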

#### Targeted literature searches for individual gene candidacy

We searched for additional support of individual candidate genes serving flight–related functions via customized, flight–targeted literature searches within each functional category described above. This approach bypassed the stringent standards for functional assignment in gene databases. Instead, our search focused on surveying the scientific literature for bulk evidence of flight–relevant research activity focused on putative candidate genes. In a taxonomically restricted effort we first examined a selection of insect–specific studies that have addressed the genetics of flight or migratory variation. The 32 articles examined featured a range of species and a variety of candidate gene or genome–wide approaches (Table S8). The survey uncovered matches with 48 (11.0%) of our flight candidate genes from across all flight analyses (Table 2; for gene descriptions see Table S9) [18, 47, 50, 58–74], reflecting a lower bound on the expected proportion of matches of our candidates with those across the entire insect–specific flight literature. Of the gene matches observed, 12 were exact, four of which were previously reported by Mitterboeck et al*.* [50]*,* (Table 2, column “Literature Support/Insect–targeted/Match”) as showing molecular signatures of selection during evolutionary flight divergence among sister taxa. The remaining genes were either functionally comparable to flight–implicated genes from a variety of insects based on UniProtKB/Swiss–Prot and NCBI gene names or functional definitions (20 genes, seven of which showed flight–related selection in insects) [50], apparently interact with flight–implicated genes from the other insects reviewed (14 genes), or both (two genes, both of which showed flight–related selection in insects; Table S10) [50]. Among the associations above, three reflected exact matches with flight candidates from the comparative genomic analysis of ASM and ESM by Zhang et al*.* [47]*,* (Table 2), and two others showed close apparent functional overlap (Discussion). Eleven additional genes matching those detected by Zhang et al. [47] do not show obvious direct flight relevance (Table S9).

**Table 2:** Candidate genes showing combined statistical significance and flight relevance from previous insect flight genetics research

Gene^a^	Statistical support (p/p_adj_)^b^					Functional support^c^								Literature support														
						GO terms enriched				Functional category membership (no. enriched GO terms)				Insect-targeted			Taxonomically general											
	FC	FL	ES	ESD	IL	FC	FL	ES/ESD	IL	FC	FL	ES/ESD	IL	Match^d^	Function reported	Source	Cog	Gro	Met	Mor	Mov	Mut	Neu	Rep	Rhy	SD	Sen	Soc
ACOX3	n/a	0.016/0.874	n/a	n/a	n	0	0	0	0	n/a	n/a	n/a	n/a	C	Met	58	0	2	8	1	0	3	1	1	0	1	0	1
ACVR1	n/a	n/a	n/a	0.000/0.004	n	0	0	10	0	n/a	n/a	Met (7)	n/a	E	Mor	59, 60	3	60	24	42	6	67	10	6	0	14	7	4
ARP2	n/a	n/a	0.001/0.022	n/a	y	0	0	14	14	n/a	n/a	n/a	Mor (1)	**C, I**	Mor, Met	48, 50, 61	2	68	86	50	54	95	64	2	0	9	15	72
BX42	n/a	n/a	0.000/0.000	0.017/0.316	n	0	0	13	0	n/a	n/a	Met (12)		I	Gro, Met	61, 62	0	1	0	2	0	1	0	0	0	0	1	0
CADF	n/a	n/a	n/a	0.044/0.448	y	0	0	0	6	n/a	n/a	n/a	Mor (1)	I	Mor	61	0	2	0	1	0	2	1	0	0	1	0	0
CBL	n/a	n/a	n/a	n/a	y	0	0	0	0	n/a	n/a	n/a	n/a	I	Mor	61, 63–65	71	468	317	263	58	447	115	25	2	97	56	73
CDK2	n/a	n/a	0.001/0.044	n/a	n	3	4	18	10	n/a	n/a	Met (13)	n/a	**C**	Met	50	6	832	409	422	62	643	120	37	1	165	30	92
DLL	n/a	0.033/0.882	n/a	n/a	n	0	13	0	0	n/a	n/a	n/a	n/a	E	Mor	61, 63	14	114	39	93	11	50	35	10	1	15	27	16
DPP6	n/a	n/a	0.001/0.040	0.022/0.344	n	0	0	5	0	n/a	n/a	Met (5)	n/a	C	Mor	61	0	1	0	0	0	1	0	0	0	0	0	0
E75	n/a	0.007/0.792	n/a	n/a	n	0	13	0	0	n/a	n/a	n/a	n/a	I	Gro	66	1	11	8	2	1	3	4	3	0	3	1	1
FA2H	0.002/0.561	n/a	n/a	n/a	n	1	0	0	0	n/a	n/a	n/a	n/a	C	Met	58	5	5	6	3	6	12	13	0	0	1	6	1
FGFR1	n/a	0.036/0.882	0.041/0.294	n/a	n	0	57	0	0	n/a	Mor (3)	n/a	n/a	C	Mor, Mov	47	2	122	45	39	11	70	34	1	1	28	7	18
FYV1	n/a	n/a	0.000/0.000	n/a	n	0	0	5	0	n/a	n/a	Met (4)	n/a	C	Met	58	0	0	1	0	0	1	0	0	0	0	0	0
G6PI	n/a	0.003/0.752	n/a	n/a	n	0	1	0	0	n/a	n/a	n/a	n/a	C	Mor	67	0	2	1	0	0	3	1	0	0	0	0	1
GEK	n/a	n/a	0.002/0.049	n/a	n	0	0	10	0	n/a	n/a	Met (7)	n/a	**E**	Met	50	6	25	11	22	13	12	35	4	3	4	8	8
GLU2B	n/a	n/a	0.001/0.037	n/a	n	0	0	9	0	n/a	n/a	Met (8)	n/a	**C**	Neu	50	0	0	0	0	1	0	1	0	0	1	0	0
GRIK2	n/a	0.012/0.837	n/a	n/a	n	0	0	0	0	n/a	n/a	n/a	n/a	E	Cog, Mov	47	4	11	4	6	3	18	16	1	0	5	2	5
HIPK2	0.032/1.000	n/a	n/a	n/a	n	0	0	0	0	n/a	n/a	n/a	n/a	**C, I**	Mor, Met	50, 63, 68, 69	0	11	11	4	1	5	0	0	0	4	0	1
HR38	n/a	0.033/0.882	n/a	n/a	n	0	13	0	0	n/a	n/a	n/a	n/a	E	Rep	70, 71	1	4	7	3	1	3	3	2	0	2	1	0
IDH3B	0.046/1.000	n/a	n/a	n/a	n	1	0	0	0	n/a	n/a	n/a	n/a	**C**	Met	61, 50	0	4	4	2	1	5	0	2	0	1	1	4
IPP	n/a	n/a	n/a	n/a	y	0	0	0	0	n/a	n/a	n/a	n/a	I	Mor	61	807	1007	993	1238	411	632	1565	177	70	525	301	270
ITPR	n/a	n/a	0.001/0.029	0.000/0.045	n	0	0	1	0	n/a	n/a	n/a	n/a	C	Met	58	0	6	5	1	1	5	9	0	0	2	1	4
JMJD7	n/a	n/a	0.001/0.033	0.008/0.225	n	0	0	10	0	n/a	n/a	Met (7)	n/a	C	Met	58	0	1	0	0	0	1	0	0	0	1	0	0
KPCA	n/a	n/a	n/a	n/a	y	0	0	0	0	n/a	n/a	n/a	n/a	**C**	Met	50	1	2	1	0	0	0	0	0	0	0	0	0
M3K4	n/a	n/a	0.000/0.008	0.000/0.009	n	0	0	10	0	n/a	n/a	Met (7)	n/a	E	Met	47	0	0	0	0	0	0	0	0	0	0	0	0
NPY2R	0.019/1.000	n/a	n/a	n/a	n	1	0	0	0	n/a	n/a	n/a	n/a	C	Neu	58	0	0	0	0	0	0	0	0	0	0	0	0
ORC3	0.018/1.000	n/a	n/a	n/a	n	0	0	0	0	n/a	n/a	n/a	n/a	**C**	Cog	50	2	6	9	2	0	15	4	2	0	2	2	2
OSP	n/a	0.047/0.883	n/a	n/a	n	0	23	0	0	n/a	Mor (2)	n/a	n/a	I	Mor	61	1069	7565	6851	7091	1543	5686	5139	1120	125	2694	1366	1498
PAF1	0.004/0.681	n/a	n/a	n/a	n	4	0	0	0	n/a	n/a	n/a	n/a	I	Mor	63	0	6	2	3	1	6	2	1	0	1	0	2
PI4KA	n/a	0.042/0.882	n/a	0.026/0.365	n	0	6	0	0	n/a	n/a	n/a	n/a	C	Met	58	0	1	1	0	0	3	0	1	0	1	0	0
PICAL	0.004/0.648	n/a	n/a	n/a	n	1	0	0	0	n/a	n/a	n/a	n/a	C	Met	58	228	1639	1143	1704	472	1199	961	257	40	651	472	371
PIGP	n/a	n/a	n/a	0.000/0.029	n	0	0	16	0	n/a	n/a	Met (14)	n/a	C	Met	58	0	4	2	1	0	2	0	0	0	0	0	1
PSMD8	n/a	n/a	0.048/0.317	0.000/0.015	n	0	0	5	0	n/a	n/a	Met (5)	n/a	**C**	Met	50	1	3	0	0	0	0	0	0	0	1	0	1
RAC1	n/a	0.019/0.874	n/a	n/a	n	0	6	0	0	n/a	n/a	n/a	n/a	I	Mor	61, 72	46	800	655	514	416	839	400	30	4	173	68	537
RFC4	0.015/0.973	n/a	0.002/0.045	n/a	n	0	0	6	0	n/a	n/a	Met (5)	n/a	**E**	Met	50	0	2	1	1	0	4	0	0	0	2	0	0
RIOK2	n/a	n/a	0.000/0.009	0.046/0.456	n	0	0	10	0	n/a	n/a	Met (7)	n/a	**E**	Met	50	0	0	0	0	0	0	0	0	0	0	0	0
RL4	n/a	n/a	0.002/0.046	n/a	n	0	0	9	0	n/a	n/a	Met (8)	n/a	**C**	Reg	50	1	14	12	3	1	13	3	2	0	3	0	1
SMAD3	0.043/1.000	n/a	n/a	n/a	n	3	0	0	0	n/a	n/a	n/a	n/a	I	Mor	63, 64, 73	4	1018	452	448	69	393	75	37	2	132	24	108
SNF5	n/a	n/a	0.002/0.048	n/a	n	0	0	2	0	n/a	n/a	Met (1)	n/a	I	Mor	61	1	49	22	17	0	62	7	2	0	8	4	19
SODC	0.048/1.000	n/a	n/a	0.007/0.215	n	3	0	0	0	n/a	n/a	n/a	n/a	**E**	Met	50	1	2	3	0	1	1	1	0	0	0	0	0
SPR	n/a	n/a	0.014/0.163	n/a	y	0	0	0	0	n/a	n/a	n/a	n/a	E	SD	18	559	3228	2507	2894	907	1928	2149	634	63	959	577	866
TAKT	0.041/1.000	n/a	n/a	n/a	n	0	0	0	0	n/a	n/a	n/a	n/a	E	Rep, Rhy	74	3	10	4	13	7	6	13	2	1	1	5	4
TLD	n/a	n/a	0.001/0.023	0.016/0.307	n	0	0	1	0	n/a	n/a	n/a	n/a	I	Neu	65	41	239	31	257	41	68	66	152	1	25	79	13
TLN1	n/a	n/a	0.001/0.043	0.000/0.030	n	0	0	1	0	n/a	n/a	n/a	n/a	E	Mor	61, 47	0	2	1	1	0	1	0	0	0	1	0	2
TLN2	n/a	n/a	0.006/0.102	0.000/0.005	n	0	0	1	0	n/a	n/a	n/a	n/a	I	Mor	61	0	2	2	0	0	2	0	0	1	0	0	0
TLR4	n/a	n/a	0.000/0.008	0.001/0.062	n	0	0	1	0	n/a	n/a	n/a	n/a	C	Cog, Mov, Rhy	47	89	1188	1673	947	150	1089	400	98	6	424	116	249
TSG	n/a	0.026/0.882	n/a	n/a	n	0	8	0	0	n/a	n/a	n/a	n/a	I	Mor	61	1	73	41	33	16	48	35	5	0	11	8	16
WASF1	0.004/0.648	0.028/0.882	n/a	n/a	n	0	5	0	0	n/a	Mor (2)	n/a	n/a	I	Mor	61	0	1	1	0	1	0	1	0	0	0	0	1

^a^For gene definitions and reference genetic markers associated with each gene see Table S9

^b^Flight analyses are abbreviated as flight capability GWAS (FC), forewing length GWAS (FL), pupal gene expression Strain term (ES) and Strain × Day interaction term (ESD), and inbred lines flight capability (IL). Statistical support reflects the genetic marker showing strongest support for a given gene. Only values significant at *p* < 0.05 or greater are reported. IL genotypic flight associations were judged qualitatively as yes/no

^c^Functional categories are abbreviated as cognition (Cog), growth (Gro), metabolism (Met), morphology (Mor), movement (Mov), mutational mechanisms (Mut), neural (Neu), reproduction (Rep), circadian rhythm (Rhy), regulatory (Reg; excluded from taxonomically general literature search), sexual dimorphism (SD), sensory (Sen), and social (Soc). Significance thresholds are as follows: *p* < 0.05 (GO enrichment), p_adj_ < 0.05 (functional category)

^d^Status of currently identified candidate genes in relation to those previously reported from insect flight research is depicted as exact (E), functionally comparable (C), or functionally interacting (I) based on UniProtKB/Swiss–Prot gene names or functional definitions. Those in bold highlight candidates associated with direct molecular evidence for flight-related evolution by Mitterboeck et al. [50]

We also identified 49 unique genes from differentially expressed transcripts between ESM and ASM spongy moth pupae that are orthologous to those involved in wing development signaling pathways in the moth *Ostrinia furnacalis* and the locust *Locusta migratoria manilensis* (Table S11) [75]. Of these, 27 differed significantly by day in the spongy moth pupae, none by strain, and one showed a significant strain × day interaction (Lda.35676, a putative bone morphogenetic protein type I receptor, *Saxophone*, in the decapentaplegic signaling pathway) [76]. 

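Lda.35676 had a strain difference that varied with day (adjusted p = 0.0121 from limma), although with day as a number the interaction did not pass (0.0674). Its normalised counts on day 3 were 173 ± 12.6 (SD, n = 3) in ASM and 165 ± 22.1 (SD, n = 3) in ESM pupae. On day 8 they were 131 ± 13.4 (SD, n = 3) and 207 ± 58.2 (SD, n = 3), and on day 11 they were 122 ± 3.82 (SD, n = 3) and 258 ± 33.2 (SD, n = 3). The difference was -1.05 VST units on day 8 (adjusted p = 0.0337 from limma) and -1.82 on day 11 (adjusted p = 0.000971 from limma). Leaving out an ASM pupa of replicate 2 or 3, or an ESM pupa of replicate 1 or 2, ended the call on day 8. Averaged over all days it was lower in ASM, at -0.53 VST units (standard error 0.13, adjusted p = 0.00547 from limma). It was not called in the model without interaction (adjusted p = 0.0535) or with day as a number, where the strain term, the difference at day 0, was 0.59 (adjusted p = 0.379).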

We also identified 43 unique spongy moth genes orthologous to proteins involved in a wing–size phenotype in *Drosophila* (Table S12) [77]. Twenty–five of these differed significantly by day in the spongy moth pupae, but none by strain or strain × day.

In a taxonomically unrestricted literature search covering the years 1970–2020 we obtained 166556 article hits across all functional categories (Fig. S8). The hits addressed 268 (49.9%) of all annotated candidate genes and 261 of these (48.6%) featured references relevant to multiple functional categories across articles, while 61 (11.3%) featured references relevant to all 12 categories (Table S9). Total publication volume per gene across all functional categories in the unrestricted literature search varied widely (range: 1–65613 hits; median: 28 hits). The 48 of these candidates distinguished above during the insect–specific literature search (Table 2) also reflected this general pattern. Total research activity per gene for the 48 insect–specific candidates ranged from 2–41747 hits across all functional categories (median: 46 hits; Table S9).

### Flight capability prediction success of top candidate genes

Twelve SNP loci exhibiting outlier status in the flight capability GWAS also received independent flight–associated support from our sample of recent insect flight literature (i.e., Flight capability GWAS statistical outliers in Table 2). These loci collectively showed an average success of 0.882 (± 0.008 SE) in assigning individuals to their correct binary flight category across replicated test runs, significantly more than expected by chance (binomial tests for each of 10 profiling replicates: *p* < 0.001).

## Discussion

The evolutionary gain or loss of flight represents a stark turning point in insect life history, due to the proximate demands of flight itself and the unique ecological opportunities that it brings within reach [41, 42, 78]. As a result of the potentially wide array of traits affecting flight evolution, molecular signatures of this process are likely to reflect changes in a variety of inter–related functions. Documenting this signal presents a way to strengthen the candidacy of individual genes through knowledge of their integration within functional patterns across the genome, and to consider what the functional patterns themselves reveal about the forces mediating flight evolution. We searched for genes underlying spongy moth flight capability from this mechanistic perspective by using several genetic approaches to assess multiple flight–relevant functional themes distinguishing *L. d. dispar* (European spongy moth, ESM) from *L. d. asiatica* and *L. d. japonica* (representative Asian spongy moths, ASM).

### Flight–targeted gene candidacy

Our approach for identifying flight candidate genes centered on assessing membership of statistically top–ranked genes from each flight analysis to flight–relevant functional categories [79–81], then comparing category membership of these gene sets to background patterns across all annotated genes. Our premise for this approach is that significantly over–represented functional themes reflect collective evidence for causal functional drivers or outcomes, whereas false positive associations are unlikely to produce cohesive themes. Our aims in employing manually defined flight–relevant functional categories were twofold: (1) to explore genome–wide signal of functional features relevant to the biological context of evolutionary divergence in spongy moth flight capability, and; (2) to employ that functional signal in our appraisal of the flight candidacy of individual genes. The first aim permitted a specifically flight–oriented functional interpretation of our results, although we also employed conventional (i.e., functionally general) enrichment tests to corroborate the breadth of GO term representation by our method and to broaden our functional insights into spongy moth flight evolution. The second aim leveraged the cumulative flight–relevant functional signal that may be present across genome–wide markers, even where that signal is diffuse as is commonly the case for polygenic traits [82, 83]. This added a signal–driven functional criterion to help expose flight–relevant genes that may reflect only modest statistical support owing to their small individual effects or, in the case of GWAS, to practical limits on experimental replication [84, 85]. Below, we discuss potential research applications of candidates uncovered by our functionally flight–targeted approach, including the subset of those that met a relatively stringent statistical candidacy criterion (p_adj_ < 0.05).

### Functional integration of flight

The results expose differentiation between ASM and ESM along multiple flight–relevant functional axes. Several of the significantly overrepresented functional categories we observed (Fig. 4) reflect proximate constraints that are known to broadly mediate flight evolution across other taxa, such as morphological and metabolic demands of flight (e.g., [86–89]), and cognitive and sensory requirements of navigation and flight performance [90]. Other categories may reflect relatively narrower aspects of flight evolution in ESM, including a potential modification of behavioral rhythms underlying daily fluctuations in ASM female flight activity [34, 44], or molecular mechanisms facilitating the evolution of sexually dimorphic flight capability [91–93]. Additional bundling of functional categories by the MCL algorithm, particularly with aspects of growth (e.g., tissue morphogenesis, differentiation, development; Table 1), suggests further functional integration of these broad themes. Confirmation of these patterns awaits a more complete annotation of the reference genome we used (Fig. S6) [94]. Nonetheless, assuming the present annotation approximates an unbiased sample of functional variation across the spongy moth genome, we expect additional data will uphold our general finding of diverse functional differentiation between spongy moth lineages. Overall, this pattern indicates that divergence in flight capability between European and Asian spongy moth lineages has coincided with evolutionary differentiation in multiple aspects of flight development, execution, and surrounding life history.

The functional patterns above suggest that multiple traits may have contributed to flight loss in ESM females. Indeed, our analyses returned many genes previously implicated in flight specifically or locomotion in general. Considering only *L. dispar* subspecies, we observed several direct matches or functional parallels with potentially flight–relevant genes previously detected via whole–genome comparisons between *L. d. dispar* and *L. d. asiatica*. Specifically, Zhang et al*.* [47] reported divergent genes implicated in insect flight muscle contraction (multiple L–glutamate receptors, voltage–gated calcium channel proteins, and cytoskeletal protein talin 1) and wing development (a mitogen–activated protein, a Toll–like receptor, *lingerer*, *capua*, *snake*, and *easter*). 

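Of 5 genes compared here with earlier reports on *L. dispar* subspecies, Lda.4585 (GRIK2) was called for the strain difference in pupae, at 0.60 VST units (standard error 0.21, adjusted p = 0.0413 from limma). The call did not hold with voom (adjusted p = 0.0529), with the log2 of the normalised count + 1 (0.0523), with the iflavirus share as a covariate (0.222), in the model without interaction (0.0755) or with day as a number (0.951), and leaving out single libraries gave 0.0500 to 0.0779 for those that ended it. Lda.16464 (TLN1) did not differ over all days (difference of -0.0040 VST units, adjusted p = 0.992 from limma), and its interaction had an adjusted p of 0.0293. That interaction was not called with the iflavirus share as a covariate (0.0797), with day as a number (0.156) or without any of 7 single libraries (0.0537 to 0.0729). On day 3 its normalised count was 177 ± 39.5 (SD, n = 3) in ASM and 98.7 ± 24.9 (SD, n = 3) in ESM pupae, and on day 8 it was 80.4 ± 14.5 (SD, n = 3) and 148 ± 30.5 (SD, n = 3). For Lda.15801 (M3K4) the strain difference was 0.04 (adjusted p = 0.871 from limma) and the interaction had an adjusted p of 0.00678. With day as a number the strain term passed (0.0280) and the interaction did not (0.0674). Its count was 376 ± 69.4 (SD, n = 3) in ASM and 193 ± 20.3 (SD, n = 3) in ESM on day 3, and 137 ± 9.33 (SD, n = 3) and 199 ± 34.0 (SD, n = 3) on day 8. Lda.35963 (TLR4) differed by -0.55 (standard error 0.23, adjusted p = 0.0806 from limma), and this passed with the log2 of the normalised count + 1 (0.00933), with voom (0.0186) and with day as a number (0.0233). On day 3 it had 1.11 ± 0.964 (SD, n = 3) normalised counts in ASM and 14.9 ± 1.42 (SD, n = 3) in ESM (adjusted p = 0.00997 from limma), which did not pass with the iflavirus share as a covariate (0.165) or without the day 3 pupa of replicate 1 of ASM (0.0574) or ESM (0.0507). Lda.18769 (FGFR1) differed by 0.23 (standard error 0.16, adjusted p = 0.308 from limma).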

In line with both themes, we observed direct matches with glutamate receptor ionotropic kainate 2 (GRIK2, Lda.4585), talin 1 (TLN1, Lda.16464), and mitogen–activated protein kinase kinase kinase 4 (M3K4, Lda.15801), as well two functionally comparable genes (Table 2): Toll–like receptor 4 (TLR4, Lda.35963), which shows evidence for effects on cognition [95], locomotion [96], and circadian rhythm [97] in mammals, and; fibroblast growth factor receptor homolog 1 (FGFR1, Lda.18769), which shows morphological effects in birds [98] and locomotory effects in mice [99, 100]. Expanding our assessment to a selection of other insect species subject to research on flight evolution exposed 43 additional candidates that either constitute exact matches, play comparable roles, or interact with previously reported flight candidate genes, based on UniProtKB/Swiss–Prot and NCBI gene names or functional definitions (Table 2). Notably, although the insect–specific literature we inspected featured flight and migration gene candidates from an array of taxa and genetic approaches (Table S8), this represents only a partial survey (e.g., [101–105]). A comprehensive assessment, including analyses at the level of shared functional pathways, will likely illuminate further taxonomic parallels in flight–relevant genes. A subset of those genes may already be represented within our bulk returns from the general literature, which suggested that at least 267 (61.4%) of our annotated flight candidates have been subject to functionally flight–relevant research activity in general (Table S9). Interestingly, while the insect–specific literature support highlighted several significantly over–represented functional categories in our study, the taxonomically general literature returns for those genes suggested that many may in fact contribute to multiple flight–relevant functional themes (Table 2).

Despite the candidate matches above, literature returns were overall highly variable in relation to the statistical or flight–relevant functional candidacy of individual genes in the present study (Table 2, Table S9). Further, we failed to detect a range of well–supported candidates from several previous insect–specific studies of flight genetics (Table S8) [77, 106–113], and overlap among those studies is also mixed. Differences in mechanistic focus, genetic coverage or annotation success, or statistical power across studies may explain many of these discrepancies, as exemplified in the several flight analyses we conducted. The gene expression analysis highlighted almost totally novel candidate genes compared to the other flight anlayses (Fig. 4a), suggesting there is little overlap between differential gene activity among flight types during pupal development and genotypic correlates of adult female flight capability or forewing length. Inbred line flight capability candidate returns were relatively limited, likely due to the small number of individuals tested and strict genotypic criteria used to define individual gene candidacy. Nonetheless, the whole-genome sequence resolution of that analysis contributed potentially valuable candidates, given that none of the SNPs it exposed were represented in the GWAS data matrices. Greatest candidate overlap between analyses was observed for the flight capability and forewing length GWAS’s, in line with the association between those phenotypic measures (Fig. 2) [49]. Here, candidate differences may stem from a combination of partially differing samples available for each analysis, different error links required for each model, and power limits or false positive detections returned as a result of the small sample size tested. It is also possible that the genetic relationship between forewing length and overall flight capability varies across the geographically widespread locations we sampled—partially obscuring a proportion of true associations when all locations are analysed together. In particular, forewing measures for the Greek ESM samples (“KG”) were on average markedly higher than those for other ESM samples showing comparably low flight capability (“UC”, Fig. 2). Overall, these considerations suggest that the diverse candidate returns from across flight analyses may offer useful insights to the breadth of genetic variation potentially shaping spongy moth flight capability, but they also emphasize the need for corroboration via comparative or functional support.

Across well–powered surveys of common mechanistic domains, unshared candidate genes apparently reflect true differences in flight genetics among taxa. For example, our analysis of spongy moth pupal development did not detect differential gene regulation at any of the proteins associated with changes in *Drosophila* wing shape in a proteomics study by Okada et al. [77], and detected only one of the many *Drosophila* wing development–related signaling pathway genes found in the transcriptomes of *Ostrinia furnacalis* and *Locusta migratoria manilensis* [75]: a putative *saxophone* (Lda.35676, vertebrate ortholog: ACVRI, Table 2) in the decapentaplegic signaling pathway that in *Drosophila* affects wing development [59] and venation [60]. Apparently, the subtle differences in wing shape associated with differential flight capability in ESM and ASM (Fig. 2) [49] do not reflect expression differences in the majority of those genes. We noted above several candidates detected in common with the findings of Zhang et al. [47] that may influence spongy moth wing morphology. Further, ecdysteroid–induced programmed cell death has been implicated in wing dimorphism across the Lymantrinnae [109, 110] and may be represented in our results by flight–associated genotypic divergence between ESM and ASM at the ecdysone receptor gene E75 (Lda.21602) [66] and the isocitrate dehydrogenase gene IDH3B (Lda.7112, Table 2) [114]. True differences in flight candidate genes among taxa may reflect either the existence of distinctive mechanisms of flight evolution or diverse molecular influences on shared gene pathways. Formal comparative tests across species at the level of gene pathways would help to resolve these alternatives.

The familiar ecological context of evolutionary loss of flight in ESM suggests that the functional breadth of genomic patterns we observed may also characterize other taxa that undergo evolutionary transitions in flight. Differentiation of ESM from the ancestor of ASM approximately 0.35–0.40 mya followed an expansion, probably from the Caucasus Mountains area, into the predominantly broadleaf forest habitat that is found throughout its present European range [115–117]. The stability and abundance of several primary tree host species within that region (e.g., *Quercus* spp.) are thought to be key factors favoring ESM female flight loss [22], given that in this setting even undirected dispersal of larvae over short distances following their spring hatch would often put them in proximity of suitable foliage for development [22, 26]. Unlike ESM, differentiation of ASM may have favored retention of female flight as a means to optimize access to preferred hosts or oviposition sites across the predominantly coniferous and more seasonal habitat of their Asian ranges [22, 26, 118]. Baranchikov and Sukachev [22] reviewed research suggesting that ASM in central and eastern Asia require reliable dispersal between alternate habitats (rocky outcrops in open landscape for larvae, forest tree trunks for adults) to acquire sufficient temperature days to complete their life cycle. This ecological pattern characterizing evolutionary transitions in flight ability is widely documented across insects, which show a positive relationship between habitat permanence and some degree of evolutionary flight loss [41, 42, 119]. Female–limited flight loss is also common among insect species that exhibit sexually dimorphic flight capability [41, 43, 120], and in ESM this feature likely reflects an adaptive partitioning of sex–specific reproductive priorities under the permissive ecological conditions of its European habitat—relaxed flight costs in females to heighten fecundity (e.g., [121–123]) but retained flight capability in males to favor mate searching [42]. Given the suite of traits affecting or shaped by flight, as well as shared ecological circumstances of transitions in this dispersal strategy across taxa, the flight–associated functional patterns we have observed in spongy moths may resemble those occurring in other species showing evolutionary flight loss (i.e., shared “dispersal syndromes”) [40, 124], despite species–specific variation in the genes underlying that phenotypic network.

### Genetic characterization of flight

Our functionally flight–targeted approach supports the use of spongy moth flight gene candidacy definitions that are flexible to different research goals or management applications. A strict shortlist of genes suited for validation research might include only candidates exhibiting strong statistical support and compelling evidence of flight–relevant functionality. From the several flight analyses we conducted, the gene expression analysis alone furnished genes surpassing a conservative statistical threshold while also showing overrepresented functional categories, enriched flight–relevant GO terms, widespread flight–relevant literature activity, or a combination of these supporting criteria (200 genes; Table S9). Table 2 highlights 21 of these genes that also received support from within our insect–specific flight research literature search, potentially reflecting taxonomically proximate signatures of spongy moth flight evolution. This shortlist may point to key developmental differences between ASM and ESM female flight capability at the pupal stage. 

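Table 2 names 21 gene symbols with support from the pupal expression analysis, for which Table S9 gives 25 gene models. The study chose them on these samples. Averaged over days, 13 were higher in ASM, 5 were lower and 7 did not pass at an adjusted p under 0.05 from limma (14 higher and 7 lower when adjusted over the list alone). The interaction was called in 7 (10 when adjusted over the list alone), and 22 models with 18 of the symbols were called for the strain difference, the interaction or both. The counts depend on the model. With day as a number 10 of the 25 were called for the strain term, then the difference at day 0, and none for the interaction. With the iflavirus share as a covariate 11 and 5 were called, and in the model without interaction 13 were called for the strain difference. The largest difference was that of Lda.15573 (FYV1), at 1.67 VST units (standard error 0.18, adjusted p = 3.29e-07 from limma). The gene models of BX42 went in opposite directions, with 1.54 for Lda.8787 (standard error 0.19) and -1.09 for Lda.40030 (standard error 0.21). Both models of ARP2 were higher in ASM, by 0.99 for Lda.33768 (standard error 0.15) and 0.99 for Lda.10510 (standard error 0.22). Lda.40030 and Lda.10510 were not called with day as a number (adjusted p = 0.0575 and 0.0607). The models that passed neither test were Lda.20152 (DPP6), Lda.15516 (ITPR) and Lda.35963 (TLR4). From such statistical support together with functional annotation and the literature, the paper proposes that this shortlist may point to differences in pupal development behind the flight capability of ASM and ESM females.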

Genotypic sources of these expression differences are unknown. Promoter region sequences of three differentially expressed genes that we confirmed via qPCR do not differ between strains, suggesting divergent regulation of these genes originates at other genomic regions.

The results also support consideration of a broader set of genes that are potentially functionally relevant to spongy moth flight, but that are currently defined only qualitatively (inbred line analysis), observed with relatively low statistical power (GWAS), or of potentially small individual effect size (any analysis). Of 435 candidate genes detected by this approach (Table S9) 27 emerged from the insect–specific flight literature search in addition to the gene expression outliers above (Table 2). These candidates uniquely reflect two of the five genes matching or comparable to those reported by Zhang et al*.* [47] based on ESM–ASM whole–genome comparisons, as well as five of 13 genes apparently associated with direct molecular signatures of evolutionary transitions in flight across insects [50]. As the diverse functional themes returned by our current analyses suggest, this more liberally defined candidate gene set may be best suited for investigations of the genetic architecture of spongy moth flight and the ecological conditions in which it evolved.

The potential for a reliable molecular assay to profile female flight capability for regulatory purposes warrants further investigation, given the implications of this trait for invasion capacity and its variation across the global range of spongy moths [34, 35]. We confirmed that markers for 12 genes detected in direct association with female flight data (flight capability GWAS statistical outliers in Table 2) showed strong flight predictive strength (88%). These are implicated in a range of flight–relevant functional roles, including several key pathways for wing or muscle development, metabolism, and circadian rhythm (Table 3), suggesting they may present a promising step toward a reliable and functionally broad gene panel for spongy moth flight profiling. However, under the global distribution of flight variation sampled in the present study, we cannot rule out a potential role for geographic artefacts (e.g., genetic drift, non–flight related selection) driving false flight associations at these genes, despite our statistical precautions against this source of error in the GWAS model (see Methods, Fig. 2). We suggest that tests on specimens collected from within a single strongly flight–variable population are needed to more rigorously distinguish putatively causal spongy moth flight genes, either substantiating or replacing the candidates above.

**Table 3:** Functions of candidate genes used in flight capability profiling analysis

Locus	Gene	Gene definition	Function	Implicated pathway or role
Lda.16452	HIPK2	Homeodomain-interacting protein kinase 2	Growth	Hedgehog (Hh), Wingless (Wnt) signaling
Lda.22240	NPY2R	Neuropeptide Y receptor type 2	Growth	JH hormone
Lda.29984	ORC3	Origin recognition complex subunit 3	Growth	DNA replication
Lda.16374	PAF1	RNA polymerase II-associated factor 1 homolog	Growth	Hedgehog (Hh) signaling
Lda.31456	PICAL	Phosphatidylinositol-binding clathrin assembly protein LAP	Growth	Decapentaplegic (Dpp) signaling
Lda.11863	RFC4	Replication factor C subunit 4	Growth	DNA replication
Lda.8391	SMAD3	Mothers against decapentaplegic homolog 3	Growth	Transforming growth factor beta (TGFB) signaling, Decapentaplegic (Dpp) signaling
Lda.31200	FA2H	Fatty acid 2-hydroxylase	Metabolism	Fatty acid metabolism
Lda.7112	IDH3B	Isocitrate dehydrogenase	Metabolism	Fatty acid metabolism
Lda.19357	SODC	Superoxide dismutase	Metabolism	Oxygen metabolism
Lda.23349	WASF1	Wiskott-Aldrich syndrome protein family member 1	Muscle function	Actin regulation
Lda.458	TAKT	Protein takeout	Behavior	Circadian rhythm

## Conclusions

This study offers a novel approach to advance our understanding of genetically complex traits. We integrated multiple complementary genetic methods that collectively capture a wide breadth of spongy moth flight–relevant signals across the genome. We then surveyed top–ranked candidate genes for flight–relevant functional themes to investigate potential evolutionary drivers or outcomes of divergent spongy moth flight evolution, and to substantiate the candidacy of individual genes. Our approach was aimed at balancing functional and statistical support for judging individual gene candidacy, by advocating for trait–targeted, functionally comprehensive surveys and application of statistical thresholds tailored to research needs. In our view, this approach offers a path forward in the face of inherent statistical power constraints and small effect sizes that limit characterization of genetically complex traits in non–model organisms. Our results present an array of candidate genes that may help characterize or profile spongy moth flight capability, and they also highlight potential evolutionary drivers, consequences, or correlated processes characterizing flight evolution within the *Lymantria dispar* subspecies group.

## Methods

### Sample sources and rearing

Adult female spongy moths for all flight analyses in this study were selected from among eight colonies maintained at the US Forest Service quarantine facility in Ansonia, Connecticut (USA). Colonies were originally founded based on egg masses hand–collected from across the global range of ESM and ASM (Table S1, Fig. 1) [34, 35]. Rearing of the colonies was as follows: Eggs were held at 5 ± 1 °C and ~ 100% RH with L:D of 16:8 for 130–150 days to ensure that diapause requirements were met. Within each subspecies, eggs from 100 individual females (ESM 32nd lab generation and ASM 34th lab generation) were then mixed together within each population. From the pool of mixed eggs, we created packets of about 500 eggs. Eggs were incubated at 25 ± 1 °C, 60% RH, and a light:dark schedule of 16:8 h to initiate hatch. Larvae were reared in cohorts of 6–8 under the same conditions as for eggs, using methods described by Keena [125]. A high wheat germ artificial diet [126] was optimized for the individual populations using Wesson salt mix without iron and by adding 0.21 g (ASM population) or 0.13 g (ESM population) amorphous FePO_4_/L of diet [127].

### Genome–wide association study

#### Experimental setup

The flight capability and forewing length GWASs employed females from all colonies above (Fig. 1, Table S1). Adult female moths from Greece were phenotyped for flight capability in 1997 and from all other source locations in 2012–2013, based on a behavioral test protocol described by Keena et al*.* [23, 24]. In brief, recently emerged females were paired with males and were allowed to complete mating 5–45 min prior to their flight test. The flight tests occurred between the hours of 12:00 and 16:00; the early dark phase of the laboratory light cycle (start: 12:00). In nature, females are primed for potential dispersal during this dusk period, immediately prior to egg–laying [34]. Each subject was placed on a vertical bolt of wood (60 cm length, 10 cm width) in a room illuminated at 0.1 lx (conditions that approximate tree perches under natural dusk ambient light levels) [34, 44] and monitored for flight behavior for up to 75 min. Subjects were scored during the test period on a flight behavior scale ranging from 0 to 5: 0, walking only; 1, falling after launch without wing flapping; 2, a gentle fall over < 2 m with vigorous wing flapping; 3, flight with wing flapping for ≥ 2 m but lacking upward displacement; 4, brief but ascending, directed flight; 5, sustained, ascending, directed flight. Following flight assays, each moth was euthanized by freezing and preserved at –20 ℃ until further processing.

We removed the right forewing of adult females and photographed the wings individually. To prepare each wing for imaging, we first dampened the wing with 95% ethanol, which allowed us to spread it without damage on a microscope slide. We then pressed the wing flat beneath a second microscope slide and photographed it using a Dino–lite digital microscope (AnMo Electronics Corporation, New Taipei City, Taiwan). We used ImageJ (v 1.51) [128] to record forewing length from each image, measured as a straight line from the most basal wing vein junction to the outermost vein junction at the wing tip (Fig. S2c).

#### Sequencing and variant calling

We dissected 1–3 legs or thoracic muscle tissue from individual samples and extracted DNA using Qiagen DNeasy Blood and Tissue kits according to manufacturer’s specifications. We assessed DNA quality with a Nanodrop 1000 (Thermo Scientific, Wilmington, DE, USA), DNA concentrations with DNA HS Qubit assays (ThermoFisher), and DNA integrity by manual inspection of agarose gels. Library preparation and genotype–by–sequencing on Ion Torrent sequencers with P1 v3 chips (ThermoFisher) was performed at the Genomic Analysis Platform of IBIS at Université Laval. DNA was sequenced twice—with 150 bp and 225 bp read lengths—to increase the number of available reads.

We used the Fast–GBS pipeline [129, 130] for variant calling, which involved Sabre (v 1.0.0) [131] for demultiplexing, Cutadapt (v 2.3) [132] for read trimming and cleaning, BWA (v 0.7.13) [133] for alignment to the draft ASM genome assembly (v 0.3) [45], SAMtools (v 1.8) [134] for file conversion and indexing, and Platypus (v 0.8.1.1) [135] for variant calling. We imputed missing SNP data from the resulting matrix using Beagle (v 4.1.0) [136], assuming an effective population size of 1000 and running the imputation routine for ten iterations prior to genotype assignment.

We used default quality control settings within the Fast–GBS pipeline, which includes minimum alignment quality (phred = 10) and base calling quality (10) thresholds that are appropriate for Ion Torrent long–read sequence data. We subsequently filtered the Fast–GBS variant calls according to the following criteria: (1) We retained only biallelic SNPs or indels. (2) We discarded loci strongly violating Hardy–Weinberg Equilibrium (*p* < 1 × 10^–6^) in ASM populations (i.e., the ‘control’ [flight–capable] phenotype in the GWAS) in an effort to limit the effect of potential sequencing errors on genotype calls, while minimizing the chance of discarding loci that potentially reflect recent flight–related selection in ESM populations (i.e., the ‘case’ phenotype) [137]. (3) We discarded loci showing the combined conditions of a minor allele frequency below 0.10 globally and below 0.30 in ESM individuals. We applied the 0.10 threshold in order to omit loci contributing little signal to the global dataset. The approximate ESM lower minor allele frequency threshold of 0.30 was included to accommodate the possibility that flight–related directional selection acting on this relatively less replicated test group may produce at least modest allele frequency differences in this group compared to ASM (i.e., allele frequencies substantially above the observed 0.10 global value). (4) We discarded loci showing a global proportion of missing data > 0.5 or a mean depth < 5 reads. (5) We randomly discarded individual loci from locus pairs showing complete linkage disequilibrium (r = 1). (6) We discarded individuals showing > 0.5 proportion of total missing data.

#### GWAS analytical workflow

We expected the geographically widespread population sources for this analysis to exhibit genome–wide differentiation simply due to genetic drift, and potentially also to divergent selection mechanistically unrelated to flight. We could not ensure the elimination of these confounding signals through replicated association tests across populations [138] because most populations showed only narrow variation in flight capability (see Results). Instead, we relied on the expected presence of conflicting signal of non–flight related (i.e., purely geographic) genetic variation across the replicate test populations to help diminish false positive flight associations. We also removed the largest axes of random genetic variation among populations by including in our GWAS models principal components (PCs) of population genetic structure. Finally, to limit false positive associations arising from non–flight related selection, we restricted consideration of detected GWAS candidate genes to top–ranked outliers showing independent functional support for flight relevance from other taxa.

We estimated pairwise kinship across all samples within each geographic location using King (v 2.1.3) [139]. We then used the PC–Air function in the Genesis package (v 2.13.0) [140] in R [141] to estimate global kinship–corrected population structure (using a kinship threshold of 0.025) [142], and the PC–Relate function in Genesis to estimate family–level genetic structure while accounting for population structure [142]. Finally, we incorporated the derived population and kinship factors as fixed effect covariates in separate linear mixed models in base R for female flight capability and forewing length. We used the R packages GWAStools (v 1.40.0) [143] and SNPrelate (v 1.16.0) [144] to prepare the genetic matrix for the models. We explored a range of models, one featuring backwards stepwise selected PCs and several others featuring incrementally increasing numbers of PCs. We then selected a single model to support downstream analyses based on post hoc inspection of model qqplots (created using R package Qqplotr v 0.0.5) [145], Akaike’s information criterion (AIC) values, genomic inflation factor (GIF) values, and p–value distributions across loci. Per–locus *p*–values were calculated based on their individual score test Chi–square statistics. Finally, we used the software Ld–annot (v 0.4) [146] to identify genes in strong linkage disequilibrium (r ≥ 0.90, *p* < 0.05) with GWAS outliers.

### Inbred line analysis

#### Experimental setup

We created the inbred lines by mating one ESM female (source: UC) and one ASM male (source: RM), as well as one ASM female (source: RM) and one ESM male (source: UC) (Fig. 1, Table S1), to produce the initial F_1_ generation. Subsequent generations up to F_4_ consisted of within–generation full–sib single pair crosses of up to five females per egg mass. At each generation, all females were flight tested using the same methods as for the GWASs above and the egg masses of those that showed either minimal flight capability or strong flight capability were used to start the next generation. In the final generation (F_5_) 20 individuals were reared from each F_4_ egg mass and all resulting females were flight tested. We subsequently generated whole–genome sequences for both parental individuals, four females (one F_2_, one F_3_, and two F_5_) exhibiting little or no flight capability (flight score ≤ 1) and relatively small forewing length, and four females (one F_2_, one F_3_, and two F_5_) exhibiting strong flight capability (flight score = 5) and relatively long forewings.

#### Sequencing and variant calling

We isolated DNA from filial samples as described above for GWAS samples. Library synthesis and sequencing for parent samples were performed at the McGill University and Génome Québec Innovation Centre using HiSeqX (Illumina) technology. We prepared libraries using the NEBNextUltraDNA Library Prep Kit for Illumina, according to manufacturer’s instructions with minor modifications. Library concentrations for these samples were measured with DNA HS QuBit assays (ThermoFisher) and assessed for quality with a 2100 Bioanalyzer system (Agilent) using Agilent High Sensitivity DNA Kit LabChips. Samples were then sequenced in the same manner as the parent samples at the McGill University and Génome Québec Innovation Centre [45].

We assessed the quantity and quality of raw sequencing reads using FastQC (v 0.11.2) [147]. Low quality nucleotide calls and sequences (Phred < 30), as well as reads < 30 nucleotides were trimmed from the dataset using Trimmomatic (v 0.36) [148]. Trimmed reads were aligned to the reference ASM genome (v 0.3; 45) using BWA (v 7.13) [133]. Variant detection was carried out with Platypus (v 0.8.1) [135]. As linkage disequilibrium was expected to be high in this inbred line and the sampling was relatively small, this approach required robust and highly informative polymorphisms. For this, we used default Platypus parameters but retained only bi–allelic SNPs and required at least 10 reads per variant. SNPs with very high heterozygosity (> 0.93, possibly indicating paralogous sequences) or a genotyping rate below 70% (relatively less informative) were discarded.

#### Inbred line analytical workflow

Our goal was to identify SNPs co–segregating with flight capability between groups. Assuming a purely additive effect of alleles (no dominance), and given differential flight capability between parental populations, we first selected SNPs that were of opposite homozygous genotypes between parents. We also retained SNPs that were homozygous for one allele in all fully flying individuals (flight score of 5) while being heterozygous or homozygous for the opposite allele in non–flying individuals (flight score of 1 or 2). These steps were performed using in–house python scripts.

### Gene expression analysis

#### Experimental setup

We tested gene expression using individuals from one ESM (source: UC) and one ASM colony (source: RM) (Fig. 1, Table S1). Pupae were separated according to sex and harvested 1, 3, 5, 8 and 11 days after pupation. We chose these time points to capture any extant flight–relevant developmental genetic signal across most of the pupation duration of females (12–13 days) [149]. We spaced the early time points relatively closer together to capture potentially early changes in wing development, as has been observed in *Junonia orithya* pupae [150].

#### RNA sequencing

ESM and ASM female pupae (*n* = 5/sampling point/strain) were homogenized individually in Trizol reagent (Ambion, Life Technologies; 4 to 7 mL depending on the size of the pupa) using 15 mL disposable tissue grinders (VWR, Cat.47732–446). They were then flash frozen in liquid nitrogen prior to further processing. For each sample, 500 µL of the homogenate was transferred to a 1.5 mL microfuge tube, to which another 500 µL of Trizol was added. The tubes were then centrifuged for 4 min at 17,000 × *g* to pellet debris. A 400 µL sample of the supernatant was subsequently used for RNA extraction using the Direct–zol RNA miniprep kit (Zymo Research). RNAs were eluted using 50 µL of water, quantified using a NanoDrop ND1000 spectrophotometer (Thermo Fisher Scientific Inc.) and assessed for quality using a 2100 Bioanalyzer system (Agilent). We used three of the five replicates (60 µL at 10 ng/µL). RNAseq libraries and Ion Proton sequencing were performed at the Genomic Analysis Platform of IBIS (Institute of Integrative and Systems Biology, Laval University, Quebec, QC, Canada) using the NEBNext Ultra II directional RNA library prep kit (New England BioLabs) with the NEBNext Poly (A) mRNA magnetic isolation module. Ion Proton sequencing was performed on an Ion Chef with a P1 chip according to manufacturer's instructions.

Sequencing reads were assessed for quality with FastQC (v 0.11.5) [147] and then trimmed for adapters, quality, and minimum length with Trimmomatic (v 0.36) [147]. Reads were mapped to the draft ASM genome (v 0.3) [45] using HISAT2 (v 2.1.0) [151], SAMtools (v 1.9) [134], and StringTie (v 2.0) [152] by adapting the protocol and scripts described by Pertea et al. [153]. The existing annotations from the draft genome were augmented by merging them with the read mapping information from all samples using StringTie prior to counting reads at each locus with featureCounts (v 2.0.0; counting gene_id meta–features) [154].

#### Differential gene expression analytical workflow

Statistical analyses of the reads mapping to the ASM genome were conducted with the DESeq2 package (v 1.28.1) [155] in R (v 4.0.2), using the apeglm package (v 1.10.0;) [156] for shrinkage estimation. Volcano plots were generated with the EnhancedVolcano package (v 1.6.0) [157]. Heatmaps were generated with the pheatmap package (v 1.0.12) [158] after variance stabilizing transformation of the data.

#### Gene annotation

Protein coding regions for the augmented gene models from StringTie were predicted with Transdecoder (v 5.5.0) [159] using homology searches with BLASTp (blast + v 2.7.1) [160] and the UniProtKB/Swiss–Prot database (v2019_07) [161], and hmmer (v 3.1b2) [162] with Pfam (v 32.0) [163]. We annotated the protein coding regions with BLASTp and the UniProtKB/Swiss–Prot database (v 2019_07) and InterProScan (v 5.36–75.0) [164] analyses.

#### Real–time quantitative PCR (qPCR)

qPCR primers were designed for three spongy moth target genes identified as strongly differentially expressed between the two strains at a given time point (osiris 18, osiris 20, *takeout* with gene IDs Lda.35031, Lda.35510, and Lda.26596, respectively; see Results), and also for four housekeeping genes to use for data normalization (*actin*, *GAPDH*, Ef1g, gamma–Tubulin with gene IDs Lda.11070, Lda.9151, Lda.33417, and Lda.39600, respectively). Prior to primer design, the coding DNA sequences for the above genes were reconstructed based on the ASM (v 3.0; 45) and ESM genome assemblies [47], with manual validation of exon/intron junctions. Primers were designed using Oligo Explorer (v 1.2; Gene Link, NY, USA) and Oligo Analyzer (v 1.2; Gene Link, NY, USA) and manufactured by Integrated DNA Technologies Inc. (Coralville, IA, USA). Primer sequences are provided in Table S13.

For each gene, we used five biological replicates for each tissue sampling time point. cDNA was prepared from 2 µg total RNA using a scaled–up version of the protocol “Reverse transcription with elimination of genomic DNA for quantitative, Real–Time PCR” of the QuantiTect Reverse Transcription kit (Qiagen). 360 µL of Tris–HCl 10 mM, pH 8 was added to the cDNA preparation, for a final volume of 400 µL. The cDNA was stored at –20°C until used for qPCR analysis.

qPCR analyses were conducted using a quantity of cDNA equivalent to 5 ng of total RNA (1 µL of the final RT reaction), using the QuantiTect SYBR Green PCR kit (Qiagen) in a final volume of 10 µL. The five biological– and three technical replicates were run for each sampling point and spongy moth strain. qPCR amplifications were carried out on a 7500 Fast PCR (Applied Biosystems) thermocycler, using 50 cycles of 95°C/15 s, 60°C/30 s and 65°C/90 s. For absolute quantification of target molecules, we used the “linear regression of efficiency” (LRE) method of Rutledge [165], using lambda DNA as a quantitative standard. Copy numbers obtained using this method were then normalized using the GeNorm algorithm [166].

### Gene candidacy

#### Functional themes across all candidate genes

We constructed gene functional networks in the Cytoscape (v 3.8.2) plug–in Bingo [167] to identify GO “Biological process” terms that were enriched within the total spongy moth reference annotation based on the UniProtKB/Swiss–Prot database. To implement flight–targeted functional analyses, we first binned enriched GO terms representing all candidates within each flight analysis into functional categories potentially relevant to sexually dimorphic, temporally variable spongy moth flight. All terms used to characterize each functional category (Table S5) were defined manually and aimed to collectively capture a large proportion of the available GO terms. Search term development and subsequent GO term functional categorization were conducted blind to flight analysis and spongy moth strain. Next, we tested for significant over–representation of individual functional categories within each flight analysis, based on one–tailed binomial tests of GO term counts observed within a given flight analysis compared to those observed in the reference annotation (p_adj_ < 0.05 at FDR 5%). Our null expectation for the test was that observed GO term count within a given functional category occurs in equal proportion to reference annotation GO term counts within that category. Conducting functional assessments within each flight analysis avoided the potentially biased findings that might result from a pooled analysis involving unequal contributions from each flight analysis in terms of biological signal, genetic resolution, statistical power, or candidate gene set size. It also allowed us to define gene sets from each flight analysis individually, requiring only a sample of top–ranked genes from each analysis to submit to enrichment tests.

To explore higher–order functional patterns across enriched candidate genes within each flight analysis, we also used the unsupervised Markov Clustering Algorithm (MCL) within the Cytoscape plug–in clusterMaker [168], accessed via default settings of the plug–in AutoAnnotate [169], to group enriched GO terms into associated clusters.

We also conducted an alternative functional analysis of the gene expression dataset based on transcript matches to NCBI invertebrate RefSeq proteins. We subjected annotations from this approach to a blast2go gene enrichment analysis (v 5.2.5) [170] based on Fisher’s exact test and then compared differentially regulated genes (p_adj_ < 0.05) to all those passing independent filtering in DEseq2 as a reference (strain: up and down separately; strain × day: all).

#### Targeted literature searches for individual gene candidacy

We used two insect–targeted approaches to compare our flight candidates directly with other studies. First, we compared our candidates to those reported in a selection of articles returned by the combined search terms “insect” and “flight”, as well as to genes shown by Mitterboeck et al*.* [50] to exhibit direct signatures of selection associated with flight divergence among insect sister taxa. The search was not comprehensive, but aimed to gauge parallel findings across a range of insect species, flight associated characters, and genetic approaches. We also used the extracted transcripts from our pupal gene expression gene models to identify spongy moth orthologues of: (1) *Drosophila* wing–development related signaling genes reported by Liu et al*.* [75] in the moth *Ostrinia furnacalis* and the locust *Locusta migratoria manilensis*, and; (2) *Drosophila* proteins found by Okada et al*.* [77] to be significantly associated with wing size. We employed the transcripts reported from both studies above as queries for tBLASTx searches (v 2.9.0 +) [159] and then examined the expression patterns of the resulting best matches for statistical significance in our dataset.

To gauge flight–relevant research activity from any taxon in relation to our candidate genes, we scanned Scopus for all peer–reviewed articles published in English between the years 1970–2020 that included in their Title, Keywords, or Abstract both the name of one or more candidate genes in the present study (either a gene code or gene description) and one or more of the potentially flight–relevant search categories noted above (for literature search commands see Additional files). We used a truncated set of our flight–relevant functional category keywords (Table S5) in this search to maximize flight–relevant literature hits while minimizing unrelated hits within the constraints of typical reporting style in the article sections above (Table S3). We then collated search results using the R package bibliometrix [171] and quantified all articles citing each candidate gene. For this search we assumed increasing literature activity reflects positive research evidence of flight relevance.

### Flight capability prediction success of top candidate genes

We estimated the frequency of correct assignment of GWAS samples to binary (“yes/no”) flight capability across moth samples to assess the prediction potential of flight–associated markers from that analysis in the context of a molecular assay. We limited the test to statistically top–ranked markers from the flight capability GWAS that additionally received external functional support for flight candidacy from our sample of the insect flight literature. We constrained ourselves to these loci in order to minimize any confounding geographic association that may have contributed to detection of outliers in that flight analysis. We calculated prediction potential of the loci using a discriminant analysis of principal components (DAPC) [172] in the R package Adegenet [173]. Anderson [174] showed that testing discriminant model prediction success should be limited to samples not used in the model training phase. Accordingly, we first trained the DAPC based on a subset of 100 samples (flight category: 50 “yes”, 50 “no”) randomly selected from across all sample locations (Fig. 1), using cross validation to select the optimal number of principal components within the model to assign flight category membership. We then predicted flight class membership in the remaining samples (60 “yes”, 25 “no”). We replicated the procedure 10 times to estimate mean model prediction success.

### Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

Raw sequence reads have been submitted to NCBI SRA under BioSample accessions PRJNA934902 (GWAS). Gene expression data have been submitted to NCBI GEO with series record accession GSE158466. Flight data are provided in the Additional Files of this article. The python script used to identify extreme inbred line flight genotypes is available upon request to the corresponding author.

# Supplementary material for: Genetics of flight in spongy moths (Lymantria dispar ssp.): functionally integrated profiling of a complex invasive trait
**Source:** BMC Genomics. 2024 May 31;25:541. doi: 10.1186/s12864-023-09936-8

# Supporting Information: Genetics of flight in spongy moths (*Lymantria dispar* ssp.): functionally integrated profiling of a complex invasive trait. G. Blackburn *et al*., 2023.

# Table of Contents

[GWAS models 2](#_Toc146918073)

[Literature search commands 2](#_Toc146918074)

[Figure S1. Summary distributions of quality-filtered variants used in GWAS analyses. 10](#_Toc146918075)

[Figure S2. GWAS model setup. 11](#_Toc146918076)

[Figure S3. GWAS model output. 13](#_Toc146918077)

[Figure S4. qPCR output. 16](#_Toc146918078)

[Figure S5. Promoter analysis. 16](#_Toc146918079)

[Figure S6. Candidate gene annotation status across analyses. 28](#_Toc146918080)

[Figure S7. Flight-relevant functional categories represented by MCL functional clusters. 29](#_Toc146918081)

[Figure S8. Taxonomically general literature support. 30](#_Toc146918082)

# GWAS models

Retained loci had 0.106 mean proportion missing data (range: 0–0.502) and 14.9 average mean read depth (range: 5.0–35.7) across individuals. Individuals had 0.106 mean proportion missing data across loci (range: 0.029–0.473). Following missing data imputation, loci had a mean minor allele frequency of 0.216 (range: 0.003–0.500) (Fig. S1).

Principal components (PCs) individually captured modest proportions of global genetic variation (35.49% across the first four PCs) and collectively distinguished each of the sample locations (Fig. S2a). Except for a subset of samples from CR and CN (Table 1), most samples were deemed to be sufficiently distantly related to each other to contribute to the estimation of population structure (total individuals contributing: 113; Fig. S2b).

Flight data (Table S1) were available for all individuals except one from UC and one from RS (n = 292). Flight capability scores were predominantly “0” or “5” across all individuals (Fig. 2). In the Greek colony, individual flight scores were not connected to individual sample identities, but all scores ranged from 0–2 (counts: 28 [score “0”], 10 [“1”], and 1 [“2”]). We therefore binned scores across all populations into “no flight” (flight codes 0–2) or “flight” (flight codes 3–5) categories and modeled the data using a binomial error link. We explored models that included up to 10 PCs to account for geographical structure. These models statistically converged only when employing the kinship matrix with the first PC, two PCs, or four PCs. Performance diagnostics (AIC, GIF, p–value distributions, and quantile–quantile plots) were variable across models (Fig. S3). However, the models employing one or two PCs produced nearly entirely outlying loci (Fig. S3d), probably reflecting lingering effects of random genome-wide geographic structure among populations. We selected the four–PC model for downstream analysis, given that it produced a probability quantile distribution resembling the null expectation of a low proportion of statistical outliers.

Forewings were frequently damaged during storage or processing, and those failing to support accurate measurement were omitted from analyses. Forewing lengths (Table S1) were available for 250 individuals: 31 (UC); 26 (KG); 58 (CJ); 42 (CR); 27 (CN); 30 (RS); 27 (RM), and; 9 (JN). Lengths were approximately normally distributed (Fig. 2) so we modeled them using a Gaussian error link. In general, GWAS models for forewing length that included both the kinship matrix and multiple PCs for population structure exhibited low AIC values, GIF values near one, relatively uniform p–value distributions across loci, and locus quantiles closely matching null predictions (Fig. S3a–d). We chose for downstream analyses output from the forewing length model that included 10 PCs (the highest number of PCs explored) because it had a GIF of approximately 1. However, locus rankings were highly correlated across models with six or more PCs (r ⩾ 0.962; Fig. S3e), as well as between those models and a stepwise model based on PCs 1, 3 and 4 (r ⩾ 0.920).

# Literature search commands

Cognition terms: TITLE-ABS-KEY("cognit*" OR "learn*" OR "memor*")

Growth terms: TITLE-ABS-KEY("develop*" OR "growth" OR "morphogen*")

Metabolism terms: TITLE-ABS-KEY("catab*" OR "metab*" OR "thermogenesis")

Morphology terms: TITLE-ABS-KEY("*limb*" OR "*wing*" OR "anatom*" OR "morphol*" OR "musc*" OR "skelet*")

Movement terms: TITLE-ABS-KEY("*motion" OR "*motor" OR "flight" OR "movement")

Mutation terms: TITLE-ABS-KEY("chromosomal rearrangement*" OR "crossover*" OR "deletion*" OR "frameshift" OR "indel*" OR "insertion*" OR "intron*" OR "inversion*" OR "missense" OR "muta*" OR "nonsense mutation*" OR "null allele*" OR "point mutation*" OR "recombin*" OR "repair*" OR "replicat*" OR "segregat*" OR "substitution*" OR "synonymous" OR "telomer*" OR "translat*" OR "transloc*" OR "transpos*" OR "transversion*")

Neural terms: TITLE-ABS-KEY("nerv*" OR "neur*")

Reproduction terms: TITLE-ABS-KEY("fertil*" OR "reproduc*")

Rhythm terms: TITLE-ABS-KEY("circad*" OR "photoperiodism" OR "rhythm*")

Sexual dimorphism and sexual conflict terms: TITLE-ABS-KEY("antagon*" OR "dimorph*" OR "duplic*" OR "gene dosage" OR "genomic imprint*" OR "modifier*" OR "sex-bias*" OR "sex-determin*" OR "sex-linked" OR "sex-specific" OR "sexual conflict*" OR "splic*")

Sensory terms: TITLE-ABS-KEY("eye*" OR "olfact*" OR "percep*" OR "retina*" OR "sensory" OR "vision" OR "visual*")

Social terms: TITLE-ABS-KEY("aggressi*" OR "breed*" OR "courtship" OR "dispersal" OR "explorat*" OR "mating" OR "migrat*" OR "motivation" OR "social*")

Regulation terms: TITLE-ABS-KEY("channel*" OR "chromatin" OR "epigen*" OR "gene expression" OR "gene silenc*" OR "histone*" OR "hormon*" OR "methyl*" OR "modifier*" OR "receptor*" OR "regulat*" OR "steroid*" OR "transport*")

Source and date parameter terms: LANGUAGE(english) AND PUBYEAR > 1969 AND SRCTYPE(j) AND DOCTYPE(ar) AND SUBJAREA(MEDI OR NURS OR VETE OR DENT OR HEAL OR MULT OR AGRI OR BIOC OR IMMU OR NEUR OR PHAR)

Gene terms: ("Dynein intermediate chain 3, ciliary" OR "DYI3" OR "RNA-directed DNA polymerase from mobile element jockey" OR "RTJK" OR "Retrovirus-related Pol polyprotein from transposon 17.6" OR "POL3" OR "Protein limb expression 1 homolog" OR "LIX1" OR "Dwarfin sma-2" OR "SMA2" OR "Mitochondrial ribonuclease P protein 1 homolog" OR "MRRP1" OR "Nicotinate phosphoribosyltransferase" OR "PNCB" OR "Putative Dol-P-Glc:Glc(2)Man(9)GlcNAc(2)-PP-Dol alpha-1,2-glucosyltransferase" OR "ALG10" OR "Protein kinase C alpha type" OR "KPCA" OR "Mitogen-activated protein kinase kinase kinase kinase 3" OR "M4K3" OR "DNA-dependent protein kinase catalytic subunit" OR "PRKDC" OR "Ribosomal protein S6 kinase alpha-5" OR "KS6A5" OR "Actin-related protein 2" OR "ARP2" OR "Tyrosine-protein kinase-like otk" OR "PTK7" OR "Integrin alpha-3" OR "ITA3" OR "Poly(A) polymerase gamma" OR "PAPOG" OR "Cofilin/actin-depolymerizing factor homolog" OR "CADF" OR "Sex peptide receptor" OR "SPR" OR "Seipin" OR "BSCL2" OR "5-formyltetrahydrofolate cyclo-ligase" OR "MTHFS" OR "MAP/microtubule affinity-regulating kinase 3" OR "MARK3" OR "Serine protease HTRA2, mitochondrial" OR "HTRA2" OR "High affinity cAMP-specific and IBMX-insensitive 3',5'-cyclic phosphodiesterase 8" OR "PDE8" OR "Guanine nucleotide-releasing factor 2" OR "C3G" OR "LINE-1 retrotransposable element ORF2 protein" OR "LORF2" OR "Peroxidase" OR "PERO" OR "Netrin receptor UNC5C" OR "UNC5C" OR "Parafibromin" OR "CDC73" OR "Sus scrofa OX=9823 GN=PMVK PE=1 SV=4" OR "PMVK" OR "Transposon Ty3-I Gag-Pol polyprotein" OR "YI31B" OR "Craniofacial development protein 2" OR "CFDP2" OR "Histamine H2 receptor" OR "HRH2" OR "Plasma membrane calcium-transporting ATPase 2" OR "AT2B2" OR "60S ribosomal protein L35a" OR "RL35A" OR "Probable RNA-directed DNA polymerase from transposon X-element" OR "RTXE" OR "GATA-binding factor A" OR "PNR" OR "Transcription factor BCFI" OR "GATAB" OR "Inducible metalloproteinase inhibitor protein" OR "IMPI" OR "Putative glutamate synthase" OR "GLT1" OR "Guanine nucleotide-binding protein G(q) subunit alpha" OR "GNAQ" OR "Hemolymph lipopolysaccharide-binding protein" OR "LPSBP" OR "Replication factor C subunit 4" OR "RFC4" OR "Tyrosine-protein phosphatase non-receptor type 4" OR "PTN4" OR "Serine/threonine-protein kinase RIO2" OR "RIOK2" OR "Sorbitol dehydrogenase" OR "DHSO" OR "Copia protein" OR "COPIA" OR "Cytochrome P450 6k1" OR "CP6K1" OR "Breast cancer type 1 susceptibility protein homolog" OR "BRCA1" OR "Transcription factor kayak" OR "FOSL" OR "Unc-112-related protein" OR "UN112" OR "Switch 2" OR "CHR9" OR "Zinc phosphodiesterase ELAC protein 2" OR "RNZ2" OR "Serine/threonine-protein kinase LMTK2" OR "LMTK2" OR "UPF0585 protein CG18661" OR "U585" OR "Isatin hydrolase" OR "ISAHY" OR "IQIQ and ubiquitin-like domain-containing protein" OR "IQUB" OR "Putative uncharacterized transposon-derived protein F52C9.6" OR "YSM6" OR "Protein winged eye" OR "WGE" OR "Ribonuclease P/MRP protein subunit POP5" OR "POP5" OR "Rattus norvegicus OX=10116 GN=Egln1 PE=2 SV=2" OR "EGLN1" OR "Fructose-bisphosphate aldolase" OR "ALF" OR "ATP-dependent helicase brm" OR "BRM" OR "Beta-1,3-galactosyltransferase 6" OR "B3GT6" OR "Ferritin subunit" OR "FRI" OR "Microtubule-associated serine/threonine-protein kinase 3" OR "MAST3" OR "Integrator complex subunit 6" OR "INT6" OR "NGFI-RNA-binding protein homolog" OR "NAB" OR "Protein sickie" OR "SICK" OR "Heat shock protein 68" OR "HSP68" OR "ATP-binding cassette sub-family D member 3" OR "ABCD3" OR "Solute carrier family 22 member 3" OR "S22A3" OR "Phosducin-like protein" OR "PHLP" OR "Protein Cep89 homolog" OR "CEP89" OR "Methionine--tRNA ligase, cytoplasmic" OR "SYMC" OR "PIH1 domain-containing protein 1" OR "PIHD1" OR "Nuclear receptor coactivator 6" OR "NCOA6" OR "Male-specific lethal 1 homolog" OR "MSL1" OR "Potassium channel subfamily T member 1" OR "KCNT1" OR "Decapping and exoribonuclease protein" OR "DXO" OR "Allatostatin" OR "ALLS" OR "Inositol 1,4,5-trisphosphate receptor" OR "ITPR" OR "Putative 1-phosphatidylinositol 3-phosphate 5-kinase" OR "FYV1" OR "Protein Gawky" OR "GAWKY" OR "Retrovirus-related Pol polyprotein from transposon TNT 1-94" OR "POLX" OR "Mitogen-activated protein kinase kinase kinase 4" OR "M3K4" OR "Peroxiredoxin-6" OR "PRDX6" OR "NADP-dependent malic enzyme" OR "MAOX" OR "Importin-5" OR "IPO5" OR "RNA polymerase II-associated factor 1 homolog" OR "PAF1" OR "Homeodomain-interacting protein kinase 2" OR "HIPK2" OR "Talin-2" OR "TLN2" OR "Talin-1" OR "TLN1" OR "Neuropeptide CCHamide-2 receptor" OR "CCH2R" OR "Rab GTPase-activating protein 1" OR "RBGP1" OR "Protein obstructor-E" OR "OBSTE" OR "Voltage-dependent calcium channel type A subunit alpha-1" OR "CAC1A" OR "DNA-directed RNA polymerase, mitochondrial" OR "RPOM" OR "Disintegrin and metalloproteinase domain-containing protein 12" OR "ADA12" OR "Multiple C2 and transmembrane domain-containing protein" OR "MCTP" OR "Saccharopine dehydrogenase-like oxidoreductase" OR "SCPDL" OR "Calmodulin" OR "CALM" OR "Glucosidase 2 subunit beta" OR "GLU2B" OR "Synaptic vesicle glycoprotein 2C" OR "SV2C" OR "Regucalcin" OR "RGN" OR "PiggyBac transposable element-derived protein 4" OR "PGBD4" OR "Probable RNA-directed DNA polymerase from transposon BS" OR "RTBS" OR "Transmembrane protein 8B" OR "TMM8B" OR "Selenoprotein M" OR "SELM" OR "Homeobox protein cut" OR "CUT" OR "C-1-tetrahydrofolate synthase, cytoplasmic" OR "C1TC" OR "Zinc finger FYVE domain-containing protein 26 homolog" OR "ZFY26" OR "Probable cardiolipin synthase (CMP-forming)" OR "CRLS1" OR "Probable nuclear hormone receptor HR38 (Fragment)" OR "HR38" OR "Protein mahjong" OR "DCAF1" OR "Transmembrane protein 203" OR "TM203" OR "Solute carrier family 25 member 46" OR "S2546" OR "Facilitated trehalose transporter Tret1-2 homolog" OR "TRE12" OR "Irregular chiasm C-roughest protein" OR "ICCR" OR "Transformation/transcription domain-associated protein" OR "TRRAP" OR "Peroxidasin" OR "PXDN" OR "Transmembrane protein 208" OR "TM208" OR "Importin subunit alpha-7" OR "IMA7" OR "Cytoplasmic dynein 2 heavy chain 1" OR "DYHC2" OR "Fibroblast growth factor receptor homolog 1" OR "FGFR1" OR "AP-2 complex subunit mu" OR "AP2M1" OR "Required for meiotic nuclear division protein 1 homolog" OR "RMND1" OR "Cullin-2" OR "CUL2" OR "Serine/threonine-protein kinase BRSK2" OR "BRSK2" OR "Prefoldin subunit 1" OR "PFD1" OR "Forkhead box protein O" OR "FOXO" OR "Ataxin-2" OR "ATX2" OR "Retinol dehydrogenase 14" OR "RDH14" OR "Superoxide dismutase" OR "SODC" OR "Protocadherin Fat 4" OR "FAT4" OR "Protein abnormal spindle" OR "ASP" OR "Rattus norvegicus OX=10116 GN=Ttpa PE=1 SV=1" OR "TTPA" OR "Ral GTPase-activating protein subunit beta" OR "RLGPB" OR "Bloom syndrome protein homolog" OR "BLM" OR "Protein virilizer" OR "VIR" OR "General transcription factor IIF subunit 1" OR "T2FA" OR "Carbonyl reductase" OR "CBR3" OR "Polynucleotide 5'-hydroxyl-kinase NOL9" OR "NOL9" OR "Ras-like GTP-binding protein Rho1" OR "RHO1" OR "Dipeptidyl aminopeptidase-like protein 6" OR "DPP6" OR "Probable phosphoserine aminotransferase" OR "SERC" OR "Acidic juvenile hormone-suppressible protein 1" OR "AJSP1" OR "Rattus norvegicus OX=10116 GN=Arhgap20 PE=1 SV=2" OR "RHG20" OR "Protein FAM49A" OR "FA49A" OR "Beta-arrestin-1" OR "ARRB1" OR "DNA polymerase eta" OR "POLH" OR "Catalase" OR "CATA" OR "Retrovirus-related Pol polyprotein from transposon 297" OR "POL2" OR "TWiK family of potassium channels protein 18" OR "TWK18" OR "Probable 28S rRNA (cytosine-C(5))-methyltransferase" OR "NSUN5" OR "Organic cation transporter protein" OR "ORCT" OR "Hemicentin-1" OR "HMCN1" OR "Nucleoporin Ndc1" OR "NDC1" OR "Silk gland factor 3" OR "SGF3" OR "Prolyl endopeptidase" OR "PPCE" OR "Superoxide dismutase" OR "SODM1" OR "ATP synthase mitochondrial F1 complex assembly factor 2" OR "ATPF2" OR "Small nuclear ribonucleoprotein-associated protein B" OR "RSMB" OR "tRNA-dihydrouridine(16/17) synthase" OR "DUS1L" OR "Ecdysone-inducible protein E75" OR "E75" OR "Serologically defined colon cancer antigen 8 homolog" OR "SDCG8" OR "Very-long-chain (3R)-3-hydroxyacyl-CoA dehydratase" OR "HACD3" OR "Protein trapped in endoderm-1" OR "GUTR1" OR "UDP-N-acetylglucosamine transporter" OR "S35A3" OR "Probable transaldolase" OR "TALDO" OR "Protein sprint" OR "SPRI" OR "Spliceosome-associated protein CWC27 homolog" OR "CWC27" OR "Ribosome biogenesis protein NOP53" OR "NOP53" OR "Neuropeptide Y receptor type 2" OR "NPY2R" OR "cGMP-dependent protein kinase 1" OR "KGP1" OR "Exonuclease 1" OR "EXO1" OR "Protein bunched, class 2/F/G isoform" OR "BUN2" OR "Uncharacterized aarF domain-containing protein kinase 1" OR "ADCK1" OR "Steroid receptor seven-up, isoforms B/C" OR "7UP1" OR "Allergen Tha p 1" OR "THAP1" OR "ER lumen protein-retaining receptor" OR "ERD2" OR "Wiskott-Aldrich syndrome protein family member 1" OR "WASF1" OR "Protein twisted gastrulation" OR "TSG" OR "Mitotic spindle assembly checkpoint protein MAD1" OR "MD1L1" OR "Synaptic vesicle glycoprotein 2B" OR "SV2B" OR "Chymotrypsin BI" OR "CTRB1" OR "Vinculin" OR "VINC" OR "Macrophage mannose receptor 1" OR "MRC1" OR "Multidrug resistance-associated protein 4" OR "MRP4" OR "Probable sulfite oxidase, mitochondrial" OR "SUOX" OR "Deoxyhypusine hydroxylase" OR "DOHH" OR "Glucose dehydrogenase" OR "DHGL" OR "Rattus norvegicus OX=10116 GN=Ppfia4 PE=1 SV=1" OR "LIPA4" OR "Tensin-1" OR "TENS1" OR "Thyroid adenoma-associated protein homolog" OR "THADA" OR "Kelch domain-containing protein 10 homolog" OR "KLD10" OR "BTB/POPDZ domain-containing protein KCTD3" OR "KCTD3" OR "Dolichyl-diphosphooligosaccharide--protein glycosyltransferase subunit STT3B" OR "STT3B" OR "Endothelin-converting enzyme 1" OR "ECE1" OR "Probable U3 small nucleolar RNA-associated protein 11" OR "UTP11" OR "CDK5 and ABL1 enzyme substrate 2" OR "CABL2" OR "Lactosylceramide 4-alpha-galactosyltransferase (Fragment)" OR "A4GAT" OR "Phosphatidylinositol 4-kinase alpha" OR "PI4KA" OR "Beta-1,3-glucan-binding protein" OR "BGBP" OR "Carnosine N-methyltransferase" OR "CARME" OR "Myrosinase 1" OR "MYRO1" OR "E3 ubiquitin-protein ligase RNF181" OR "RN181" OR "Autophagy protein 12-like" OR "APG12" OR "Facilitated trehalose transporter Tret1" OR "TRET1" OR "Calsyntenin-1" OR "CSTN1" OR "UDP-glucuronic acid decarboxylase 1" OR "UXS1" OR "Neurexin-4" OR "NRX4" OR "Alstrom syndrome protein 1" OR "ALMS1" OR "Protein outspread" OR "OSP" OR "Glucose-6-phosphate 1-dehydrogenase" OR "G6PD" OR "Transposable element P transposase" OR "PELET" OR "Valacyclovir hydrolase" OR "BPHL" OR "Rattus norvegicus OX=10116 GN=Kcnh8 PE=2 SV=2" OR "KCNH8" OR "Rattus norvegicus OX=10116 GN=Ctsh PE=1 SV=1" OR "CATH" OR "Centromere protein X" OR "CENPX" OR "Integrator complex subunit 1" OR "INT1" OR "AMP deaminase 2" OR "AMPD2" OR "Clavesin-1" OR "CLVS1" OR "RNDNA-directed RNA polymerase" OR "RDRP" OR "Anillin" OR "ANLN" OR "Phosphoinositide 3-kinase regulatory subunit 4" OR "PI3R4" OR "Protein groucho" OR "GROU" OR "Acetylcholinesterase" OR "ACES" OR "DNA-directed RNA polymerase III subunit RPC8" OR "RPC8" OR "Intraflagellar transport protein 172 homolog" OR "OSM1" OR "Vacuolar protein sorting-associated protein 13B" OR "VP13B" OR "PAX-interacting protein 1" OR "PAXI1" OR "Transmembrane protease serine 9" OR "TMPS9" OR "Chymotrypsin-2" OR "CTR2" OR "Prostaglandin E2 receptor EP3 subtype" OR "PE2R3" OR "2-oxoglutarate dehydrogenase, mitochondrial" OR "ODO1" OR "Probable multidrug resistance-associated protein lethal(2)03659" OR "L259" OR "Transmembrane emp24 domain-containing protein bai" OR "TMEDA" OR "Zinc transporter 7" OR "ZNT7" OR NA "GFPT1" OR "Chimeric ERCC6-PGBD3 protein" OR "ERPG3" OR "Retrovirus-related Pol polyprotein from transposon 412" OR "POL4" OR "Histone-lysine N-methyltransferase 2D" OR "KMT2D" OR "Receptor-type tyrosine-protein phosphatase N2" OR "PTPR2" OR "Myocardin-related transcription factor B" OR "MRTFB" OR "Nitric oxide synthase-like protein" OR "NOSL" OR "Glyoxylate reductase/hydroxypyruvate reductase" OR "GRHPR" OR "GPI mannosyltransferase 2" OR "PIGV" OR "Dorsal-ventral patterning protein tolloid" OR "TLD" OR "Calpain-D" OR "CAND" OR "Serine hydrolase-like protein" OR "SERHL" OR "Centromere protein J" OR "CENPJ" OR "Glucose-6-phosphate exchanger SLC37A2" OR "G6PT3" OR "Gamma-secretase subunit pen-2" OR "PEN2" OR "SWI/SNF-related matrix-associated actin-dependent regulator of chromatin subfamily B member 1-A" OR "SNF5" OR "Putative serine/threonine-protein kinase haspin homolog" OR "HASP" OR "Phosphatidylinositol N-acetylglucosaminyltransferase subunit P" OR "PIGP" OR "Mitogen-activated protein kinase kinase kinase 9" OR "M3K9" OR "UNC93-like protein" OR "UN93L" OR "Origin recognition complex subunit 3" OR "ORC3" OR "ADP-dependent glucokinase" OR "ADPGK" OR "Lysosomal alpha-mannosidase" OR "MA2B1" OR "Exocyst complex component 7" OR "EXOC7" OR "Ankyrin repeat and fibronectin type-III domain-containing protein 1" OR "ANKF1" OR "Zwei Ig domain protein zig-8" OR "ZIG8" OR "Histone-lysine N-methyltransferase SETMAR" OR "SETMR" OR "Transcription factor BTF3 homolog 4" OR "BT3L4" OR "Transposon TX1 uncharacterized 149 kDa protein" OR "YTX2" OR "A-kinase anchor protein 9" OR "AKAP9" OR "Dynein heavy chain 10, axonemal" OR "DYH10" OR "26S proteasome regulatory subunit 8" OR "PRS8" OR "Fatty acid 2-hydroxylase" OR "FA2H" OR "Neuropathy target esterase sws" OR "SWS" OR "Ornithine decarboxylase" OR "DCOR" OR "Uncharacterized 91 kDa protein in cob intron" OR "YMC6" OR "Phosphatidylinositol-binding clathrin assembly protein LAP" OR "PICAL" OR "Rattus norvegicus OX=10116 GN=Arhgef11 PE=1 SV=1" OR "ARHGB" OR "Solute carrier family 2, facilitated glucose transporter member 3" OR "GTR3" OR "Serine/threonine-protein kinase N2" OR "PKN2" OR "Glucose-induced degradation protein 4 homolog" OR "GID4" OR "Putative nicotine oxidoreductase" OR "NICA" OR "Sex-specific storage-protein 1" OR "SSP1" OR "NUAK family SNF1-like kinase 1" OR "NUAK1" OR "Peptidoglycan-recognition protein LB" OR "PGPLB" OR "TM2 domain-containing protein CG10795" OR "TM2D1" OR "Phosphatidylinositol 4-phosphate 3-kinase C2 domain-containing subunit alpha" OR "P3C2A" OR "Putative ferric-chelate reductase 1 homolog" OR "FRRS1" OR "Peroxisomal acyl-coenzyme A oxidase 3" OR "ACOX3" OR "Structure-specific endonuclease subunit SLX1 homolog" OR "SLX1" OR "Inosine triphosphate pyrophosphatase" OR "ITPA" OR "Cytoplasmic FMR1-interacting protein" OR "CYFIP" OR "Alpha-(1,3)-fucosyltransferase C" OR "FUCTC" OR "Cholinesterase" OR "CHLE" OR "Rattus norvegicus OX=10116 GN=Tmem39a PE=2 SV=1" OR "TM39A" OR "Protein tipE" OR "TIPE" OR "Hydroxyacylglutathione hydrolase, mitochondrial" OR "GLO2" OR "Sodium/potassium-transporting ATPase subunit beta-2" OR "ATPB2" OR "Aldo-keto reductase AKR2E4" OR "AK2E4" OR "Protein stoned-B" OR "STNB" OR "General transcription factor IIH subunit 1" OR "TF2H1" OR "Tyrosine-protein kinase hopscotch" OR "JAK" OR "Nuclear pore complex protein Nup58" OR "NUP58" OR "Tubulin beta-4 chain" OR "TBB4" OR "Dachshund homolog 1" OR "DACH1" OR "Homeobox protein Hox-A1 (Fragment)" OR "HXA1" OR "CCAAT/enhancer-binding protein zeta" OR "CEBPZ" OR "Putative OPA3-like protein CG13603" OR "OPA32" OR "DNA repair protein XRCC3" OR "XRCC3" OR "Digestive organ expansion factor homolog" OR "DIEXF" OR "3'(2'),5'-bisphosphate nucleotidase 1" OR "BPNT1" OR "Protein prenyltransferase alpha subunitWD repeat-containing protein 1-B (Fragment)" OR "PTR1B" OR "Homeotic protein distal-less" OR "DLL" OR "Tight junction-associated protein 1" OR "TJAP1" OR "Multiple inositol polyphosphate phosphatase 1" OR "MINP1" OR "Ras-related protein Rac1" OR "RAC1" OR "Transmembrane protein 132B" OR "T132B" OR "yemanuclein" OR "YEMA" OR "Clathrin interactor 1" OR "EPN4" OR "Rattus norvegicus OX=10116 GN=Shtn1 PE=1 SV=1" OR "SHOT1" OR "Anamorsin homolog" OR "DRE2" OR "Leukocyte tyrosine kinase receptor" OR "LTK" OR "Activin receptor type-1" OR "ACVR1" OR "Calmodulin-like protein 4" OR "CALL4" OR "Toll-like receptor 4" OR "TLR4" OR "Catenin alpha" OR "CTNA" OR "E3 ubiquitin-protein ligase CBL" OR "CBL" OR "Protein 5NUC" OR "5NTD" OR "26S proteasome non-ATPase regulatory subunit 8" OR "PSMD8" OR "Nuclear pore complex protein Nup98-Nup96" OR "NUP98" OR "tRNA pseudouridine synthase-like 1" OR "PUSL1" OR "Rho guanine nucleotide exchange factor 26" OR "ARHGQ" OR "Protein gooseberry-neuro" OR "GSBN" OR "Phenoloxidase-activating enzyme" OR "PPAE" OR "Fumarylacetoacetase" OR "FAAA" OR "Transcription factor HNF-4 homolog" OR "HNF4" OR "Fanconi-associated nuclease 1" OR "FAN1" OR "Protein FAM122A" OR "F122A" OR "Cilia- and flagella-associated protein 44" OR "CFA44" OR "Homeobox protein six1b" OR "SIX1B" OR "Transcription factor MafK" OR "MAFK" OR "Serine/threonine-protein kinase PAK mbt" OR "PAKM" OR "Protein vav" OR "VAV" OR "Actin-binding protein IPP" OR "IPP" OR "Multidrug resistance protein homolog 49" OR "MDR49" OR "Rattus norvegicus OX=10116 GN=Fam98a PE=2 SV=1" OR "FA98A" OR "Rho GTPase-activating protein 190" OR "RG190" OR "Glucose-6-phosphate isomerase" OR "G6PI" OR "Serine/threonine-protein kinase Genghis Khan" OR "GEK" OR "Aryl hydrocarbon receptor" OR "AHR" OR "Serine protease gd" OR "GD" OR "Rattus norvegicus OX=10116 GN=Tpcn1 PE=1 SV=2" OR "TPC1" OR "t-SNARE domain-containing protein 1" OR "TSNA1" OR "RISC-loading complex subunit tarbp2" OR "TRBP2" OR "Cytochrome P450 4C1" OR "CP4C1" OR "Transmembrane 9 superfamily member 3" OR "TM9S3" OR "High mobility group protein DSP1" OR "HMG2" OR "Histone H1" OR "H1" OR "Ceramide-1-phosphate transfer protein" OR "CPTP" OR "Transforming growth factor-beta-induced protein ig-h3" OR "BGH3" OR "Puff-specific protein Bx42" OR "BX42" OR "Putative 115 kDa protein in type-1 retrotransposable element R1DM" OR "Y2R2" OR "Cell death activator CIDE-A" OR "CIDEA" OR "Endoplasmic reticulum-Golgi intermediate compartment protein 2" OR "ERGI2" OR "Tubulin polyglutamylase TTLL4" OR "TTLL4" OR "Hemicentin-2" OR "HMCN2" OR "TBP-related factor" OR "TRF" OR "Rattus norvegicus OX=10116 GN=Chdh PE=1 SV=1" OR "CHDH" OR "Cystathionine beta-synthase" OR "CBS" OR "Syntaxin-5" OR "STX5" OR "Transmembrane protein 179" OR "T179A" OR "DNA transposase THAP9" OR "THAP9" OR "Ras-specific guanine nucleotide-releasing factor 2" OR "RGRF2" OR "Alpha-tocopherol transfer protein-like" OR "TTPAL" OR "Calcium-independent phospholipase A2-gamma" OR "PLPL8" OR "Rattus norvegicus OX=10116 GN=Capn11 PE=2 SV=2" OR "CAN11" OR "Phosphatidylinositol 5-phosphate 4-kinase type-2 beta" OR "PI42B" OR "Sus scrofa OX=9823 GN=PIP4K2A PE=2 SV=1" OR "PI42A" OR "Cyclin-dependent kinase 2" OR "CDK2" OR "Protein-L-isoaspartate(D-aspartate) O-methyltransferase" OR "PIMT" OR "UPF0587 protein GA18326" OR "U587" OR "Transcription elongation factor, mitochondrial" OR "TEFM" OR "Retinal dehydrogenase 1" OR "AL1A1" OR "Protein son of sevenless" OR "SOS" OR "Porphobilinogen deaminase" OR "HEM3" OR "Rattus norvegicus OX=10116 GN=Tomm20 PE=1 SV=2" OR "TOM20" OR "GPI mannosyltransferase 1" OR "PIGM" OR "Calpain-A" OR "CANA" OR "Aquaporin" OR "AQP" OR "Deubiquitinase DESI2" OR "DESI2" OR "Three prime repair exonuclease 2" OR "TREX2" OR "Protein pelota" OR "PELO" OR "Latrophilin Cirl" OR "LPHN" OR "Protein takeout" OR "TAKT" OR "Glutamate receptor ionotropic, kainate 2" OR "GRIK2" OR "Phosphoglycolate phosphatase 2" OR "PGP2" OR "Translocation protein SEC62" OR "SEC62" OR "Probable serine hydrolase" OR "KRAK" OR "Synaptic vesicle glycoprotein 2A" OR "SV2A" OR "Conserved oligomeric Golgi complex subunit 5" OR "COG5" OR "Syntaxin-18" OR "STX18" OR "Retinol-binding protein pinta" OR "PINTA" OR "Charged multivesicular body protein 2a" OR "CHM2A" OR "Probable E3 ubiquitin-protein ligase sinah" OR "SINAL" OR "Alpha-1,3-mannosyl-glycoprotein 2-beta-N-acetylglucosaminyltransferase" OR "MGAT1" OR "Probable DNA mismatch repair protein Msh6" OR "MSH6" OR "60S ribosomal protein L4" OR "RL4" OR "Rattus norvegicus OX=10116 GN=Pex3 PE=1 SV=1" OR "PEX3" OR "Centrobin" OR "CNTRB" OR "E3 ubiquitin-protein ligase SH3RF1" OR "SH3R1" OR "Cytochrome P450 6B4" OR "CP6B4" OR "Esterase E4" OR "ESTE" OR "Isocitrate dehydrogenase" OR "IDH3B" OR "Solute carrier family 46 member 3" OR "S46A3" OR "Monocarboxylate transporter 7" OR "MOT7" OR "Conserved oligomeric Golgi complex subunit 7" OR "COG7" OR "Hexokinase-2" OR "HXK2" OR "Alpha-(1,6)-fucosyltransferase" OR "FUT8" OR "Rattus norvegicus OX=10116 GN=Impact PE=1 SV=1" OR "IMPCT" OR "Transposon Tf2-6 polyprotein" OR "TF26" OR "Bifunctional peptidase and (3S)-lysyl hydroxylase Jmjd7" OR "JMJD7" OR "Actin-like protein 6A" OR "ACL6A" OR "15-hydroxyprostaglandin dehydrogenase" OR "PGDH" OR "Mothers against decapentaplegic homolog 3" OR "SMAD3" OR "Endothelin-converting enzyme homolog" OR "ECE" OR "CLIP-associating protein" OR "CLASP" OR "Probable alpha-aspartyl dipeptidase" OR "PEPE" OR "Visual pigment-like receptor peropsin" OR "OPSX" OR "Collagen alpha-1(XV) chain" OR "COFA1" OR "Pleckstrin homology-like domain family B member 2" OR "PHLB2" OR "Nucleolar complex protein 3 homolog" OR "NOC3L" OR "SID1 transmembrane family member 1" OR "SIDT1" OR "Receptor-type guanylate cyclase Gyc76C" OR "GC76C" OR "Rattus norvegicus OX=10116 GN=Bloc1s5 PE=1 SV=1" OR "BL1S5" OR "Lactase-phlorizin hydrolase" OR "LPH" OR "Protein adenylyltransferase Fic" OR "FICD" OR "5-demethoxyubiquinone hydroxylase, mitochondrial" OR "COQ7")

# Figure S1. Summary distributions of quality-filtered variants used in GWAS analyses.

(a) Site mean proportion missing data; (b) site average mean read depth (c) individual mean proportion missing data; (d) site mean minor allele frequency.

(a) (b) (c) (d)

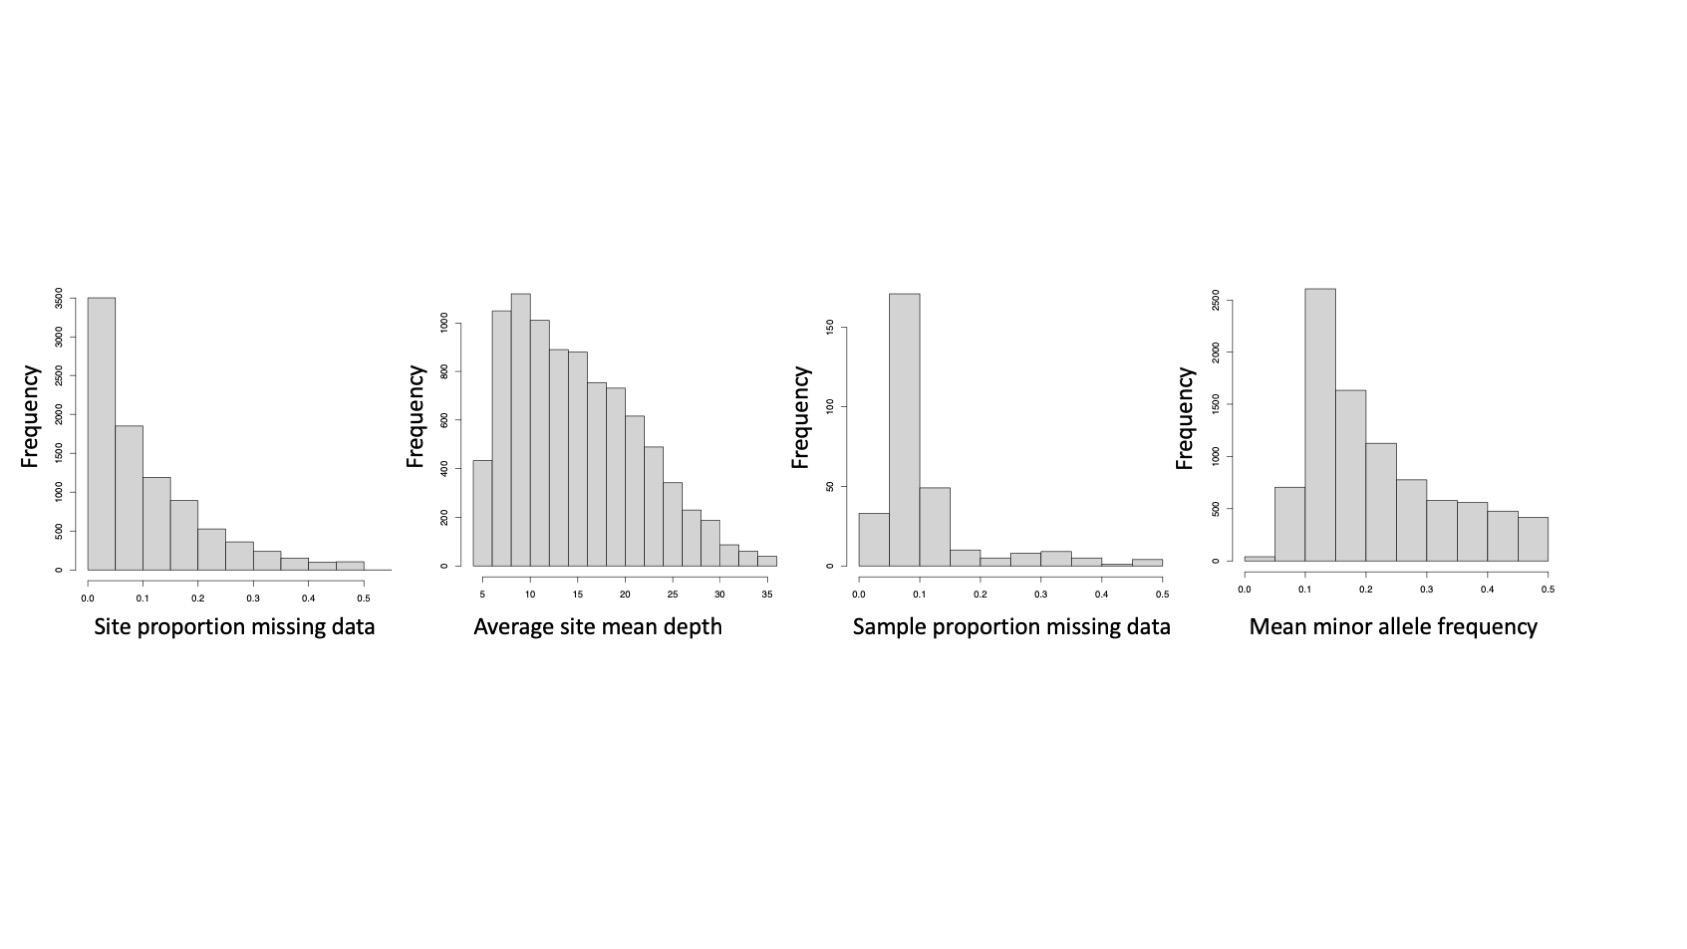

# Figure S2. GWAS model setup.

(a) First six GWAS principle components of population structure, and variance explained across all PCs. (b) GWAS kinship structure within populations (approximate relationships: cousin (above green line); half-sibs (above blue line); siblings (above yellow line); mono-zygotic twins (above red line). (c) Forewing measurement. The two lines indicated were highly correlated across samples. We focused analyses on the shorter of the two measures since it was available across all samples.

(a)

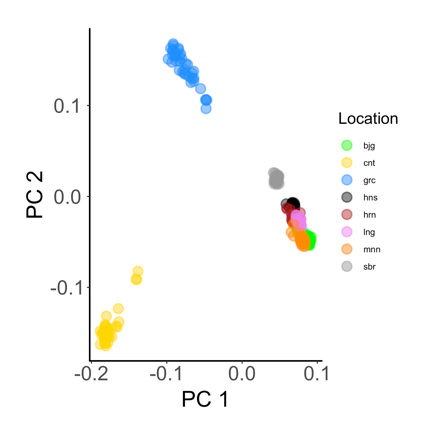

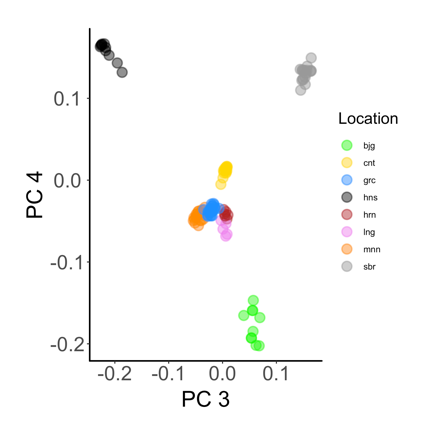

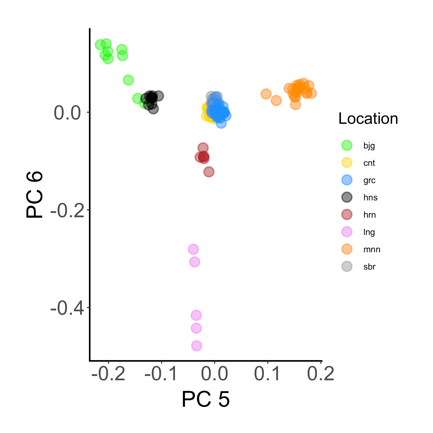

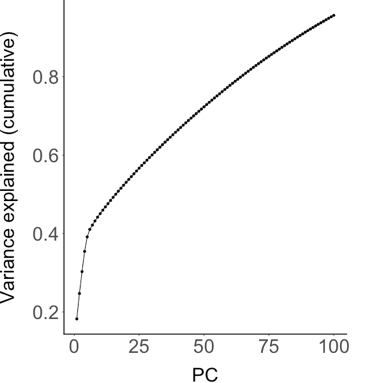

(b)

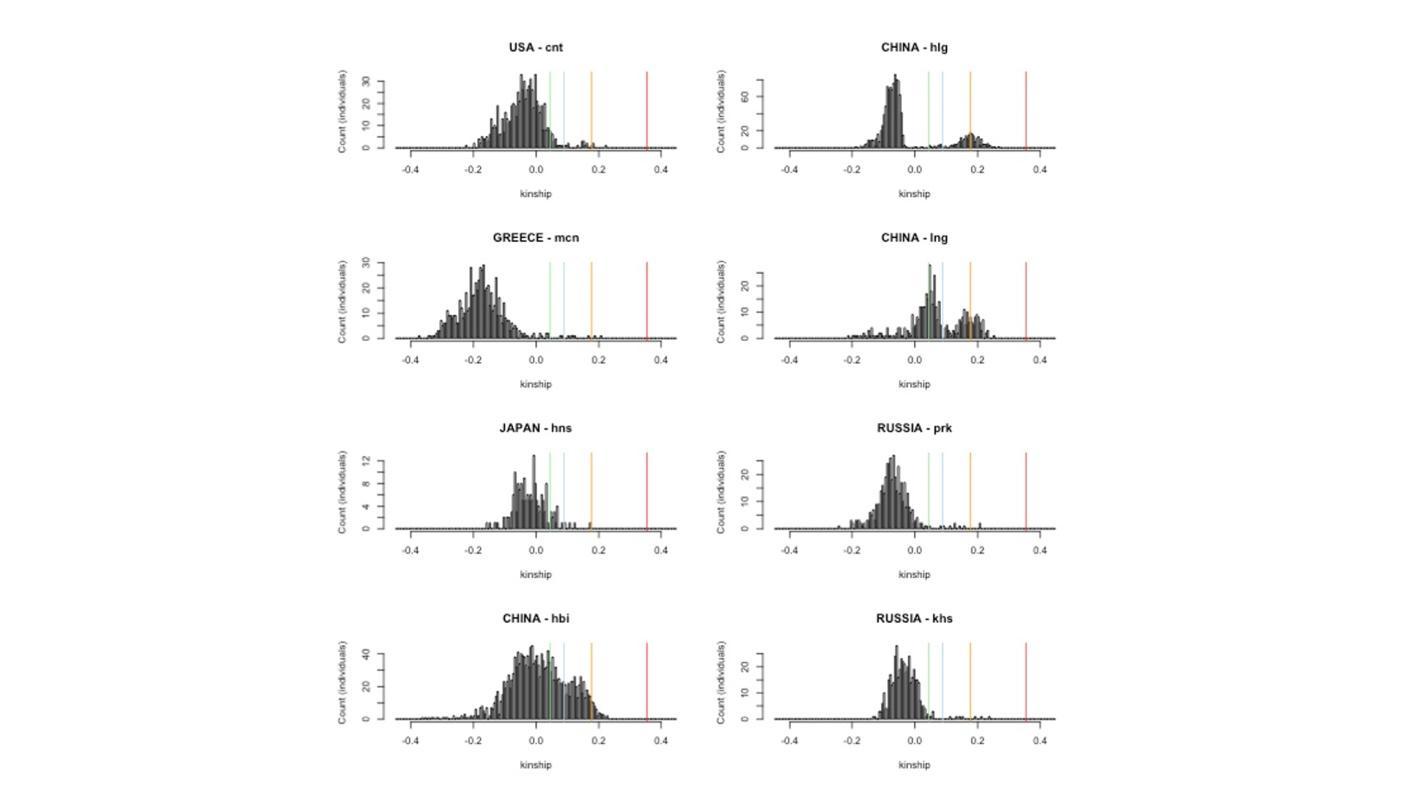

(c)

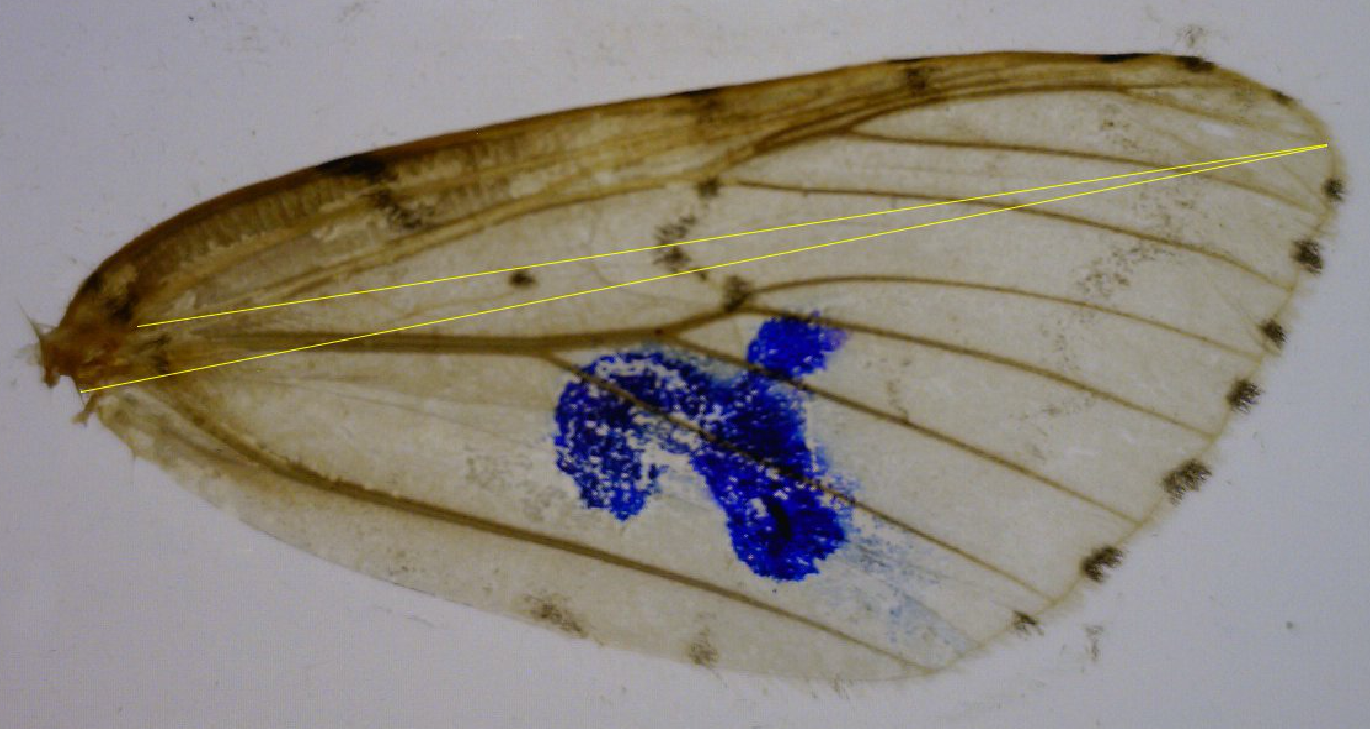

# Figure S3. GWAS model output.

Statistical diagnostics of converged models for flight propensity and forewing length: (a) Genomic inflation factor (b) Akaike’s information criterion (c) p-value distribution (d) quantile-quantile plots (e) pairwise model comparisons of locus probability rankings across loci. In all images “Q” reflects inclusion of PCs of population structure, and “K” reflects inclusion of a kinship matrix. “stepwise” reflects stepwise model choice of an optimum number of population structure PCs (this produced a convergent GWAS model only for the forewing length data, based on the kinship matrix and PCs 1, 3 and 4). Numbers reflect the number of manually included PCs.

(a)

FLIGHT CAPABILITY FOREWING LENGTH

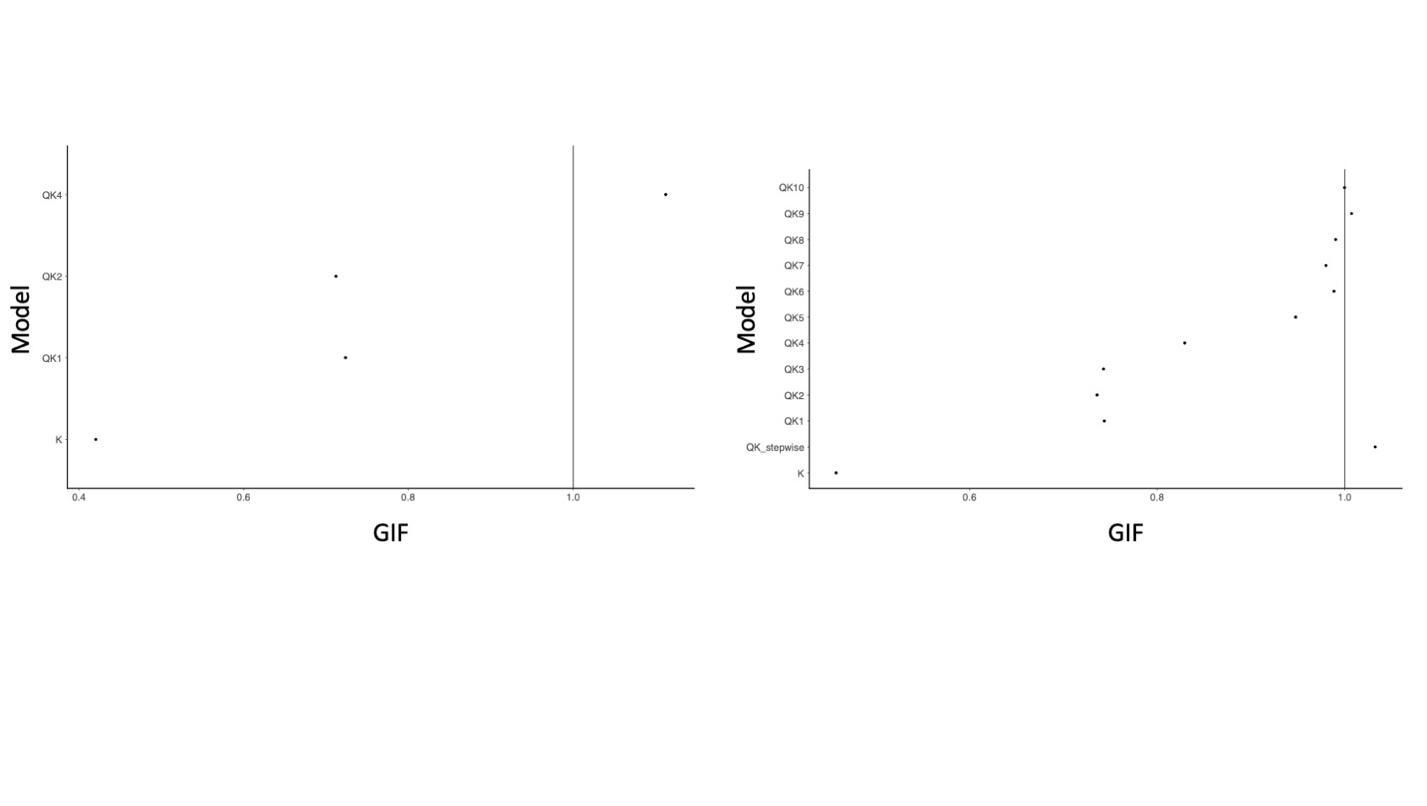

(b)

FLIGHT CAPABILITY FOREWING LENGTH

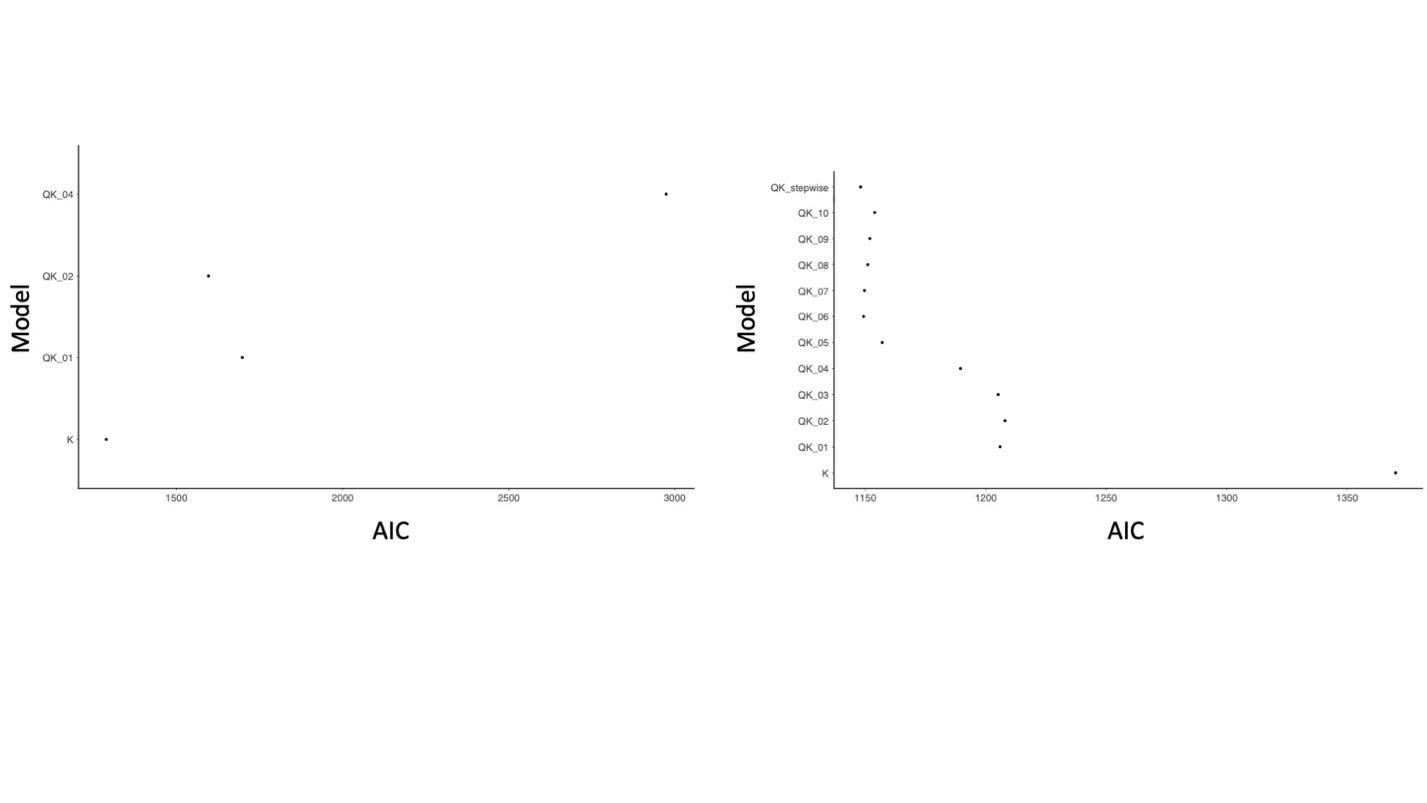

(c)

FLIGHT CAPABILITY

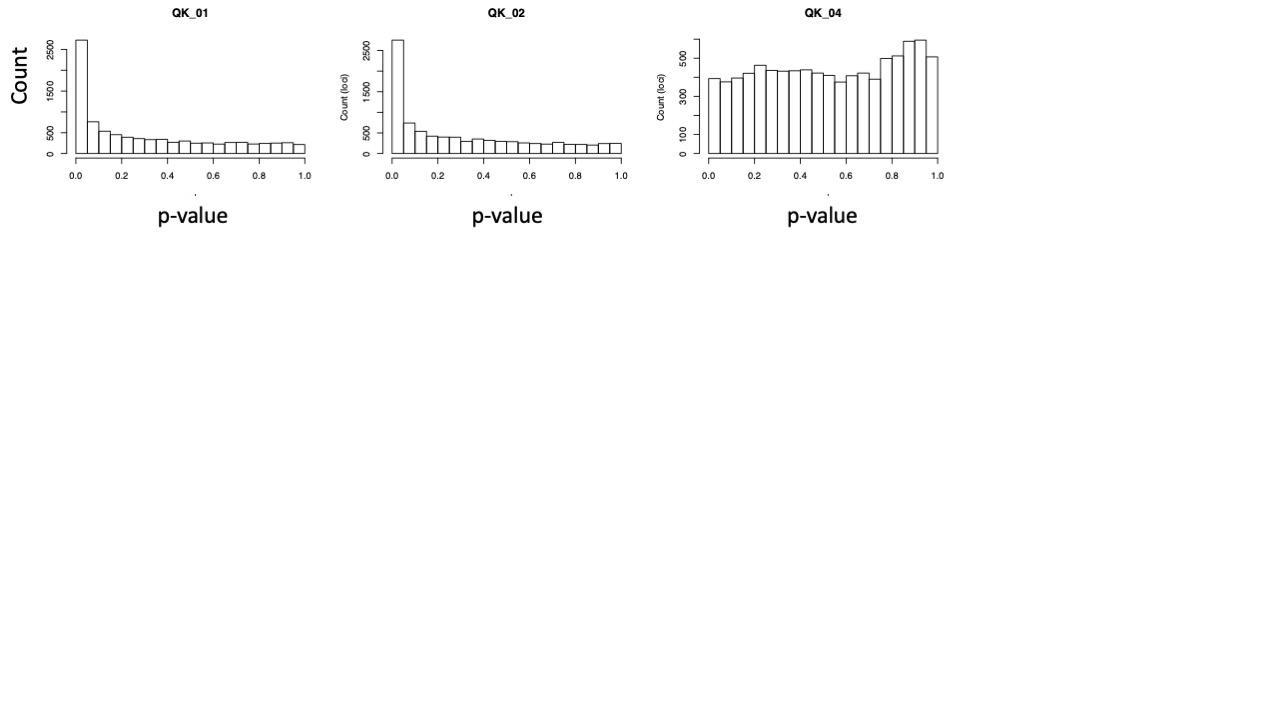

FOREWING LENGTH

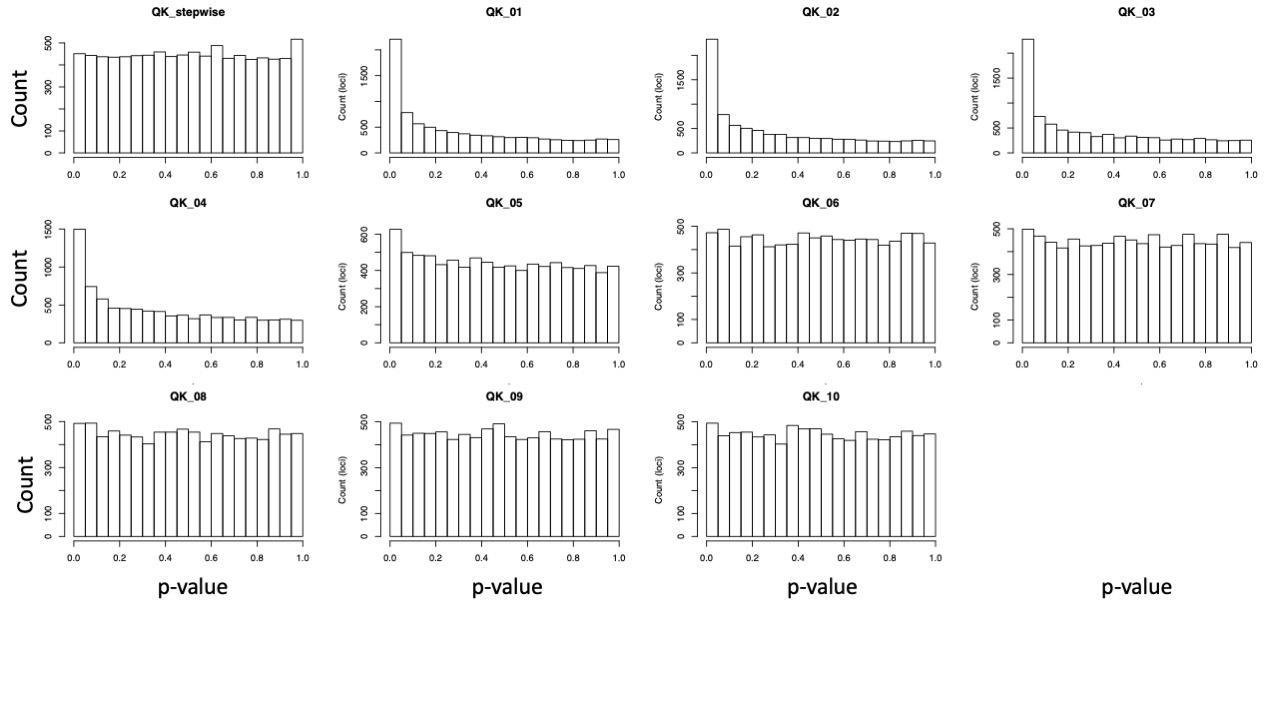

(d)

FLIGHT FOREWING LENGTH

CAPABILITY

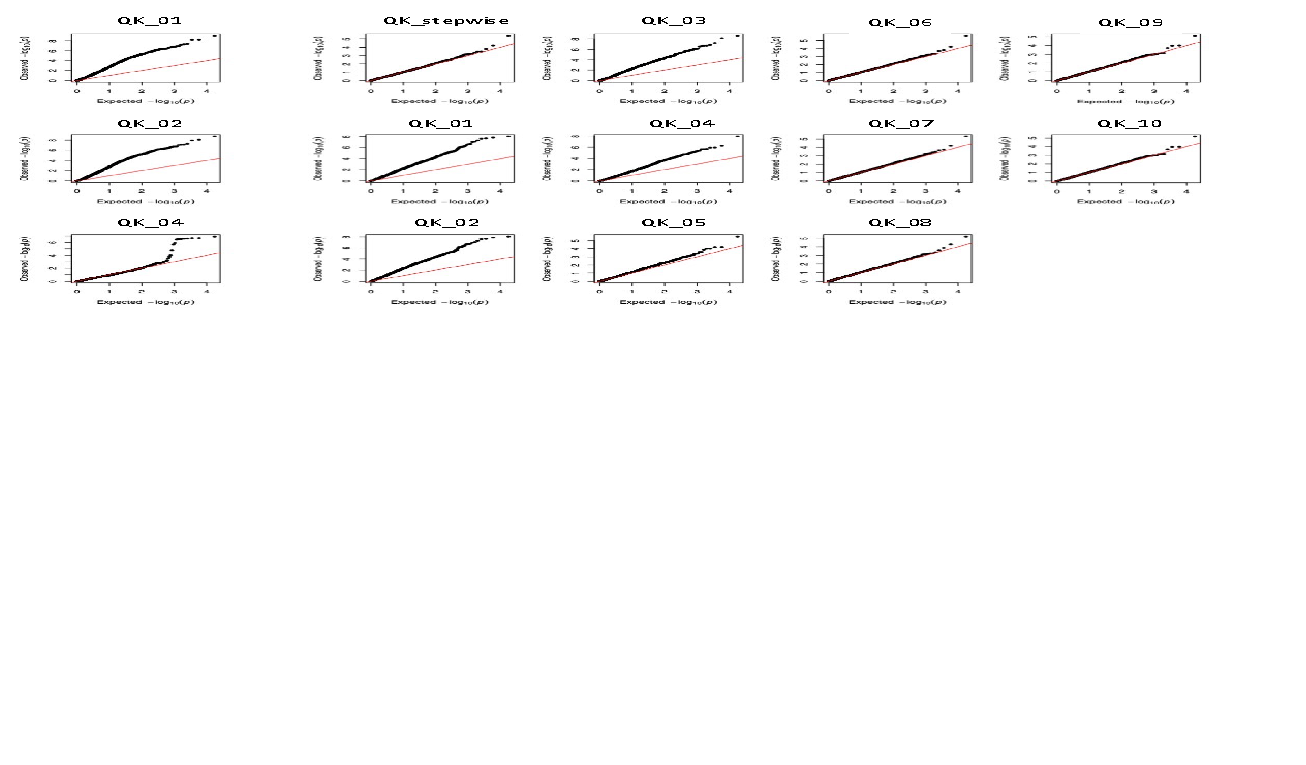

(e)

FLIGHT CAPABILITY FOREWING LENGTH

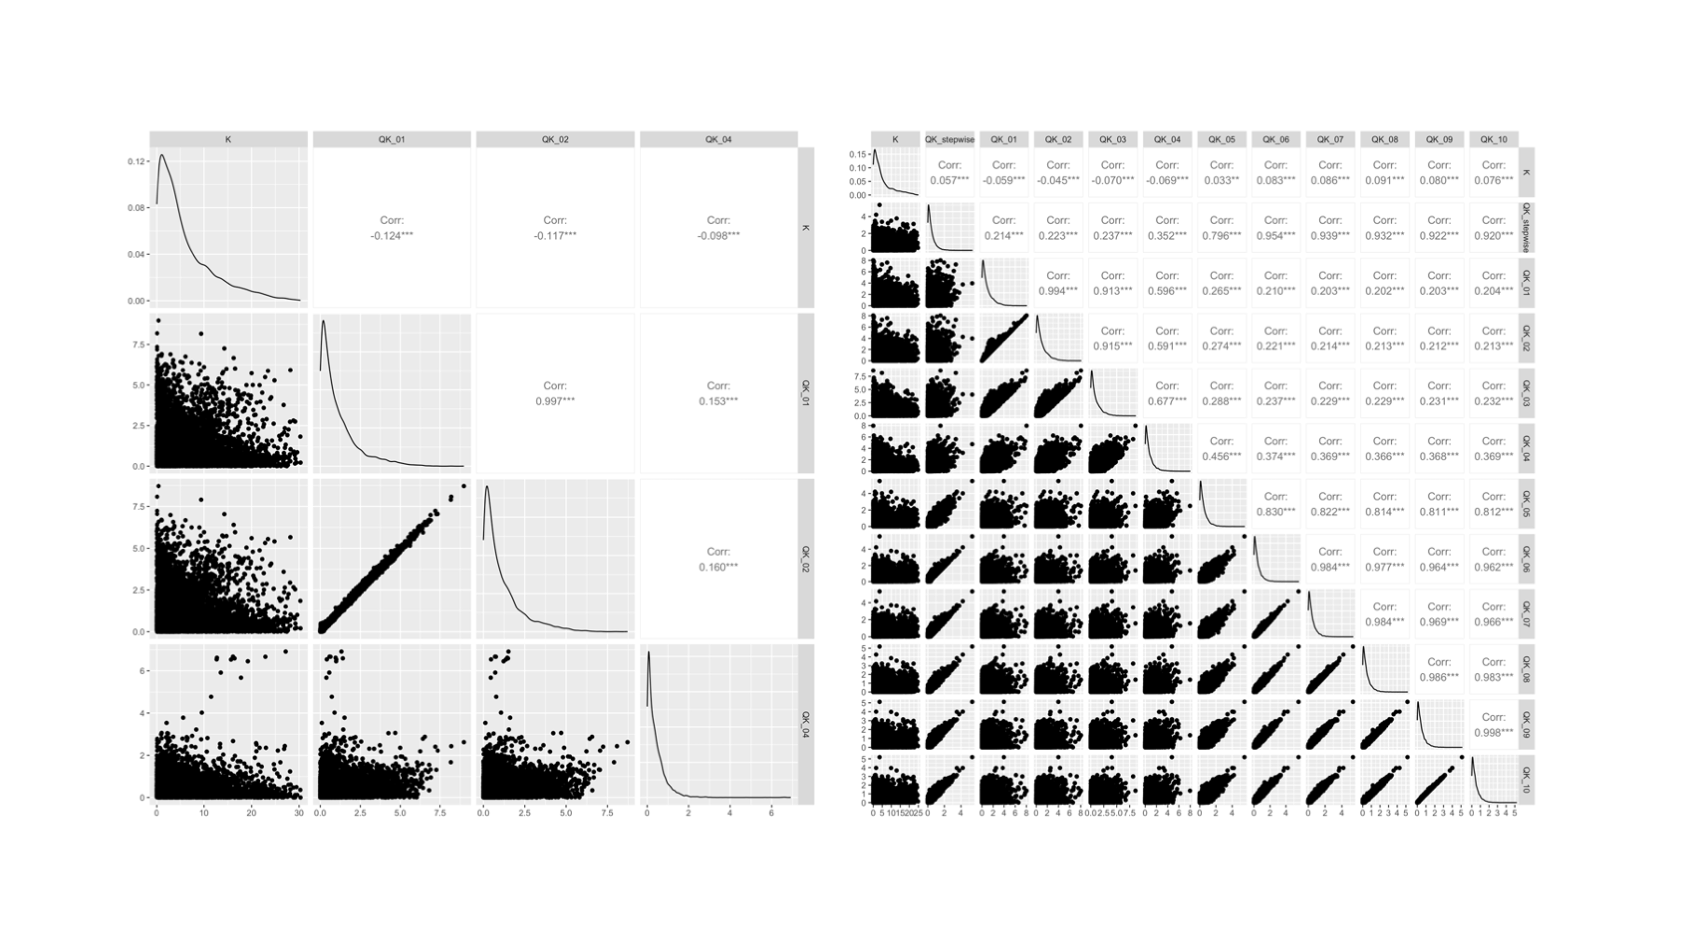

# Figure S4. qPCR output.

**
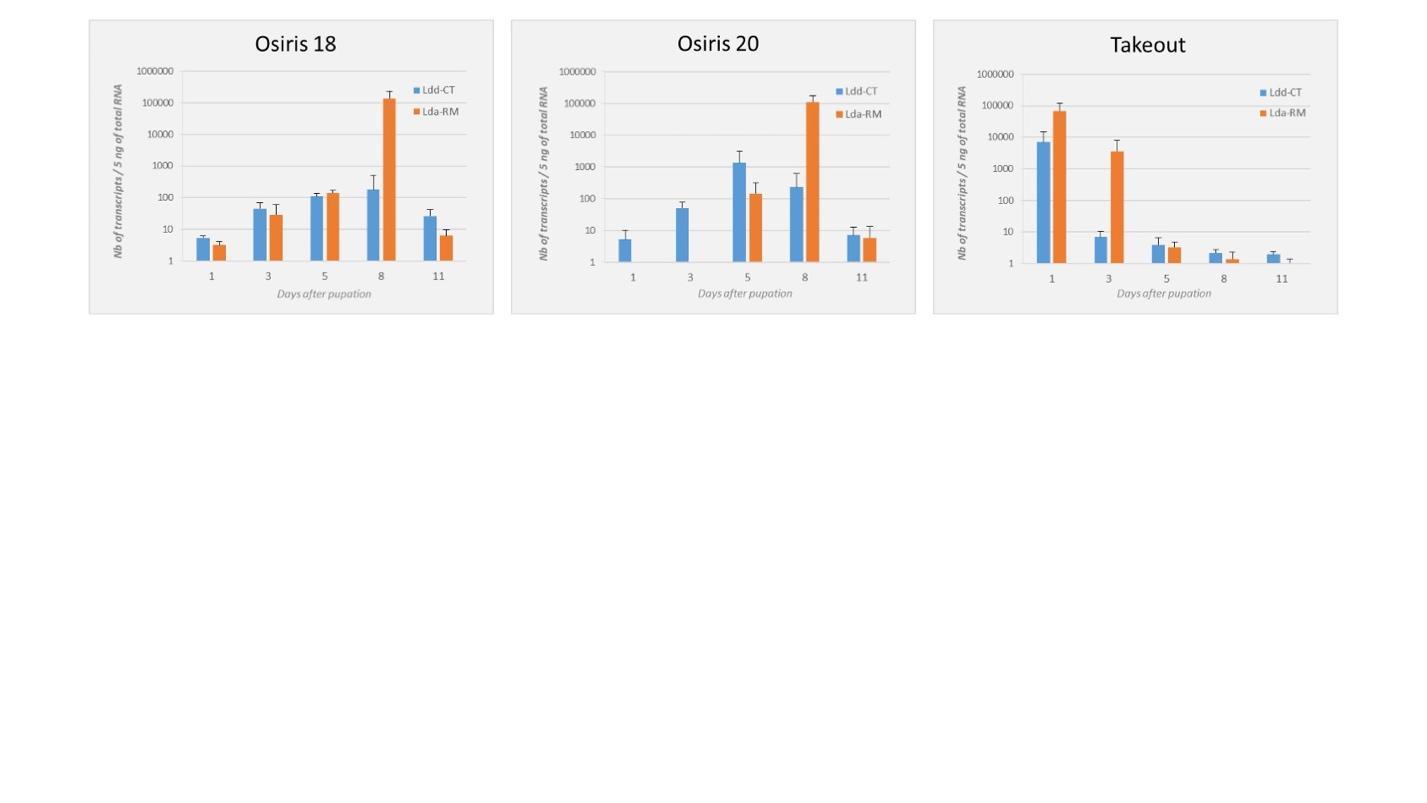
**

# Figure S5. Promoter analysis.

1. Osiris 18.

CLUSTAL O(1.2.4) multiple sequence alignment

Lda_tig00037198_rc_pom_O18 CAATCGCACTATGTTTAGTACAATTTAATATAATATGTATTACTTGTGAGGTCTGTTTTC 60

HiC_scaffold_154_rc_prom_O18 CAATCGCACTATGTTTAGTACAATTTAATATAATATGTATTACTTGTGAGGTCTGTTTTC 60

Ldj_tig00077247_prom_O18 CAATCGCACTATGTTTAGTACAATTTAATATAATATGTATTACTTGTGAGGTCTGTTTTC 60

Lda_tig00037198_rc_pom_O18 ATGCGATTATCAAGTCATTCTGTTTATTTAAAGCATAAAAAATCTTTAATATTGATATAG 120

HiC_scaffold_154_rc_prom_O18 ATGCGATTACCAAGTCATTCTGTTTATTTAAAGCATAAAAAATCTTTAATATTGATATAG 120

Ldj_tig00077247_prom_O18 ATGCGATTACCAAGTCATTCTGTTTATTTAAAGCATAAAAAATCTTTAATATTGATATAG 120

Lda_tig00037198_rc_pom_O18 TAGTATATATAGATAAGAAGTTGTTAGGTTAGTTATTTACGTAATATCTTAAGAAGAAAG 180

HiC_scaffold_154_rc_prom_O18 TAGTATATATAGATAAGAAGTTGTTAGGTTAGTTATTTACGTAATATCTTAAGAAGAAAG 180

Ldj_tig00077247_prom_O18 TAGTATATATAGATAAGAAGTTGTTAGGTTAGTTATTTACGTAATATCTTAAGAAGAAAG 180

Lda_tig00037198_rc_pom_O18 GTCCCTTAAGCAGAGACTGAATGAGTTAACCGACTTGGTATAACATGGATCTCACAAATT 240

HiC_scaffold_154_rc_prom_O18 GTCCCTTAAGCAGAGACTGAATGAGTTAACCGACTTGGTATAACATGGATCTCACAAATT 240

Ldj_tig00077247_prom_O18 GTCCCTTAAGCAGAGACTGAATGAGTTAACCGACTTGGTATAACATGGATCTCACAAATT 240

Lda_tig00037198_rc_pom_O18 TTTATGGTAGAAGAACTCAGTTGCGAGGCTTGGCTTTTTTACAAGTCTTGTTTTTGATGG 300

HiC_scaffold_154_rc_prom_O18 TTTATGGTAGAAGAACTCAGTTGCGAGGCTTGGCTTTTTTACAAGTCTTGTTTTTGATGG 300

Ldj_tig00077247_prom_O18 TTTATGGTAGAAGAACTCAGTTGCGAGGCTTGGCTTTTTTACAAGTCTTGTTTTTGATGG 300

Lda_tig00037198_rc_pom_O18 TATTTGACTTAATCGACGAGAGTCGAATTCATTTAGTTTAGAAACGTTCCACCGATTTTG 360

HiC_scaffold_154_rc_prom_O18 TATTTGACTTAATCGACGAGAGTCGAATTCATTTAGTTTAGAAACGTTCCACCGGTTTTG 360

Ldj_tig00077247_prom_O18 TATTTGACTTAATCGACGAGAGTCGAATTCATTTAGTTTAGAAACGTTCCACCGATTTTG 360

Lda_tig00037198_rc_pom_O18 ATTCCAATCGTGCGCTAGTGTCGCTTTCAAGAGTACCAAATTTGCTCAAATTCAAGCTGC 420

HiC_scaffold_154_rc_prom_O18 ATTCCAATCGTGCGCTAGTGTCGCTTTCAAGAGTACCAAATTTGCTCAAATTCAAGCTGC 420

Ldj_tig00077247_prom_O18 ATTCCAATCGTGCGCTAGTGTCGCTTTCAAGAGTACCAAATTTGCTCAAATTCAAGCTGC 420

Lda_tig00037198_rc_pom_O18 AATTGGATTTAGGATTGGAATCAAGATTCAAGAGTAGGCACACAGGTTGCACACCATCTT 480

HiC_scaffold_154_rc_prom_O18 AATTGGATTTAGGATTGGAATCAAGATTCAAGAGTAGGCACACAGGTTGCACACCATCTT 480

Ldj_tig00077247_prom_O18 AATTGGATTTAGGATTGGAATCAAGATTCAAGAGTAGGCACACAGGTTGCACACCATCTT 480

Lda_tig00037198_rc_pom_O18 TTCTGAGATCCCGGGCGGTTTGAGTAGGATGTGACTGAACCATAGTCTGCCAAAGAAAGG 540

HiC_scaffold_154_rc_prom_O18 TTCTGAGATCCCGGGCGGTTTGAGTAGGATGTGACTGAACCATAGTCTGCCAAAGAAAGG 540

Ldj_tig00077247_prom_O18 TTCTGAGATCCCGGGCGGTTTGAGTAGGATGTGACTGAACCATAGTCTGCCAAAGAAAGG 540

Lda_tig00037198_rc_pom_O18 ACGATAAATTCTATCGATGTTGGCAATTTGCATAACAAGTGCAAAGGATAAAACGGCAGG 600

HiC_scaffold_154_rc_prom_O18 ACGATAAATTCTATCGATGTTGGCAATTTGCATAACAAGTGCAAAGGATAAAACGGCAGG 600

Ldj_tig00077247_prom_O18 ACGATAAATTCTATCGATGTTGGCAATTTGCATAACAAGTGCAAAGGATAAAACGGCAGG 600

Lda_tig00037198_rc_pom_O18 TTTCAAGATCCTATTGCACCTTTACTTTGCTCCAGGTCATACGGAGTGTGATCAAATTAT 660

HiC_scaffold_154_rc_prom_O18 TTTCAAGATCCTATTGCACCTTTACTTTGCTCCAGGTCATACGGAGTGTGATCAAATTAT 660

Ldj_tig00077247_prom_O18 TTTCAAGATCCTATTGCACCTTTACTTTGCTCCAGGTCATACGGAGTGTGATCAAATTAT 660

Lda_tig00037198_rc_pom_O18 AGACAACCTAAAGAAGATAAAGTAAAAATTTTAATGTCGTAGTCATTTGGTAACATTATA 720

HiC_scaffold_154_rc_prom_O18 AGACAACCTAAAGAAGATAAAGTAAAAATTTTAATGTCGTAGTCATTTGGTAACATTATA 720

Ldj_tig00077247_prom_O18 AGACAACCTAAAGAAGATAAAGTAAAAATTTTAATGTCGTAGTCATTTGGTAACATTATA 720

Lda_tig00037198_rc_pom_O18 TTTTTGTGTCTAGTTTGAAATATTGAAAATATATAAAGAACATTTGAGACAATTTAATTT 780

HiC_scaffold_154_rc_prom_O18 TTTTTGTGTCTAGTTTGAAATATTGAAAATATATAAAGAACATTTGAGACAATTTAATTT 780

Ldj_tig00077247_prom_O18 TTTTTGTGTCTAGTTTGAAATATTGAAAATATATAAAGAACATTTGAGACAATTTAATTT 780

Lda_tig00037198_rc_pom_O18 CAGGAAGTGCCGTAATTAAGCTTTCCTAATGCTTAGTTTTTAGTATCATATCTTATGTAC 840

HiC_scaffold_154_rc_prom_O18 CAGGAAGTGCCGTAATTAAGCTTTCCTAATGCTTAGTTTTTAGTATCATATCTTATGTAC 840

Ldj_tig00077247_prom_O18 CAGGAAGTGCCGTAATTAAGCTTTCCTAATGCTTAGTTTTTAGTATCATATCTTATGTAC 840

Lda_tig00037198_rc_pom_O18 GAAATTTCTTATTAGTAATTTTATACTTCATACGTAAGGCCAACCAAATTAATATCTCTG 900

HiC_scaffold_154_rc_prom_O18 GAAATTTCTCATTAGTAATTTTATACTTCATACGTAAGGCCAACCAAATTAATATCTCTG 900

Ldj_tig00077247_prom_O18 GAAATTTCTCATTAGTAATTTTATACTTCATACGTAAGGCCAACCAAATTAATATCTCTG 900

Lda_tig00037198_rc_pom_O18 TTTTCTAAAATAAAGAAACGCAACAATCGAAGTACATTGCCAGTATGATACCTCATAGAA 960

HiC_scaffold_154_rc_prom_O18 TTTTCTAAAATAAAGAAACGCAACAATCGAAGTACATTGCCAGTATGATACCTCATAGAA 960

Ldj_tig00077247_prom_O18 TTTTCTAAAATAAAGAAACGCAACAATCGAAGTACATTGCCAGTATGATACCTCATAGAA 960

Lda_tig00037198_rc_pom_O18 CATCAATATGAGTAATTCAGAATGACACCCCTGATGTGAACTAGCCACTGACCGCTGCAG 1020

HiC_scaffold_154_rc_prom_O18 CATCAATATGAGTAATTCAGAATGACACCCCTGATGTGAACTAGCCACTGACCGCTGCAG 1020

Ldj_tig00077247_prom_O18 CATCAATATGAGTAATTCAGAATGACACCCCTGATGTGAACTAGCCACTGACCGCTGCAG 1020

Lda_tig00037198_rc_pom_O18 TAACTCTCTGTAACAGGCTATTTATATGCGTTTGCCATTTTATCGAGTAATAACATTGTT 1080

HiC_scaffold_154_rc_prom_O18 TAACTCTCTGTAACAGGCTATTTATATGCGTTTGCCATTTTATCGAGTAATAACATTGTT 1080

Ldj_tig00077247_prom_O18 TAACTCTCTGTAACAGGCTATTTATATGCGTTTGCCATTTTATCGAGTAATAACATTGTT 1080

Lda_tig00037198_rc_pom_O18 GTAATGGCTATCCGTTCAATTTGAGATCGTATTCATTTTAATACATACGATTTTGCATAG 1140

HiC_scaffold_154_rc_prom_O18 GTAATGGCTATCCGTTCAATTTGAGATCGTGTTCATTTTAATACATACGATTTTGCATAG 1140

Ldj_tig00077247_prom_O18 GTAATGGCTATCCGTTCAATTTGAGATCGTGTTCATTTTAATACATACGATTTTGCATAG 1140

Lda_tig00037198_rc_pom_O18 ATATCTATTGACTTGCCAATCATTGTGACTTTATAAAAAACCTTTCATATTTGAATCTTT 1200

HiC_scaffold_154_rc_prom_O18 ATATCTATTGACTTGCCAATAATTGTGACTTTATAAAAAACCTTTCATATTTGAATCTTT 1200

Ldj_tig00077247_prom_O18 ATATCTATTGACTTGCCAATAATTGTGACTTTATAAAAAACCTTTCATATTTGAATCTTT 1200

Lda_tig00037198_rc_pom_O18 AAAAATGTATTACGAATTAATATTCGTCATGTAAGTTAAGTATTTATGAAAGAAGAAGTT 1260

HiC_scaffold_154_rc_prom_O18 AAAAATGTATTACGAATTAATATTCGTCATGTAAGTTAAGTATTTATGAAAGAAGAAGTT 1260

Ldj_tig00077247_prom_O18 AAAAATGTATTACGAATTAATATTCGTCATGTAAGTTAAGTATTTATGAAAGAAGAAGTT 1260

Lda_tig00037198_rc_pom_O18 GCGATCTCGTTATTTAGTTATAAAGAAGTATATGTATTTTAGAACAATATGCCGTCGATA 1320

HiC_scaffold_154_rc_prom_O18 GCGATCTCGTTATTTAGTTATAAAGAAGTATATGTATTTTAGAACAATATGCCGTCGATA 1320

Ldj_tig00077247_prom_O18 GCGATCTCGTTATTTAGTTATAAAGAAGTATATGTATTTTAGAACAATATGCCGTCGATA 1320

Lda_tig00037198_rc_pom_O18 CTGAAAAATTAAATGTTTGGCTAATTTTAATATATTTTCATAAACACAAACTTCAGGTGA 1380

HiC_scaffold_154_rc_prom_O18 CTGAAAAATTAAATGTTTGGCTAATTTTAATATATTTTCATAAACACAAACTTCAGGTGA 1380

Ldj_tig00077247_prom_O18 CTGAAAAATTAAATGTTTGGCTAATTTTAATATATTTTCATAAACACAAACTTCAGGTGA 1380

Lda_tig00037198_rc_pom_O18 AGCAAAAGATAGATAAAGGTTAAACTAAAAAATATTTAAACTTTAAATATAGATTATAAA 1440

HiC_scaffold_154_rc_prom_O18 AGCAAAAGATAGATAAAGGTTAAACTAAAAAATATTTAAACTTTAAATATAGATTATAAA 1440

Ldj_tig00077247_prom_O18 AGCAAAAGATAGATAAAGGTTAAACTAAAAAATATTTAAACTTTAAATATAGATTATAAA 1440

Lda_tig00037198_rc_pom_O18 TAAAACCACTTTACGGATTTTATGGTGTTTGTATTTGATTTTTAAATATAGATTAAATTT 1500

HiC_scaffold_154_rc_prom_O18 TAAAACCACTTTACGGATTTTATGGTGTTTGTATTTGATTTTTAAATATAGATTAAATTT 1500

Ldj_tig00077247_prom_O18 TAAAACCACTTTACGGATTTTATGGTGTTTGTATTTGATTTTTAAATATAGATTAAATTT 1500

Lda_tig00037198_rc_pom_O18 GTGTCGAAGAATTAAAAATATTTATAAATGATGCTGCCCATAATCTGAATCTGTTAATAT 1560

HiC_scaffold_154_rc_prom_O18 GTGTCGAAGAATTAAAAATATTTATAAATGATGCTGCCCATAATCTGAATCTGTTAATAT 1560

Ldj_tig00077247_prom_O18 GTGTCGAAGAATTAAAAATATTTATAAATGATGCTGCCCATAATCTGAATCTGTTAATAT 1560

Lda_tig00037198_rc_pom_O18 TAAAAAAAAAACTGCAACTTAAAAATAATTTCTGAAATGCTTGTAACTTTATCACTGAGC 1620

HiC_scaffold_154_rc_prom_O18 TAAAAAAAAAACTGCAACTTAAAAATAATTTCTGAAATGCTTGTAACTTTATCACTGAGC 1620

Ldj_tig00077247_prom_O18 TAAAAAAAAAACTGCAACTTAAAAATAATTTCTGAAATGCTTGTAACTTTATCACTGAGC 1620

Lda_tig00037198_rc_pom_O18 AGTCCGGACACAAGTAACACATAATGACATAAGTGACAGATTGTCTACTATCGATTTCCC 1680

HiC_scaffold_154_rc_prom_O18 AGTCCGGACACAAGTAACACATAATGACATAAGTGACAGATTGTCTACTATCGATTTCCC 1680

Ldj_tig00077247_prom_O18 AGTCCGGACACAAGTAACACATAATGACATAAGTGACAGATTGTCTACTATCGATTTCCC 1680

Lda_tig00037198_rc_pom_O18 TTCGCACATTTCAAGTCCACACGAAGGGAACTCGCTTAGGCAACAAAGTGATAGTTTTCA 1740

HiC_scaffold_154_rc_prom_O18 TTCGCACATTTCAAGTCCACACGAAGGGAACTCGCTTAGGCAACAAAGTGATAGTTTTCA 1740

Ldj_tig00077247_prom_O18 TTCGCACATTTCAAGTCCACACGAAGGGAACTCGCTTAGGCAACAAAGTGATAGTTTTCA 1740

Lda_tig00037198_rc_pom_O18 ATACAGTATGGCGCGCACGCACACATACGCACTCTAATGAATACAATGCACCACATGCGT 1800

HiC_scaffold_154_rc_prom_O18 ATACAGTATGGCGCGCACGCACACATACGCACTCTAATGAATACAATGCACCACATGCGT 1800

Ldj_tig00077247_prom_O18 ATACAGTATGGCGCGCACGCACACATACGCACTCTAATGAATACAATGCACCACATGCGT 1800

Lda_tig00037198_rc_pom_O18 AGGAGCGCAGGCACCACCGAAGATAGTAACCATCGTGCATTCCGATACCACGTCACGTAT 1860

HiC_scaffold_154_rc_prom_O18 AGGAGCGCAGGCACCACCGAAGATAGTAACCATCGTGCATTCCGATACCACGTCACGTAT 1860

Ldj_tig00077247_prom_O18 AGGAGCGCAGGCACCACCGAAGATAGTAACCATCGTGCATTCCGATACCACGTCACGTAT 1860

BREu TATAbox BREd TSS+1 ⌐>

Lda_tig00037198_rc_pom_O18 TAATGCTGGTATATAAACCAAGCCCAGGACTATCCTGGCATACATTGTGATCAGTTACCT 1920

HiC_scaffold_154_rc_prom_O18 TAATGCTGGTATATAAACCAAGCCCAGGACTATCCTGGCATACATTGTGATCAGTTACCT 1920

Ldj_tig00077247_prom_O18 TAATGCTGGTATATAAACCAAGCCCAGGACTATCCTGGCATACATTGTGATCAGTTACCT 1920

Bridge1 DPE/Bridge2

Lda_tig00037198_rc_pom_O18 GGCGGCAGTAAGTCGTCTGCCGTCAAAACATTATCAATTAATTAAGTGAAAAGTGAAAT 1979

HiC_scaffold_154_rc_prom_O18 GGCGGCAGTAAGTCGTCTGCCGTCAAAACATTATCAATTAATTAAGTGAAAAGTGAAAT 1979

Ldj_tig00077247_prom_O18 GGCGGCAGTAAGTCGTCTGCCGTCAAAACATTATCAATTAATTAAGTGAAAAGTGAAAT 1979

| **Element** | **Sequence** | **Score** | **Consensus match** |
| --- | --- | --- | --- |
| GAF motif | AGGAGCGCAG | 0.0296 | NA |
| BRE upstream | AATGCTG | NA | 3/7 |
| TATA box | TATATAAA | 1.000 | 8/8 |
| BRE downstream | CCAAGCC ^1^ | NA | 4/7 |
| lnr/TSS | ACATTG ^2^ | 0.0248 | 4/6 |
| Bridge 1 | GGCGG | 0.0966 | 2/5 |
| DPE | AGTCGT | 0.6301 | 6/6 |
| Bridge 2 | TCGT | 0.0966 | 4/4 |

1. Osiris 20.

CLUSTAL O(1.2.4) multiple sequence alignment

Lda_tig00036830_rc_O20 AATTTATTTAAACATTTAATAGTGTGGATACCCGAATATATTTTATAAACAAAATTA--- 57

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 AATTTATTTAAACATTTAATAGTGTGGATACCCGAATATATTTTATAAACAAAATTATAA 60

Lda_tig00036830_rc_O20 ---------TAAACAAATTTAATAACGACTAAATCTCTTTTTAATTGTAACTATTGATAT 108

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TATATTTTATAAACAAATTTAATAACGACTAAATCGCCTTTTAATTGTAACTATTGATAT 120

Lda_tig00036830_rc_O20 -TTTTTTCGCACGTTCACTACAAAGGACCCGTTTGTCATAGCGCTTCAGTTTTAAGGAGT 167

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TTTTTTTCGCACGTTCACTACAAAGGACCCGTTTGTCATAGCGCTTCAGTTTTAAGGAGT 180

Lda_tig00036830_rc_O20 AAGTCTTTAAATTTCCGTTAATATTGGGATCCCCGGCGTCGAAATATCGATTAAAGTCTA 227

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 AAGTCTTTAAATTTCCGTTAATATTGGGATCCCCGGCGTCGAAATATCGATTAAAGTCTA 240

Lda_tig00036830_rc_O20 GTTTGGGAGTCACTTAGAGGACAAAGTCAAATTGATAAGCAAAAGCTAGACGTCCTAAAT 287

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 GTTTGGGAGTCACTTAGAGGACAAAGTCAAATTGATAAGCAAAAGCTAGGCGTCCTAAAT 300

Lda_tig00036830_rc_O20 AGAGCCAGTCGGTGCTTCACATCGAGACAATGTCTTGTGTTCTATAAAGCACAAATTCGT 347

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 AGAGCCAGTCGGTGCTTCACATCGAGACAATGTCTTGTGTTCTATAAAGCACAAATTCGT 360

Lda_tig00036830_rc_O20 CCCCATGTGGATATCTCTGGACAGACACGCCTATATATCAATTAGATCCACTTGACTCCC 407

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 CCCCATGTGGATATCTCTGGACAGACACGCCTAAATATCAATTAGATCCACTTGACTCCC 420

Lda_tig00036830_rc_O20 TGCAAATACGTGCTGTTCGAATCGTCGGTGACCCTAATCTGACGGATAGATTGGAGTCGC 467

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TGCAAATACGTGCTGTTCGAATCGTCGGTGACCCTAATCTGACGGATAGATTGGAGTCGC 480

Lda_tig00036830_rc_O20 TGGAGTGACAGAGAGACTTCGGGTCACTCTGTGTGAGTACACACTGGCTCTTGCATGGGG 527

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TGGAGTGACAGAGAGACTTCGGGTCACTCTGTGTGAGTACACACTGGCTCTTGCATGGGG 540

Lda_tig00036830_rc_O20 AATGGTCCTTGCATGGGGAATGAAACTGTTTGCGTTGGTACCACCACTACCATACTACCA 587

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 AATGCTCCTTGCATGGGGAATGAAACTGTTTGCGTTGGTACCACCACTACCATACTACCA 600

Lda_tig00036830_rc_O20 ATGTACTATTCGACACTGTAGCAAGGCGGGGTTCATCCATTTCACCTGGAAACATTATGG 647

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 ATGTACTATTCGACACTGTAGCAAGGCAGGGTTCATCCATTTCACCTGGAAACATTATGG 660

Lda_tig00036830_rc_O20 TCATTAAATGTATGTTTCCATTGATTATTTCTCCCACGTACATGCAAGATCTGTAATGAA 707

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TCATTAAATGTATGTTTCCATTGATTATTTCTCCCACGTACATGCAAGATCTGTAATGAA 720

Lda_tig00036830_rc_O20 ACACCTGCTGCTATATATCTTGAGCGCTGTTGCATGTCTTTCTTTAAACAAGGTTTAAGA 767

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 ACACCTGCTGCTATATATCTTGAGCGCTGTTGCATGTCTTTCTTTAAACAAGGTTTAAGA 780

Lda_tig00036830_rc_O20 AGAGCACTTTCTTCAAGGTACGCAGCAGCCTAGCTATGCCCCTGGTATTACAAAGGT-CC 826

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 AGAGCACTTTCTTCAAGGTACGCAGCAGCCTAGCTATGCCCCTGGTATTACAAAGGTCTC 840

Lda_tig00036830_rc_O20 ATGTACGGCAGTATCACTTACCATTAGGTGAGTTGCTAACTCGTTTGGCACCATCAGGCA 886

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 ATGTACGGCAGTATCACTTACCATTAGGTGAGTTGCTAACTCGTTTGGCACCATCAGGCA 900

Lda_tig00036830_rc_O20 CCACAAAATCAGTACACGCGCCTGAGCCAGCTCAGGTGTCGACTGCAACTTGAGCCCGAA 946

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 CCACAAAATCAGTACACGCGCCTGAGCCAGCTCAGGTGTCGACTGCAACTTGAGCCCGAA 960

Lda_tig00036830_rc_O20 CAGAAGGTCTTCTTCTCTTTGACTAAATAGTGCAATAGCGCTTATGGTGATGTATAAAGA 1006

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 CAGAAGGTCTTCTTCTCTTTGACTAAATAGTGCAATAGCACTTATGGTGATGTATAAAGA 1020

Lda_tig00036830_rc_O20 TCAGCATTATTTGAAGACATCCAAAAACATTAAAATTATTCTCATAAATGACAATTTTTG 1066

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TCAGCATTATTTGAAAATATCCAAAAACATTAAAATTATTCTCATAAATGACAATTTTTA 1080

Lda_tig00036830_rc_O20 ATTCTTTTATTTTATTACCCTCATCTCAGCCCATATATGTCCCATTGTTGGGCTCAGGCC 1126

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 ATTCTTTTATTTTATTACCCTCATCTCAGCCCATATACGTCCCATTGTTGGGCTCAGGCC 1140

Lda_tig00036830_rc_O20 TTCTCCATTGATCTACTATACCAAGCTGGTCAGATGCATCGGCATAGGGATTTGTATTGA 1186

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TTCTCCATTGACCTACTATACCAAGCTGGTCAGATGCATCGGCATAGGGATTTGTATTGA 1200

Lda_tig00036830_rc_O20 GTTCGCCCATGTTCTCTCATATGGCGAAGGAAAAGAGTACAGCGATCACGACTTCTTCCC 1246

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 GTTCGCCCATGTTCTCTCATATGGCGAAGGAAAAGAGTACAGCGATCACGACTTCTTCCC 1260

Lda_tig00036830_rc_O20 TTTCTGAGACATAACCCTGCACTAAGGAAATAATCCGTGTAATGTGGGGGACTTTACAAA 1306

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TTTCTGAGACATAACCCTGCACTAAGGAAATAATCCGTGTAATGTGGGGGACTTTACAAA 1320

Lda_tig00036830_rc_O20 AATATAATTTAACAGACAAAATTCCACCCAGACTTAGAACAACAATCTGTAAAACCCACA 1366

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 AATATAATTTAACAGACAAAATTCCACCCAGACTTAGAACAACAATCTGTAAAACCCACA 1380

Lda_tig00036830_rc_O20 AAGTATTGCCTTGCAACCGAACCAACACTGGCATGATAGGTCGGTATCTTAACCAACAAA 1426

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 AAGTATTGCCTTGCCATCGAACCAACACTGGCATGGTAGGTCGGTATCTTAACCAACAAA 1440

Lda_tig00036830_rc_O20 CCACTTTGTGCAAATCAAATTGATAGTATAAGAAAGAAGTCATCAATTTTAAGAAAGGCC 1486

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 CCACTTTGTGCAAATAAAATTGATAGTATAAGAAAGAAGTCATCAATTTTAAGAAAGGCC 1500

Lda_tig00036830_rc_O20 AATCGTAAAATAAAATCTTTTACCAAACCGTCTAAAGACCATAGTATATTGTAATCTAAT 1546

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 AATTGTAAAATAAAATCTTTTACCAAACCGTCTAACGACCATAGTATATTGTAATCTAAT 1560

Lda_tig00036830_rc_O20 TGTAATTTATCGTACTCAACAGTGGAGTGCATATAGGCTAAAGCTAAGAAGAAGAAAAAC 1606

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 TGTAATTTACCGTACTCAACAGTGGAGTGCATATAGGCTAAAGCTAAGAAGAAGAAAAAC 1620

Lda_tig00036830_rc_O20 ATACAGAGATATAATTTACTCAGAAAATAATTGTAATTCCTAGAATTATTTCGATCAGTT 1666

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 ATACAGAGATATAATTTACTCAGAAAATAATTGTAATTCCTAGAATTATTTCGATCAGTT 1680

Lda_tig00036830_rc_O20 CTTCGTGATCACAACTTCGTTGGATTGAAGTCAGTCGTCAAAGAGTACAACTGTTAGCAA 1726

Ldd_HiC_scaffold_36236_rc_O20 ------------------------------------------------------------ 0

Ldj_tig00006821_O20 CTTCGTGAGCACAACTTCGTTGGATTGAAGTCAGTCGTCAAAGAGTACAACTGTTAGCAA 1740

Lda_tig00036830_rc_O20 GTGAACACATAAACTCAGATTAATATT-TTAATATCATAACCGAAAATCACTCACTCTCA 1785

Ldd_HiC_scaffold_36236_rc_O20 -----------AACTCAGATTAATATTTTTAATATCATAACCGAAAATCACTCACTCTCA 49

Ldj_tig00006821_O20 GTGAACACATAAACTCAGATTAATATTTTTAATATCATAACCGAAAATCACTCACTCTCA 1800

Lda_tig00036830_rc_O20 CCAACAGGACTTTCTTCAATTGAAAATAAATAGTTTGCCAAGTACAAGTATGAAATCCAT 1845

Ldd_HiC_scaffold_36236_rc_O20 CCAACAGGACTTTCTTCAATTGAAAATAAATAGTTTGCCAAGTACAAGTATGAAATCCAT 109

Ldj_tig00006821_O20 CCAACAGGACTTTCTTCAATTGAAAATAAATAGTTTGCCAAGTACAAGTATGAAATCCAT 1860

Lda_tig00036830_rc_O20 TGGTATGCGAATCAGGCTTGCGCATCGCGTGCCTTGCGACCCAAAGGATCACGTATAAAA 1905

Ldd_HiC_scaffold_36236_rc_O20 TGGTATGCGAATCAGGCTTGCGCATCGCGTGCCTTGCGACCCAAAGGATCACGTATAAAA 169

Ldj_tig00006821_O20 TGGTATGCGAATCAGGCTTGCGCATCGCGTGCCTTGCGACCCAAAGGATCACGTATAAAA 1920

Lda_tig00036830_rc_O20 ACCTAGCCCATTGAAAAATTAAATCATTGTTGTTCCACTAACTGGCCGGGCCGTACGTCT 1965

Ldd_HiC_scaffold_36236_rc_O20 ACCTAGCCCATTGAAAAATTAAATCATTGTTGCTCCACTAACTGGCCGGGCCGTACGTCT 229

Ldj_tig00006821_O20 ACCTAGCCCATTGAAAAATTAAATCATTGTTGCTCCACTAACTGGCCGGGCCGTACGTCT 1980

Lda_tig00036830_rc_O20 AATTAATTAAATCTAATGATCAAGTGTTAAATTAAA 2001

Ldd_HiC_scaffold_36236_rc_O20 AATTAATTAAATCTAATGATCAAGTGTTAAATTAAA 265

Ldj_tig00006821_O20 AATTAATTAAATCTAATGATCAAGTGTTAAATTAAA 2016

| **Element** | **Sequence** | **Score** | **Consensus match** |
| --- | --- | --- | --- |
| BRE upstream | GATCACG | NA | 4/7 |
| TATA box | TATAAAAA | 1.0000 | 8/8 |
| BRE downstream | TAGCCCA | NA | 4/7 |
| lnr/TSS | TCATTG | 0.1850 | 5/6 |
| Bridge 1 | TGGCC | 0.4585 | 3/5 |
| DPE | GTACGT | NA | 5/6 |
| Bridge 2 | ACGT | 0.4585 | 4/4 |

(c) Takeout.

CLUSTAL O(1.2.4) multiple sequence alignment

Lda_tig00032100_prom_TO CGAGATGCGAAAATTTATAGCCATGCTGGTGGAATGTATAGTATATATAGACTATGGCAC 60

Ldd_HiC_scaffold_45_rc_prom_TO ------------------------------------------------------------ 0

Ldj_tig00021666_prom_TO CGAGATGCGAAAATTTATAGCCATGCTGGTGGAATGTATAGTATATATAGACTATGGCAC 60

Lda_tig00032100_prom_TO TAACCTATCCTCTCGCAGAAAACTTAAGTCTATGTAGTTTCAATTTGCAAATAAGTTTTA 120

Ldd_HiC_scaffold_45_rc_prom_TO ------------------------------------------------------------ 0

Ldj_tig00021666_prom_TO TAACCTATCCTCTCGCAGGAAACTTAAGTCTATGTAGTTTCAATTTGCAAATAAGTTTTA 120

Lda_tig00032100_prom_TO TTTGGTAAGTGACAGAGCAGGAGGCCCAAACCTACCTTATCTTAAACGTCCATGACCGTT 180

Ldd_HiC_scaffold_45_rc_prom_TO ------------------------------------------------------------ 0

Ldj_tig00021666_prom_TO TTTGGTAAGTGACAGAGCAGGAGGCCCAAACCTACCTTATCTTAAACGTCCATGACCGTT 180

Lda_tig00032100_prom_TO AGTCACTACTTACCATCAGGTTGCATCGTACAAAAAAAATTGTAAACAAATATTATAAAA 240

Ldd_HiC_scaffold_45_rc_prom_TO ------------------------------------------------------------ 0

Ldj_tig00021666_prom_TO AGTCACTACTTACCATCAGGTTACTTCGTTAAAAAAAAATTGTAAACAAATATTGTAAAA 240

Lda_tig00032100_prom_TO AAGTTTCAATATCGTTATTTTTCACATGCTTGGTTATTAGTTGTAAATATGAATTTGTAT 300

Ldd_HiC_scaffold_45_rc_prom_TO ------------------------------------------------------------ 0

Ldj_tig00021666_prom_TO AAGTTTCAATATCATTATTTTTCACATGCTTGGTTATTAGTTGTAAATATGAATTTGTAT 300

Lda_tig00032100_prom_TO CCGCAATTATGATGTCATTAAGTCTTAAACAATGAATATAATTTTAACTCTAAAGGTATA 360

Ldd_HiC_scaffold_45_rc_prom_TO ------------------------------------------------------------ 0

Ldj_tig00021666_prom_TO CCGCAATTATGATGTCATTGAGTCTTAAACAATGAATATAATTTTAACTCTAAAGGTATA 360

Lda_tig00032100_prom_TO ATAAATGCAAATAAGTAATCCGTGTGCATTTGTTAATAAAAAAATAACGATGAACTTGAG 420

Ldd_HiC_scaffold_45_rc_prom_TO --------------------------------------AAAAAATAACGATGAACTTGAA 22

Ldj_tig00021666_prom_TO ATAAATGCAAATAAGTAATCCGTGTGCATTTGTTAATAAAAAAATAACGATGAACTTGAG 420

Lda_tig00032100_prom_TO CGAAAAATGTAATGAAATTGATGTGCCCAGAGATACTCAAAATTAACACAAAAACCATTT 480

Ldd_HiC_scaffold_45_rc_prom_TO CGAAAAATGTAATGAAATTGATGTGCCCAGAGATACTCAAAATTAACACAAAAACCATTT 82

Ldj_tig00021666_prom_TO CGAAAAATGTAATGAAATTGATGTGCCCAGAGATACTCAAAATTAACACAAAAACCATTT 480

Lda_tig00032100_prom_TO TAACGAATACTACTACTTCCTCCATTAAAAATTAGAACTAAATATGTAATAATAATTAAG 540

Ldd_HiC_scaffold_45_rc_prom_TO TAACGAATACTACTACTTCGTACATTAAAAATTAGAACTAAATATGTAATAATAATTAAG 142

Ldj_tig00021666_prom_TO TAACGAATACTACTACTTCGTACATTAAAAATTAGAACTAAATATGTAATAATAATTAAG 540

Lda_tig00032100_prom_TO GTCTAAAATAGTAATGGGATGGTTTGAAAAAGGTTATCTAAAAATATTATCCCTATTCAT 600

Ldd_HiC_scaffold_45_rc_prom_TO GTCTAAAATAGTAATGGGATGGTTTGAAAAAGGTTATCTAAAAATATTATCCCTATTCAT 202

Ldj_tig00021666_prom_TO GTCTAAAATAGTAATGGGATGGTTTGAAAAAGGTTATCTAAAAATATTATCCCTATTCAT 600

da_tig00032100_prom_TO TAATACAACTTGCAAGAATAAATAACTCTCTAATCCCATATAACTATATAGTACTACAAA 660

Ldd_HiC_scaffold_45_rc_prom_TO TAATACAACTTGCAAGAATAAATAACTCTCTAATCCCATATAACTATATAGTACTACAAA 262

Ldj_tig00021666_prom_TO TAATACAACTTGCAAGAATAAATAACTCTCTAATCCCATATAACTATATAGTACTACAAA 660

Lda_tig00032100_prom_TO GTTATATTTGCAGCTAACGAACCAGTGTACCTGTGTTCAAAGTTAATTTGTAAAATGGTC 720

Ldd_HiC_scaffold_45_rc_prom_TO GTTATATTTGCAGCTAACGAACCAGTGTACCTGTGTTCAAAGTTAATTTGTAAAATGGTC 322

Ldj_tig00021666_prom_TO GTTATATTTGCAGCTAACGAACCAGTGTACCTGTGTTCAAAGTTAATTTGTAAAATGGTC 720

Lda_tig00032100_prom_TO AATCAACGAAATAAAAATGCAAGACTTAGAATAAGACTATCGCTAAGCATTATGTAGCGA 780

Ldd_HiC_scaffold_45_rc_prom_TO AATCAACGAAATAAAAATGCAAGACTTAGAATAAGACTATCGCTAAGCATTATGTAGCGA 382

Ldj_tig00021666_prom_TO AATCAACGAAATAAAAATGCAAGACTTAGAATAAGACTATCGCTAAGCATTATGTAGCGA 780

Lda_tig00032100_prom_TO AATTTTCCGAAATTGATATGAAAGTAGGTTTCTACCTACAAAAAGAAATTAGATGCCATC 840

Ldd_HiC_scaffold_45_rc_prom_TO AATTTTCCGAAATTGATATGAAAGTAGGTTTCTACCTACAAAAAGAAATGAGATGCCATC 442

Ldj_tig00021666_prom_TO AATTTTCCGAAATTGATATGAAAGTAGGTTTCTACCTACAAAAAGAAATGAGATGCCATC 840

Lda_tig00032100_prom_TO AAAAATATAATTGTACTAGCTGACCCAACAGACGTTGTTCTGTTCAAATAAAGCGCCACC 900

Ldd_HiC_scaffold_45_rc_prom_TO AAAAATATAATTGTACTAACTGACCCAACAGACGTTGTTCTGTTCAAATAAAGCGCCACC 502

Ldj_tig00021666_prom_TO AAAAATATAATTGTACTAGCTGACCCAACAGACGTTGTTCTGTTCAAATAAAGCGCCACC 900

Lda_tig00032100_prom_TO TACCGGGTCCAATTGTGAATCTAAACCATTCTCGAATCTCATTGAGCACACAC--AAAAA 958

Ldd_HiC_scaffold_45_rc_prom_TO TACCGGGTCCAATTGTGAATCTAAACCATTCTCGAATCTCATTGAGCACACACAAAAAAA 562

Ldj_tig00021666_prom_TO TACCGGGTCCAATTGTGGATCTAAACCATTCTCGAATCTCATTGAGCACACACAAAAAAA 960

Lda_tig00032100_prom_TO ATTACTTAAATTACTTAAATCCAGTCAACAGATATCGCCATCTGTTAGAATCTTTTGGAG 1018

Ldd_HiC_scaffold_45_rc_prom_TO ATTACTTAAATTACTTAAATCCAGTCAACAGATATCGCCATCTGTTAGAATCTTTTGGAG 622

Ldj_tig00021666_prom_TO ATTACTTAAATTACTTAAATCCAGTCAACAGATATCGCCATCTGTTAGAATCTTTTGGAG 1020

Lda_tig00032100_prom_TO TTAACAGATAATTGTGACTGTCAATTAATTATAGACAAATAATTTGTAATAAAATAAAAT 1078

Ldd_HiC_scaffold_45_rc_prom_TO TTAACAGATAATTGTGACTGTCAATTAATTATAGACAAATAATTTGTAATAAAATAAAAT 682

Ldj_tig00021666_prom_TO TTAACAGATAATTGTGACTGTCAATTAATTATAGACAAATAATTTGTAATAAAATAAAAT 1080

Lda_tig00032100_prom_TO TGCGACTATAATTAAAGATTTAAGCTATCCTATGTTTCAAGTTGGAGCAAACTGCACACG 1138

Ldd_HiC_scaffold_45_rc_prom_TO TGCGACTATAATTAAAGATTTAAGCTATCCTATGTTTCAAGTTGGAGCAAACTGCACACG 742

Ldj_tig00021666_prom_TO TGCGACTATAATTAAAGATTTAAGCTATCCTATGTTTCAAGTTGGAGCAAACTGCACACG 1140

Lda_tig00032100_prom_TO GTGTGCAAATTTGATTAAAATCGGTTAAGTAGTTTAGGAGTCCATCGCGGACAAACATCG 1198

Ldd_HiC_scaffold_45_rc_prom_TO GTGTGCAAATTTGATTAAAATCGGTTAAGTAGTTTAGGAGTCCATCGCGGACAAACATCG 802

Ldj_tig00021666_prom_TO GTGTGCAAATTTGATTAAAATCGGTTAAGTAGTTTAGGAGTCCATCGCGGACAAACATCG 1200

Lda_tig00032100_prom_TO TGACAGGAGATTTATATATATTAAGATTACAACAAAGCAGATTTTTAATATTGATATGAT 1258

Ldd_HiC_scaffold_45_rc_prom_TO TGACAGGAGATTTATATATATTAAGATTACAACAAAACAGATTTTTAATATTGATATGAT 862

Ldj_tig00021666_prom_TO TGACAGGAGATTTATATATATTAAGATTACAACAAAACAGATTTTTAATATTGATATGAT 1260

**Element 1:**

TATAbox BREd +1 ⌐>

Lda_tig00032100_prom_TO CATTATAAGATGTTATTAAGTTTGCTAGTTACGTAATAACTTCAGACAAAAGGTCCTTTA 1318

Ldd_HiC_scaffold_45_rc_prom_TO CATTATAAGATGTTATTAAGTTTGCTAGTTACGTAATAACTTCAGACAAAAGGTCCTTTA 922

Ldj_tig00021666_prom_TO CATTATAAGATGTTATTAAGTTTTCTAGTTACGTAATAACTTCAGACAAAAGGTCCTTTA 1320

Bridge1 Bridge2/DPE

Lda_tig00032100_prom_TO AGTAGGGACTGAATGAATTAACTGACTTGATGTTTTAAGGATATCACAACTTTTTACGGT 1378

Ldd_HiC_scaffold_45_rc_prom_TO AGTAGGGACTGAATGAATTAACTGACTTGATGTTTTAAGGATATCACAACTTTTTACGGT 982

Ldj_tig00021666_prom_TO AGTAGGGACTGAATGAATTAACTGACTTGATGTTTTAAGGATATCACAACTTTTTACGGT 1380

Lda_tig00032100_prom_TO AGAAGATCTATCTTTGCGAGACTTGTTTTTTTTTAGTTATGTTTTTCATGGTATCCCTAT 1438

Ldd_HiC_scaffold_45_rc_prom_TO AGAAGATCTAAGT-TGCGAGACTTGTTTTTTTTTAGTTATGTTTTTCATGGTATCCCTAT 1041

Ldj_tig00021666_prom_TO AGAAGATCTAAGT-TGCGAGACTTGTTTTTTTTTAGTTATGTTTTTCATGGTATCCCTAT 1439

Lda_tig00032100_prom_TO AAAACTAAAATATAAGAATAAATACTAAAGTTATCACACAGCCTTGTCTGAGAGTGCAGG 1498

Ldd_HiC_scaffold_45_rc_prom_TO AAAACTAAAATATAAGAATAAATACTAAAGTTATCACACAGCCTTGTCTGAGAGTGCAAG 1101

Ldj_tig00021666_prom_TO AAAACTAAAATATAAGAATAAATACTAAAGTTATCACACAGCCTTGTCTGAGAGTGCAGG 1499

Lda_tig00032100_prom_TO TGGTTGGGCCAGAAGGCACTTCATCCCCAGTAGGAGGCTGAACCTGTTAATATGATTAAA 1558

Ldd_HiC_scaffold_45_rc_prom_TO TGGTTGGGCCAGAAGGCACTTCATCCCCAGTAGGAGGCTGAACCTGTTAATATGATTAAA 1161

Ldj_tig00021666_prom_TO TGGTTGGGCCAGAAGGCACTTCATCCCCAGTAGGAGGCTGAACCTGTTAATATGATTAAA 1559

Lda_tig00032100_prom_TO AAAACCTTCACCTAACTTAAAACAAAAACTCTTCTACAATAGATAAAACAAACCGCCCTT 1618

Ldd_HiC_scaffold_45_rc_prom_TO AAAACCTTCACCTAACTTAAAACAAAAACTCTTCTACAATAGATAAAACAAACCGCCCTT 1221

Ldj_tig00021666_prom_TO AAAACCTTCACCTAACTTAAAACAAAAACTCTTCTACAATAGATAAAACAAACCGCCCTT 1619

Lda_tig00032100_prom_TO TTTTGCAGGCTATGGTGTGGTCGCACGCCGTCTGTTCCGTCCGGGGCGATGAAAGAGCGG 1678

Ldd_HiC_scaffold_45_rc_prom_TO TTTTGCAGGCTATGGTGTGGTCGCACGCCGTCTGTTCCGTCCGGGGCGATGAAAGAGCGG 1281

Ldj_tig00021666_prom_TO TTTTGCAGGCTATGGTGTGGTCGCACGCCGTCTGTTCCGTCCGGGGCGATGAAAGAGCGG 1679

Lda_tig00032100_prom_TO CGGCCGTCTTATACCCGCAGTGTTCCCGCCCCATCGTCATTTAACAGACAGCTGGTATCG 1738

Ldd_HiC_scaffold_45_rc_prom_TO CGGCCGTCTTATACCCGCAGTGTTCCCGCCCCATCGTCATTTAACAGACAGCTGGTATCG 1341

Ldj_tig00021666_prom_TO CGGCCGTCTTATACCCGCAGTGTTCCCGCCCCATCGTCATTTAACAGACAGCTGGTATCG 1739

Lda_tig00032100_prom_TO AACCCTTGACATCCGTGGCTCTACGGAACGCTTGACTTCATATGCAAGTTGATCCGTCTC 1798

Ldd_HiC_scaffold_45_rc_prom_TO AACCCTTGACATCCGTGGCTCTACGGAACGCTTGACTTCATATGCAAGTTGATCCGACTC 1401

Ldj_tig00021666_prom_TO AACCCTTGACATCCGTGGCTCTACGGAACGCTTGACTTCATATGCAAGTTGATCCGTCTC 1799

Lda_tig00032100_prom_TO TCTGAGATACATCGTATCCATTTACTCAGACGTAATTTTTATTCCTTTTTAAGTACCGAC 1858

Ldd_HiC_scaffold_45_rc_prom_TO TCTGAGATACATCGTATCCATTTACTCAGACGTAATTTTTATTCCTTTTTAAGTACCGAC 1461

Ldj_tig00021666_prom_TO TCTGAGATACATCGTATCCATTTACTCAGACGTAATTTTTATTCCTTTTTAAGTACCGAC 1859

Lda_tig00032100_prom_TO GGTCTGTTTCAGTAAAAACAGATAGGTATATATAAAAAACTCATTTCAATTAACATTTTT 1918

Ldd_HiC_scaffold_45_rc_prom_TO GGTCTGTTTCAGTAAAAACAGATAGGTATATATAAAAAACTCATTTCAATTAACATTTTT 1521

Ldj_tig00021666_prom_TO GGTCTGTTTCAGTAA-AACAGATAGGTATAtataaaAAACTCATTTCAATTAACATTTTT 1918

**Element 2:**

BREu TATA box BREd +1 ⌐>

Lda_tig00032100_prom_TO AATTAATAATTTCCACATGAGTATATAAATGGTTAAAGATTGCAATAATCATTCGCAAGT 1978

Ldd_HiC_scaffold_45_rc_prom_TO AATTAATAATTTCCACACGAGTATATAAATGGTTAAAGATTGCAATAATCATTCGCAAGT 1581

Ldj_tig00021666_prom_TO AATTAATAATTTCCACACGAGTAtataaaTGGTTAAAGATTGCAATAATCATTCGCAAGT 1978

Bridge1 Bridge2/DPE

Lda_tig00032100_prom_TO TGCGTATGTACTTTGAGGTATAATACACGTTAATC 2013

Ldd_HiC_scaffold_45_rc_prom_TO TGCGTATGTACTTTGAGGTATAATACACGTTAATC 1616

Ldj_tig00021666_prom_TO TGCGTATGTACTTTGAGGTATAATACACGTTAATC 2013

| **Element ①** | **Sequence** | **Score** | **Consensus match** |
| --- | --- | --- | --- |
| BRE upstream |  |  |  |
| TATA box | TATAAGAT | 0.0357 | 6/8 |
| BRE downstream | GTTATTA | NA | 3/5 |
| lnr/TSS | TCAGAC | 0.0596 | 5/6 |
| Bridge 1 | AGTAG | 0.0147 | 2/5; (4/5) |
| DPE | GAATGA | NA | 4/6 |
| Bridge 2 | ATGA | 0.0147 | 3/4 |

| **Element ② ^1^** | **Sequence** | **Score** | **Consensus match** |
| --- | --- | --- | --- |
| BRE upstream | CCACACG | NA | 5/7; Lda 4/7 |
| TATA box | TATATAAA | 1.0000 | 8/8 |
| BRE downstream | GTTAAAG | NA | 4/6 |
| lnr/TSS | TCATTC | 0.5567 | 6/6 |
| Bridge 1 | GAGGT | 0.0811 | 1/5; (5/5) |
| DPE | ACACGT | 0.2658 | 6/6 |
| Bridge 2 | ACGT | 0.0811 | 4/4 |

# Figure S6. Candidate gene annotation status across analyses.

Categories reflect all flight analyses and their groupings that featured annotated genes. Flight analysis abbreviations reflect the flight capability GWAS (FC) forewing length GWAS (FL), inbred line flight capability analysis (IL), and pupal differential gene expression analysis model terms Strain (ES) or Strain 𝗑 Day (ESD).

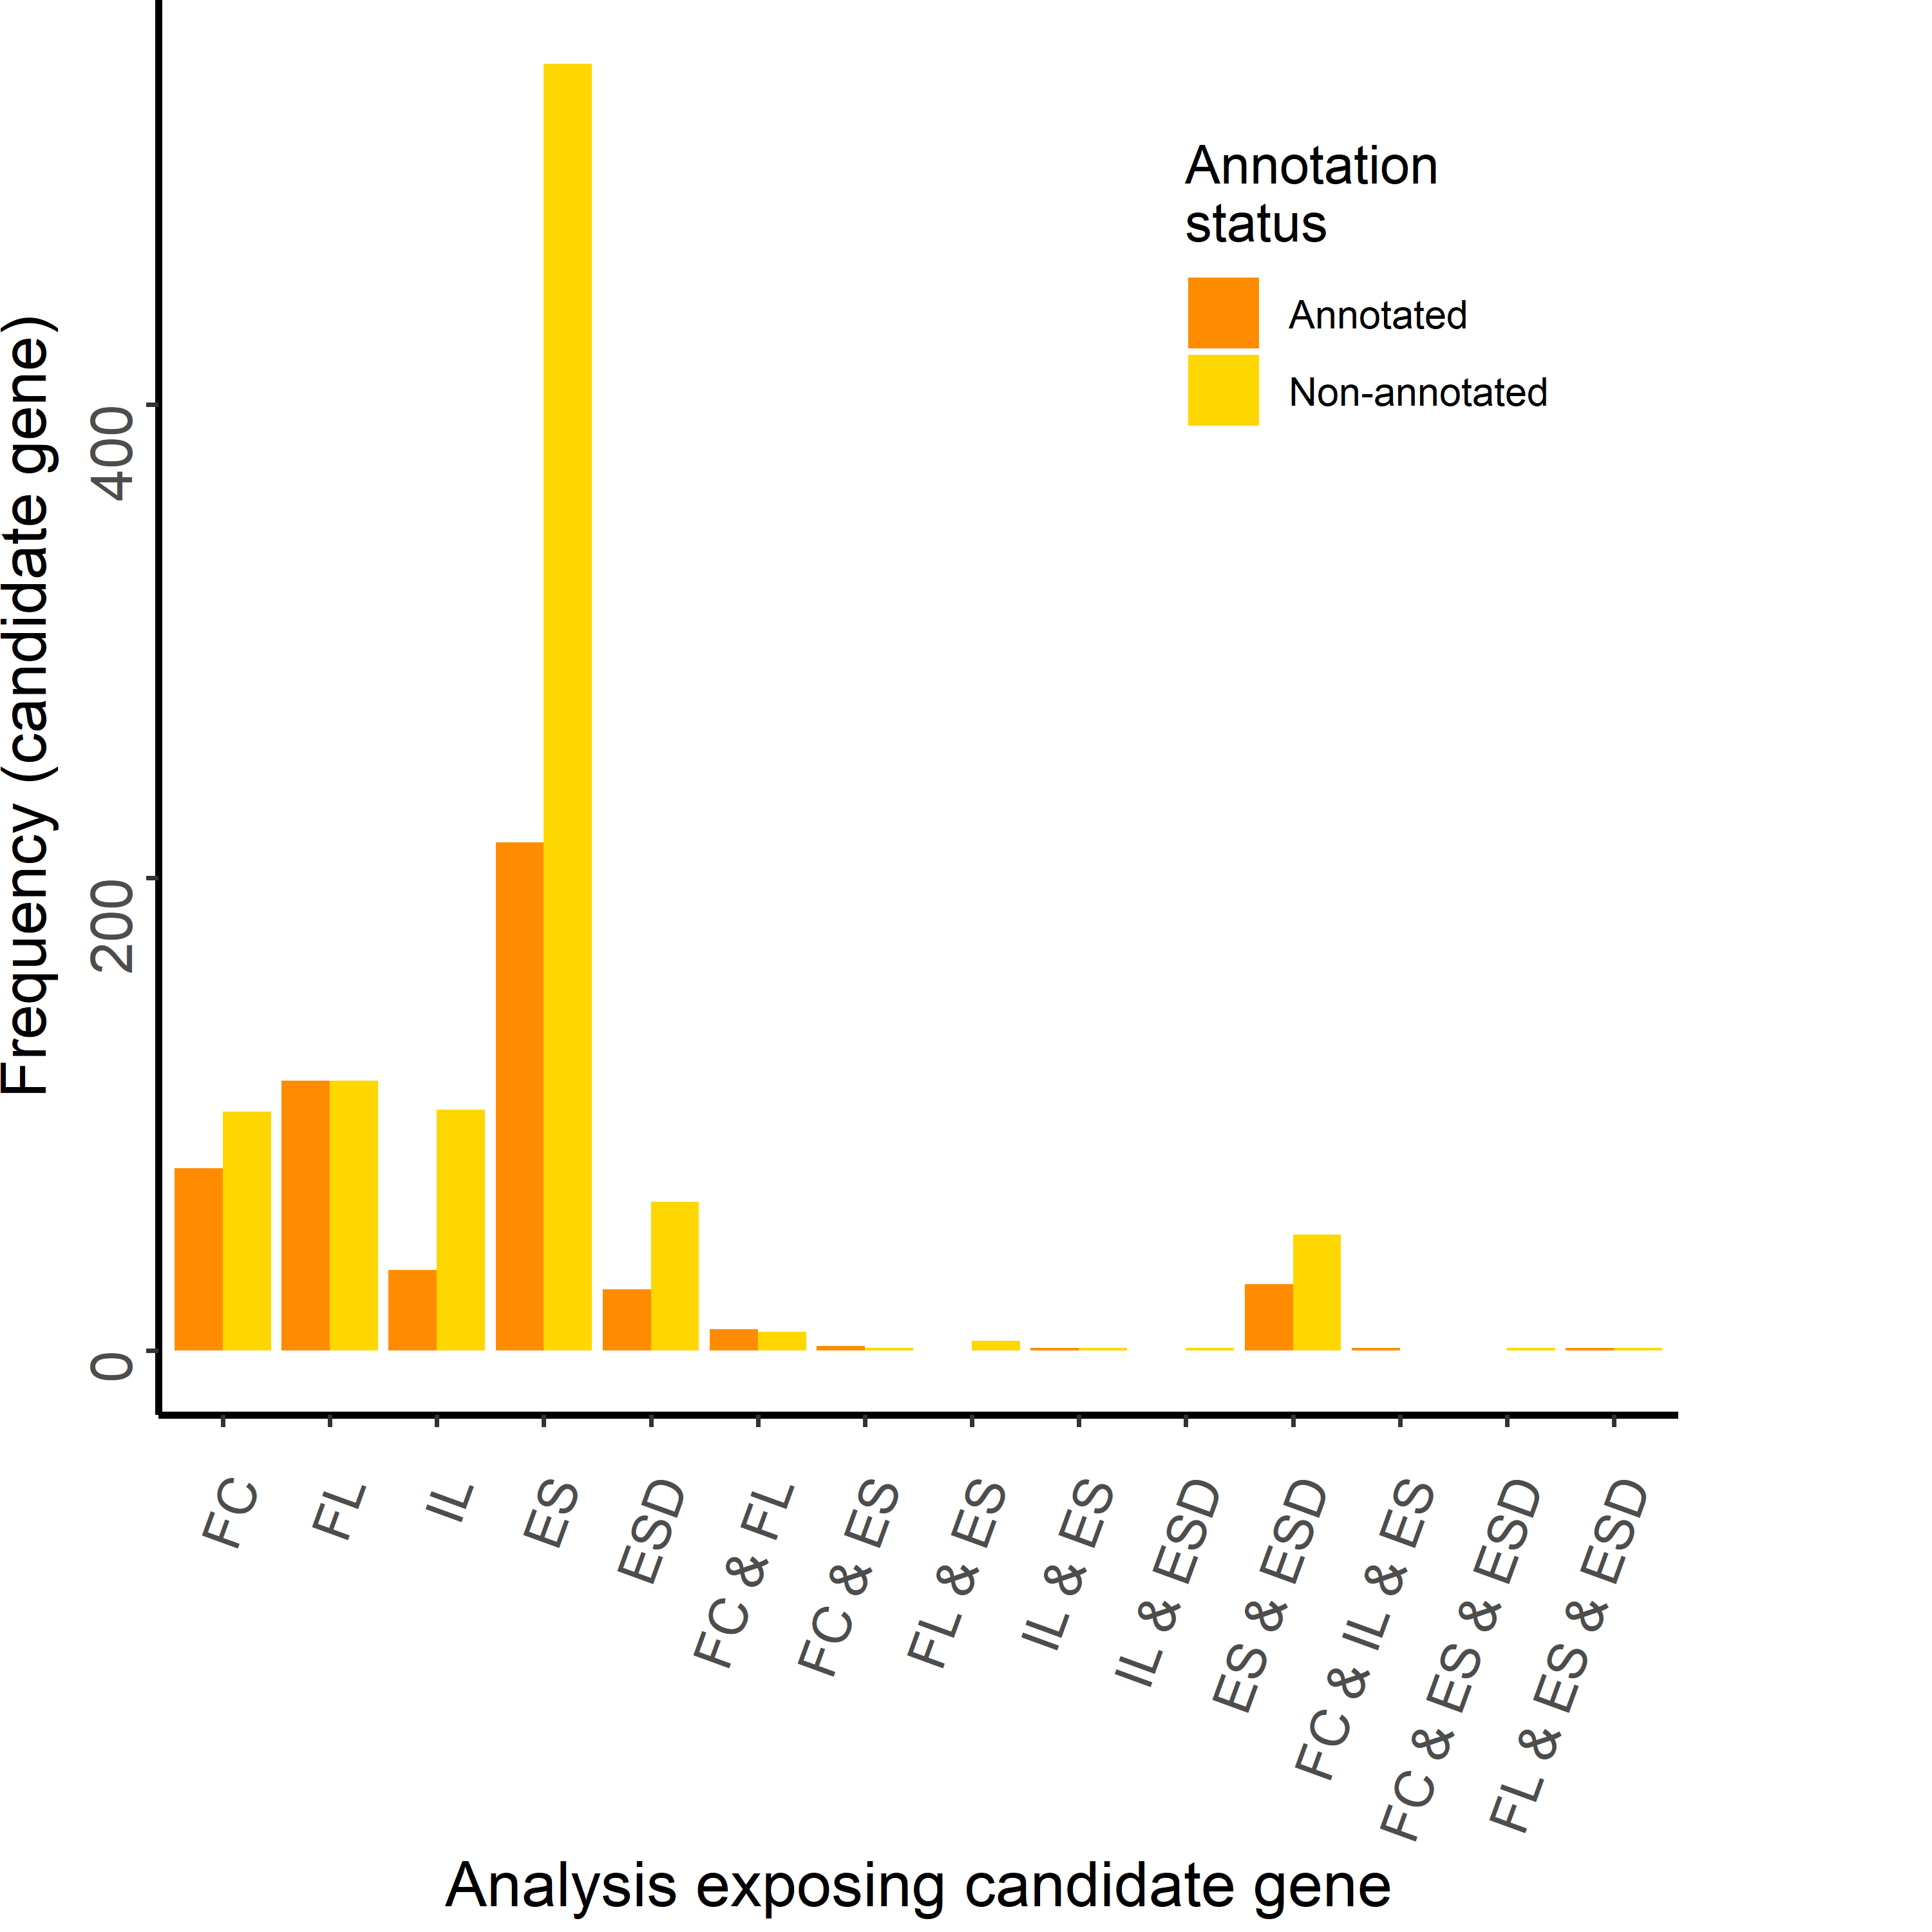

# Figure S7. Flight-relevant functional categories represented by MCL functional clusters.

Statistically significant MCL clusters (p < 0.05) were identified from among all significantly enriched GO terms (p < 0.05) within each flight analysis. The graphs sort GO terms from those clusters into manually defined flight-relevant categories. Asterisks reflect significantly strong category representation of outlier annotations from each flight analysis relative to all available annotations in the reference genome (binomial test, adjusted for multiple comparisons: * p_adj_ < 0.05, **, p_adj_ < 0.01, *** p_adj_ < 0.001).

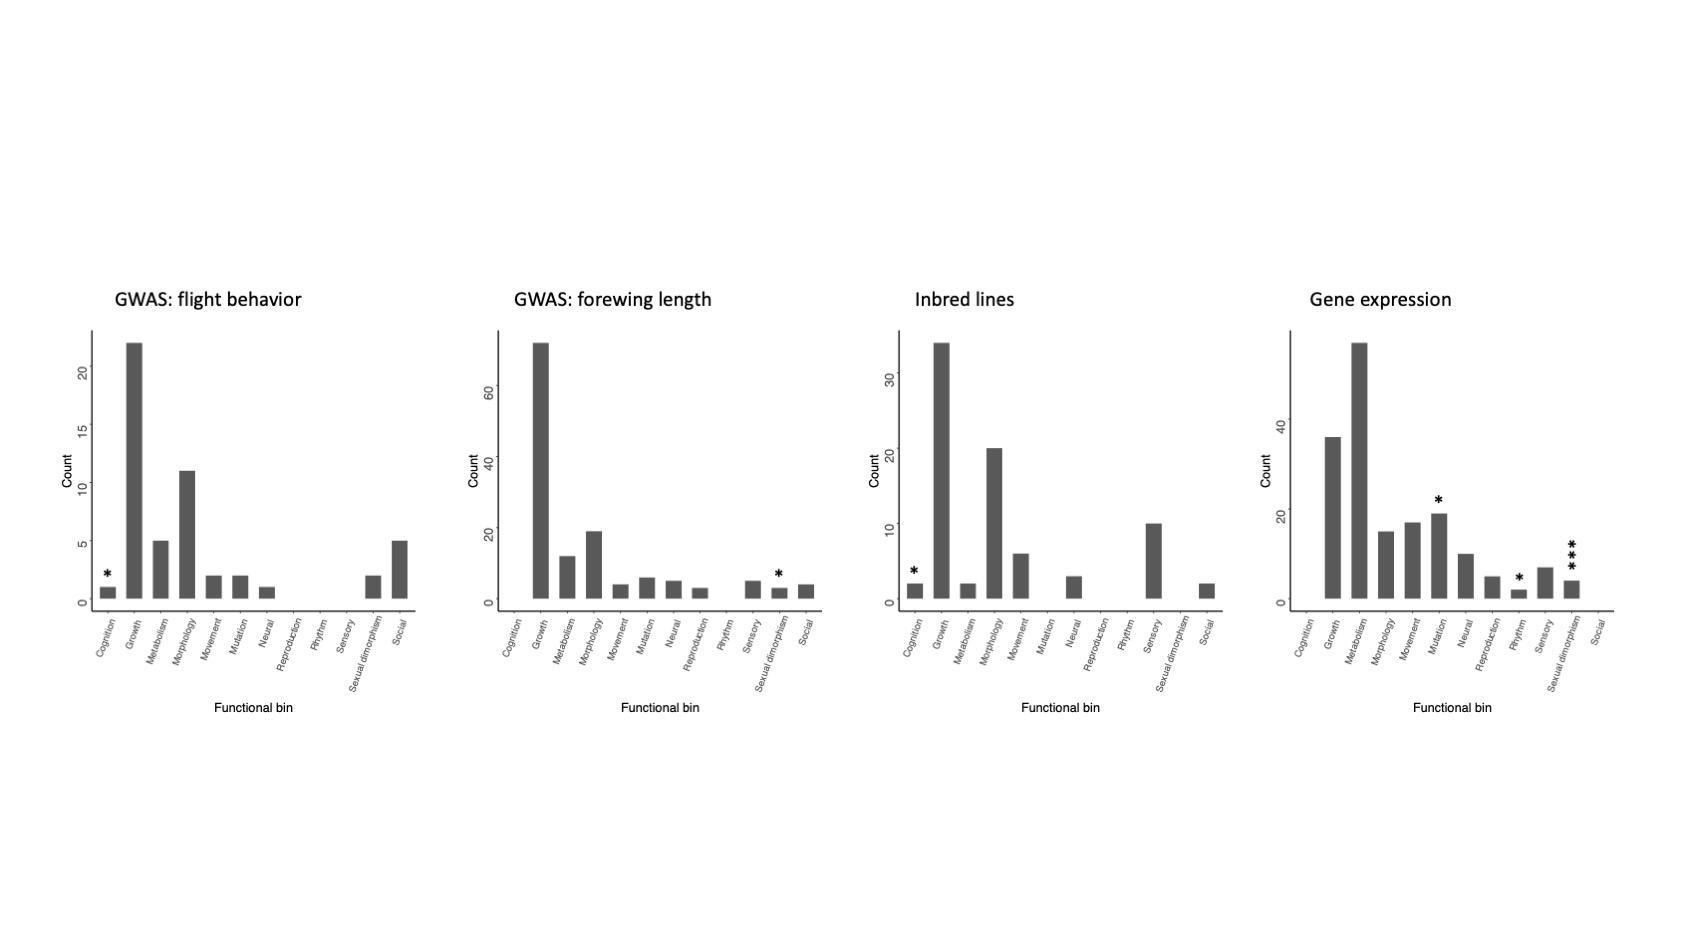

# Figure S8. Taxonomically general literature support.

Articles returned per annotated candidate gene, based on a taxonomically unrestricted search of the scientific literature (for search parameters, see Supporting Information “Literature search parameters”). Black symbols highlight genes identified as functional candidates in the insect-specific literature search. Overall, literature support was heterogeneous across candidate genes.

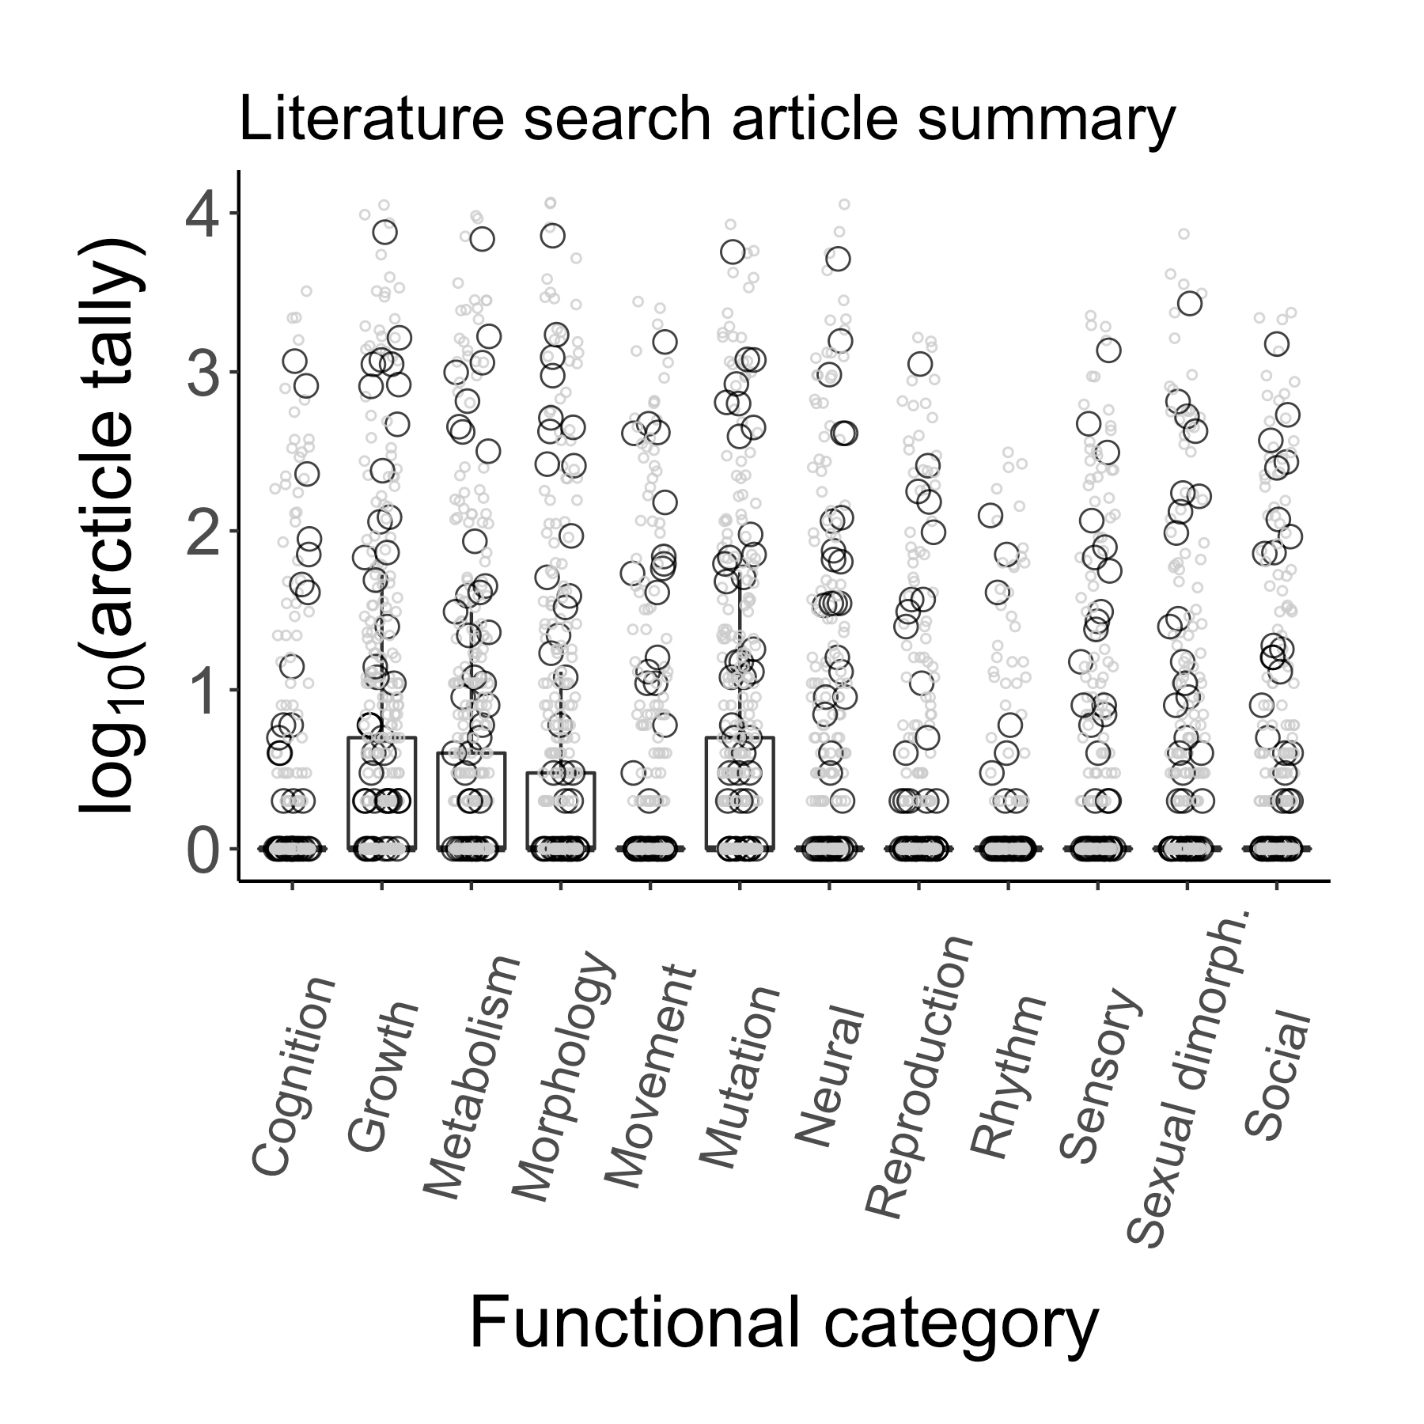

**Supplement:** Supplementary file 1 — Additional file 1.

How the deposited data were processed for this re-analysis (not part of the article)

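RNA from 30 whole female pupae, 3 of each strain (ASM, ESM) on days 1, 3, 5, 8 and 11 after pupation, was sequenced as 1 library per pupa. The pupae of a strain came from a single colony and a diet of its own. The authors checked the reads with FastQC 0.11.5, trimmed them with Trimmomatic 0.36, aligned them with HISAT2 to the draft ASM genome and separately to an iflavirus genome, filtered the iflavirus content, merged the gene models with StringTie and counted reads per gene with featureCounts 2.0.0. The deposited table holds 19654 genes in 30 libraries, as values of the variance-stabilising transformation of DESeq2 1.28.1 (R 4.0.2), on a log2-like scale whose unit is called a VST unit here. The paper gives no formula for its model and does not say whether day entered as a number. Percentages of aligned and iflavirus reads were taken from Table S3 as the paper's values. No raw reads, read counts or gene coordinates were part of the deposited table, so the alignment, counting and filtering of the authors are included in the values and were not repeated.

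The transformation gives a count of 0 the same lowest value (-0.52) in every library, and above it each count has its own step. A single monotone curve shared by all libraries and a size factor per library were fitted to these steps, and inverting them gave counts. The recovered values were within 0.05 of a whole number for 99.8 to 100% of values per library, and the size factors (0.442 to 2.05) differed by at most 0.021% from median-of-ratios factors computed from the recovered counts. On simulated counts put through the same transformation, 99.9% were recovered exactly. Recovered totals were 2638460 to 10831530 reads per library, with medians of 5575836 in ASM and 4818625 in ESM pupae. Normalised counts are recovered counts divided by the size factor. On the shared curve a doubling of the normalised count is 0.206 VST units at a count of 1, 0.847 at 10, 1.51 at 100, 1.70 at 200, 1.24 at 1000 and 0.653 at 10000, so a VST unit is not a log2 unit. A count of 0 allows up to 3 reads in a library. A ratio against a group in which every library is at 0 is given as a lower bound against that limit, and none is given where both groups lie under it or where a group holds 1 to 3 reads.

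Differences were tested with limma 3.58.1 in R 4.3.3 on the deposited values, with a mean for each of the 10 groups of strain and day, moderated variances with a trend on mean expression, and Benjamini-Hochberg adjustment within each comparison. Genes above the lowest value in at least 3 libraries were tested (19652 genes) and called at an adjusted p under 0.05. The comparisons were ASM minus ESM averaged over the 5 days, the linear trend over days averaged over the strains, the moderated F over the 4 differences of the strain difference from that of day 1 (the interaction), ASM minus ESM at each day, and the change between consecutive sampling days averaged over the strains. Principal components were computed on the 5000 genes with the highest mean, centred and not scaled. Shares of reads were compared by permuting the strain labels within days (1e+05 draws, two-sided). Sets of genes from the other analyses of the paper were tested on the strain difference with camera at a preset correlation of 0.01. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the recovery of counts, the permutation tests across libraries and the plots.

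The comparisons were tested on simulated data of the same size and spread, with 200 changed genes per comparison. The changed genes were drawn above a minimum mean count, other genes had no course over days, and far fewer genes changed than were called in the data. The shares may therefore differ in the real data. The strain comparison called 88% of genes whose counts changed by 1 on the log2 scale and 97% of those changed by 2. The comparison at day 8 called 59% and 87%, and the interaction called 12% and 63% of genes changed on day 8 alone. Of the simulated calls, 5.08% were false for the strain difference, 4.69% for the trend, 3.39% for day 8 and 3.85% for the interaction. In this simulation an interaction of 1 on the log2 scale of counts at a single day was therefore mostly missed with 3 pupae per group.

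The genes named were set by a rule written before the data were examined, as were the comparisons and the alternatives below. The p_adj values of Tables S4 and S9 and Figs. 3 and S4 had been seen when the rule was written. The rule takes every gene model the paper names in its text on pupal expression, the qPCR reference genes and the models of Table 2 with expression support. It adds, among called genes with a description in Tables S4 or S9, the 5 with the largest change each way for each comparison (with the same sign on all days or in both strains, or with every ASM library beyond every ESM library at a single day), the 5 interaction genes with the smallest adjusted p, and the 2 genes with the largest strain difference each way whether described or not. Genes for cilia and sperm tails in Table S9 were planned as well, to look for a library standing apart, but their list was written after the data were at hand. Together these gave 109 genes, of which the text names a part. A list of the HSP68 genes of Table S9 was also made after the data were at hand and is reported once. Descriptions are those of Tables S4 and S9 and of Table 2.

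The alternatives were no filter, a filter of all 30 libraries above the lowest value, the log2 of the normalised count + 1, voom on the recovered counts, the replicate number as a block, the iflavirus share as a covariate, libraries shifted to the same median, a minimum change of 1 VST unit, day as a number, a model without interaction, the 6 libraries of a day fitted alone, adjustment over all 5 days together, other gene sets for the principal components, an estimated correlation for camera, a linear model for the shares of reads, and each library left out in turn. Libraries with the same replicate number in different groups had a mean correlation of residuals of 0.0172, against -0.0083 for other numbers. Of the 30 libraries, 14 correlated best with their own number. Whether this is more than chance gives was not tested. The main fit did not treat the numbers as pairs, and only the replicate block takes them into account. Counts of calls were compared with 100 relabellings of the same libraries, the real one included, or with all 10 splits of the 6 pupae of a day. The qPCR measurements, the GWAS and the inbred-line genotypes are not in the deposited table and were not analysed. Tables S11 to S13 were not available, so the lists of wing genes from other insects were not tested as sets.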

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

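The zonadhesin genes Lda.8470 and Lda.27052 stood out because their strain difference had opposite signs on different days. Both were lower in ASM on day 3 and higher in ASM on day 8, and the test of the difference between days gave an adjusted interaction p of 0.0159 for Lda.8470 and 0.00583 for Lda.27052 from limma. The paper reports the excess in ASM on day 8 and not the deficit on day 3. With voom on the recovered counts the interaction did not pass for either gene (adjusted p = 0.345 and 0.246), nor with day as a number (0.857 for both). Leaving out the day 8 ASM pupa of replicate 1 or 2 ended the call for Lda.8470 (0.0555 and 0.0610), and no single library ended it for Lda.27052. In both genes 2 of 3 ESM pupae were high on day 3 and the remaining one was near the ASM pupae.

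For the genes read in a single strain, the limit on depth was chosen after the result was seen, as was the separate look at the gene absent in ESM.

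In 3 genes, reads were present in all 15 libraries of a strain and absent from all 15 of the other. The paper does not discuss these genes, and none has a description in Tables S4 or S9. Lda.35849 was read only in ASM pupae, with a mean normalised count of 4.24. Lda.25948 and Lda.1289 were read only in ESM pupae, with means of 20.7 and 4.82. Alignment of ESM reads to an ASM genome was weighed as an explanation, since it would leave genes absent in ESM. Of the 3 genes, 1 was absent in ESM, and 2 were absent in ASM, which a failure of ESM reads to align cannot bring about. Other effects of aligning both strains to the ASM genome were not tested for these genes. For Lda.35849, with its mean of 4.24 in ASM, a failure of ESM reads to align cannot be told apart from absence in ESM, since no ESM library holds a read of it. Library depth was weighed as well. The median size factors were 1.01 in ASM and 1.02 in ESM, and genes were absent in either strain. The mean level that 0 reads in all 15 libraries allow was 4.75% of the level in the other strain for Lda.35849, 0.851% for Lda.25948 and 3.66% for Lda.1289, which argues against depth for all 3. A difference between the strains or their colonies in these genes stays open and was not tested.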

How the results depend on the processing

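Values are numbers of called genes unless stated, and the cause of a change was not tested unless its construction gives it. Without a filter, with the replicate number as a block, with the log2 of the normalised count + 1 and with libraries shifted to the same median, every count of called genes stayed within 1.5 times its value. The shares of PC1 variance, the camera tests and the differences in aligned and iflavirus reads kept their side of any threshold under their own alternatives. The shift to the same median changed which direction held most of the calls between consecutive days, as given beside those counts.

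Requiring all 30 libraries above the lowest value, which tests fewer genes and drops those off in a strain or on a day, left 259 on day 1, 184 on day 5, 693 on day 8 and 325 for the interaction. With voom on the recovered counts there were 177 on day 5 and 286 for the interaction. The iflavirus share as a covariate left 2108 for the strain difference, 467 on day 3, 354 on day 11 and 464 for the interaction; this share itself differs between the strains. A minimum change of 1 VST unit, which by construction removes small changes, left 1119 for the strain difference, 7668 for the trend, and 1799, 2858 and 4611 for the steps from day 1, 3 and 5. With day as a number, where strain is the difference at day 0 and the interaction a difference of slopes, 711 and 43 were called. The 6 libraries of a day fitted alone, with fewer libraries to estimate the spread, gave 82 on day 1, 191 on day 3, 41 on day 5 and 169 on day 11.

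With each library left out in turn, the strain difference was called in 4051 to 4920 genes, the trend in 11607 to 12287, and the steps in 2058 to 3019, 3901 to 4734, 6648 to 7515 and 2381 to 3587. The median difference of the 10 genes of the day 8 group was 7.81 to 9.88 VST units. Other counts moved by more than 1.5 times without single pupae. Day 1 ranged from 464 (without ESM replicate 2 of that day) to 755. Day 3 ranged from 701 to 2197, with 862 and 916 without ASM replicates 1 and 2 and 701 and 887 without ESM replicates 1 and 2 of that day. Day 5 ranged from 311 (without ASM replicate 1) to 642. Day 8 ranged from 669 to 1484, with 827 and 669 without ASM replicates 1 and 2 and 703 without ESM replicate 1. Day 11 ranged from 354 to 1818, with 411, 1818 and 633 without ASM replicates 1, 2 and 3 and 532, 354 and 548 without ESM replicates 1, 2 and 3. The interaction ranged from 469 to 1216, with 471, 469 and 1216 without ESM replicates 1, 2 and 3 of day 3.

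Among the genes named by the rule, 3480 values kept their direction and side of the threshold in the other settings, 193 lost the call, 25 gained it and 10 changed sign. With a library left out, 14969 kept both, 378 lost the call, 73 gained it and none changed sign. All 10 changes of sign were strain terms with day as a number, none of them called there. They were Lda.6827 (-0.34), Lda.35510 (-0.27), Lda.35030 (-0.61), Lda.20862 (-0.31), Lda.20030 (-0.39), Lda.12768 (-0.29), Lda.35676 (0.59), Lda.29645 (-0.56), Lda.36269 (-0.58) and Lda.36139 (-0.48), and the strain term then stands for day 0, before the first sampling. Depth limits low values. With 2638460 reads in the smallest library and 10831530 in the largest, the limit of 3 reads stands for different levels, and differences between a group at 0 and a group of few reads were not read as ratios.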

Differences from the paper's values

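The paper reports 357 transcripts more abundant in ASM than ESM at its adjusted p threshold, and 2441 were called here at an adjusted p under 0.05. For less abundant transcripts the paper's number is 492, and 2148 were called here. The paper tested read counts with DESeq2, whereas every setting here used limma, and no DESeq2 fit was run. Whether its test or its model gave the difference in numbers can therefore not be told apart. Among the alternatives set before the data were examined, day as a number gave values within the limits of the paper's (298 and 413), and a minimum change of 1 VST unit did so for the less abundant transcripts (543) but not for the more abundant (576). No filter, the filter of all libraries (1702 and 1381), the log2 of the normalised count + 1 (2362 and 2108), voom (2118 and 2157), the replicate block (2429 and 2156), the iflavirus covariate (1060 and 1048), the common median (2471 and 2096), the model without interaction (2061 and 1851) and every single library left out did not.

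For the strain × day interaction the paper's number is 170, and 718 were called here. No alternative came within 1.5 times of the paper's number. Day as a number gave 43, voom gave 286 and the filter of all libraries gave 325, and the others gave 464 to 736. The single libraries left out gave 469 to 1216.

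The paper's lists were compared as wholes first. Of 67 genes with a Strain p_adj under 0.05 in Table S4, 51 were called here. Of 149 single-model genes with a Strain p_adj under 0.05 in Table S9, 115 were. Of 52 genes with an interaction p_adj under 0.05 in Table S4, 28 were called, and of 33 such genes of Table S9, 16 were. Most of the genes of Table 2 with expression support (22 of 25 models) were called for strain, interaction or both.

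Within the group of genes that the paper describes as raised in ASM on day 8, 9 of 10 were called on that day. The exception was takeout (Lda.26596), which was at 0 in all libraries of day 8 and differed on day 3. The paper's qPCR also found takeout higher in ASM on days 1 and 3, most of all on day 3. Its interaction, called in the paper, had an adjusted p of 0.0827 here. It was called with the log2 of the normalised count + 1 (0.00489), and without ASM day 1 replicate 3 (0.0372), ASM day 3 replicate 2 (0.0169) or ESM day 1 replicate 1 (0.0336).

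Some genes have a Strain p_adj under 0.05 in the paper and were not called for strain here. Lda.23652 (adjusted p = 0.894), Lda.4455 (0.539), Lda.8470 (0.563), Lda.16464 (TLN1, 0.992) and Lda.15516 (ITPR, 0.616) were called for strain in no setting that was run, and of these Lda.4455, Lda.8470 and Lda.16464 were called for the interaction. Lda.15801 (M3K4, 0.871) was called with day as a number (0.0280). Lda.35963 (TLR4, 0.0806) was called with the log2 of the normalised count + 1 (0.00933), with voom (0.0186), with day as a number (0.0233), and without ASM day 5 replicate 1 (0.0361) or ESM day 8 replicate 2 (0.0310). Lda.20152 (DPP6, 0.0781) was called with the replicate block (0.0440), with day as a number (0.0311), and without ASM day 1 replicate 3 (0.0210), ESM day 1 replicate 2 (0.0378) or ESM day 5 replicate 2 (0.0363). Lda.35031 (0.0545) was called with libraries shifted to the same median (0.0492) and without each of 5 single libraries (0.0155 to 0.0440). Lda.20867 (0.0564) was called without ASM day 8 replicate 3 (0.0154), ESM day 1 replicate 3 (0.0454) or ESM day 8 replicate 2 (0.000185), and Lda.27052 (0.532) without ESM day 3 replicate 3 (0.0383).

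For the interaction, Lda.20030 (adjusted p = 0.266) and Lda.12768 (0.187) have a p_adj under 0.05 in the paper and were called here only without ASM day 11 replicate 3 (0.0276 and 0.00783). Lda.22008 (CFA44, 0.280) and Lda.37325 (CFA44, 0.281) were called only without ASM day 1 replicate 2 (0.000336 and 0.00244), and Lda.12939 (IQUB, 0.119) only without ESM day 1 replicate 3 (0.0361). Lda.15516 (ITPR, 0.197) and Lda.36139 (PSMD8, 0.103) were called in no setting that was run.

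The paper states that among its wing development genes none differed by strain. Lda.35676, which the paper and the values here both call for the interaction, was also called for strain here (-0.53 VST units, adjusted p = 0.00547). It was not called for strain with day as a number (0.379) or in the model without interaction (0.0535).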

Other observations

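The tests of library scaling behind the strain differences that follow development, and all tests on the day 8 pulse of the Osiris, catalase and tweedle genes, were chosen after the result was seen.

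Relabelling the same libraries tested whether chance groups give as many calls. With strain labels shuffled within days, 1 of 100 labellings, the real one, gave as many calls for the strain difference (4589, highest other 1655) and for the interaction (718, highest other 672). With day labels shuffled within strains, 1 of 100 gave as many for the trend (12205, highest other 3442) and for the steps (2725 against 1571, 4555 against 34, 7370 against 86 and 3009 against 38). At a share under 0.05 this excludes that the strain labels or the day labels made no difference at all. Each shuffle breaks every difference between strains or between days at once. It therefore cannot decide on chance for a single step or for the interaction, where other differences would remain. At a single day, 3 pupae against 3 make only 10 splits, too few for such a share. The real and the highest other counts were 721 and 311 on day 1, 1684 and 101 on day 3, 488 and 1058 on day 5, 1249 and 5 on day 8 and 963 and 30 on day 11. On day 5, 2 of the 10 splits, the real one included, called at least as many genes as the strains did. The split with 1058 calls sets ASM replicates 1 and 3 with ESM replicate 1 against the other 3 pupae, which points to a structure among the day 5 pupae other than strain. The split runs along the developmental course of these values, but it was picked for its calls from the same values, so this is no independent evidence of age. Placed on the course of ASM pupae over the sampling days, the first 3 stood at 4.55, 5.00 and 4.96 days and the others (ASM replicate 2, ESM replicates 2 and 3) at 5.75, 5.41 and 5.18, and on the course of ESM pupae at 4.17, 4.67 and 4.39 against 5.30, 5.46 and 5.14. On PC1 they stood at -30.9, -15.6 and -20.6 against 2.35, 4.14 and -2.58. Neither the labels nor the paper give a batch for these libraries. The number in the sample identifiers is 1 or 2 in all ESM libraries and 3 or 4 in all ASM libraries, the lower one on the earlier days. What it stands for is not stated, and an effect of it could not be told apart from strain.

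A hypothesis is that ESM pupae were ahead of ASM pupae in development at the same day, which may account for part of the strain differences. It came from the values of the named genes, several of which rose earlier in ESM. It was tested on the 19600 tested genes outside the named lists. The difference of ESM minus ASM was correlated across genes with the change from the sampling day before to the one after, leaving out the libraries of the day itself. Genes are not independent replicates in such a correlation. It was 0.492 on day 3, 0.124 on day 5 and 0.188 on day 8, and the mean of 0.268 had an exact permutation p of 0.0500 over 8000 labellings (highest other mean 0.371). On day 5 other labellings reached 0.347 in absolute size and on day 8 they reached 0.274, so only day 3 stood above all other labellings of its day (highest other 0.489). Placed on the course of ASM pupae, ESM pupae stood later than ASM pupae by 0.890 days on day 3, 0.0833 on day 5 and 0.950 on day 8 (mean 0.641, permutation of the placed ages, p = 0.00900). Placed on the course of ESM pupae, the differences were 0.963, 0.283 and 0.503 days (mean 0.583, permutation of the placed ages, p = 0.0175). The ages were permuted without building the course anew from the permuted labels. Pupae of the strain that gives the course are also placed differently from those of the other strain. Both p-values of the placement are therefore approximate. Of the genes called on day 3, 1180 of 1665 (70.9%) had ESM on the later side of the course, against 56.9% of all tested genes. On day 5 it was 244 of 484 (50.4% against 52.6%) and on day 8 it was 716 of 1230 (58.2% against 52.4%). On simulated data the placement found 0.0103 and -0.0131 days for no shift and 0.651 and 0.244 days for a shift of 0.5, on the ASM and ESM courses, so the size of the shift is uncertain. Library scaling moves genes of the same expression level alike, so it was tested on genes that rise over the course against genes that fall, in 10 bins of mean level on the day. On day 3 the difference between them was higher in ESM in all 10 bins, and the lowest ESM library stood 0.155 VST units above the highest ASM library, which argues against scaling on that day. On days 5 and 8 the libraries of the strains overlapped (-0.478 at the lower), so scaling cannot be told apart there. The lead of ESM pupae stays a hypothesis, since it was found and tested on the same data, day 5 did not separate the strains, and the diet or a difference between the 2 colonies in the age at sampling may give the same values as a difference between strains.

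The day 8 pulse in ASM pupae covers 4 Osiris, 2 catalase and 1 tweedle gene. Library depth was tested first. The highest limit that a count of 0 allows in an ESM library of day 8 was 8.04% of the lowest ASM value of that day over the 7 genes, so depth does not account for the low values in ESM. For the tweedle gene Lda.15281, the highest ESM library of any day stood at 120% of the ASM day 8 median, so its ESM reads align to the ASM genome. For the 4 Osiris genes, a constant loss of ESM reads as the only cause would leave ESM the same share of the ASM level on day 5 as on day 8. In their summed normalised counts the lowest ESM library of day 5 stood at 32.7% of the highest ASM library, whereas on day 8 the highest ESM library stood at 5.59% of the lowest ASM library. The other ESM libraries of day 5 stood at 179 and 234, against at most 25.6 in an ASM library. The ESM library that sets the value of day 5 holds only 4 reads of these genes. Lda.6827 and Lda.35510 are near the limit of a count of 0 on that day, so for them day 5 cannot tell a loss of ESM reads from low expression. On day 5 the ESM means of Lda.35031 and Lda.35030 were 108 and 21.2 normalised counts, against 9.93 and 1.35 in ASM pupae, so their ESM reads align at least in part. For Lda.35031 and Lda.35030 this argues against a constant loss of ESM reads as the only cause of the day 8 values. These 2 genes were set apart after the values were seen, and over all 4 genes the test stays open. Their strain differences on day 5 did not pass (adjusted p = 0.163 and 0.296 from limma). A partial loss beside low expression stays open. The paper's qPCR, with primers designed on the assemblies of both strains, also found Lda.35031 and Lda.35510 far more abundant in ASM on day 8, and it involves no alignment. Of the 2 catalase genes, the highest ESM library of any day stood at 2.35% of the ASM day 8 median for Lda.20862 and at 14.6% for Lda.20867. Both of these are a single pupa, and the median ESM library stood at 1.02% and 1.26% at most. Both genes were read in all 3 ESM libraries of day 8, so their ESM reads align at least in part. A partial loss of their ESM reads cannot be told apart from low expression, since ASM pupae hardly express them on the other days and leave no day to compare. A pulse in ESM between the sampled days, after day 5 and before day 8, may also be missed by this design and was not tested.

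The 4 reference genes of the paper's qPCR were measured in these libraries. Over all days, actin (Lda.11070) was higher in ASM by 0.31 VST units (adjusted p = 0.00163 from limma) and elongation factor 1 gamma (Lda.33417) by 0.41 (adjusted p = 1.89e-05). GAPDH (Lda.9151) differed by -0.16 (adjusted p = 0.489) and gamma-tubulin (Lda.39600) by 0.18 (adjusted p = 0.386). The calls for actin and elongation factor 1 gamma were kept with libraries shifted to the same median and not with day as a number (0.735 and 0.610). All 4 fell over the sampling days.

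Of 7 gene models of Table S9 listed for cilia and sperm tails, 6 were in the deposited table. The list includes Lda.12939 (IQUB), whose name refers to neither. Lda.37325 (CFA44) had normalised counts of 270 and 194 in ASM pupae of day 1, replicates 1 and 3, 84.7 in ASM day 5 replicate 3 and 28.5 in ASM day 11 replicate 2, and at most 6.01 in every other library. Lda.22008 (CFA44) had 110, 63.7, 15.8 and 10.3 in the same libraries. Lda.31087 (DYH10) had 2.98 and 13.0 in the first pair of these and 19.1 at most elsewhere, so it did not follow them. Of the 6 genes, 3 were higher in ASM over all days, 2 were lower and 1 did not pass.

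The 4 HSP68 gene models of Table S9, a list made after the data were at hand, did not go one way. Over all days Lda.2054 was higher in ASM by 0.82 VST units (adjusted p = 0.00234 from limma). Lda.14607 was lower in ASM, at -1.60 (adjusted p = 9.39e-05), as was Lda.2168, at -0.86 (adjusted p = 0.0446). Lda.24133, at -0.68, did not pass (adjusted p = 0.0946).

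Genes read in all 3 libraries of a strain and in none of the other numbered 52 in ASM and 77 in ESM on day 1, 73 and 64 on day 3, 137 and 49 on day 5, 87 and 66 on day 8, and 63 and 86 on day 11. The ESM libraries of day 5 had the smallest median depth. Among recovered counts, even values were more frequent than the odd ones beside them. A count of 1 occurred 25272 times, 2 occurred 30845 times, 3 occurred 18836 times and 4 occurred 22228 times over all genes and libraries.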
